# Endonucleosis mediates internalization of cytoplasm into the nucleus

**DOI:** 10.1038/s41467-024-50259-3

**Published:** 2024-07-11

**Authors:** Ourania Galanopoulou, Evangelia C. Tachmatzidi, Elena Deligianni, Dimitris Botskaris, Kostas C. Nikolaou, Sofia Gargani, Yannis Dalezios, Georges Chalepakis, Iannis Talianidis

**Keywords:** Senescence, Nuclear organization, DNA damage and repair

## Abstract

Setd8 regulates transcription elongation, mitotic DNA condensation, DNA damage response and replication licensing. Here we show that, in mitogen-stimulated liver-specific Setd8-KO mice, most of the hepatocytes are eliminated by necrosis but a significant number of them survive via entering a stage exhibiting several senescence-related features. Setd8-deficient hepatocytes had enlarged nuclei, chromosomal hyperploidy and nuclear engulfments progressing to the formation of intranuclear vesicles surrounded by nuclear lamina. These vesicles contain glycogen, cytoplasmic proteins and even entire organelles. We term this process “endonucleosis”. Intranuclear vesicles are absent in hepatocytes of Setd8/Atg5 knockout mice, suggesting that the process requires the function of the canonical autophagy machinery. Endonucleosis and hyperploidization are temporary, early events in the surviving Setd8-deficient cells. Larger vesicles break down into microvesicles over time and are eventually eliminated. The results reveal sequential events in cells with extensive DNA damage, which function as part of survival mechanisms to prevent necrotic death.

## Abstract (web summary)

Extensive cellular stress or DNA damage can alter nuclear morphology. Here, the authors show that cells lacking Setd8 or under metabolic stress internalize cytoplasmic material into the nucleus.

## Introduction

Genome integrity is fundamental for life. Numerous environmental and intrinsic stimuli can cause DNA damage, which result in mutations, genome instability, premature aging or cancer. Eukaryotes have evolved a complex set of mechanism that sense and repair DNA damage to safeguard the genome. Mild DNA damage normally leads to cell cycle arrest and repair of the lesions, while severe and irreparable injury results in the activation of cell death programs, such as apoptosis, mitotic catastrophes or necrosis^1,2^. In some cases, cells accumulating massive DNA damage can escape death by entering a senescence stage, characterized by cell cycle arrest, DNA damage, senescence-associated secretory phenotype (SASP) and deregulated metabolism^3,4^. The molecular basis of the decision-making processes that lead to cell death or senescence is not well understood.

Setd8 is one of the most important upstream regulators of genome stability, with pivotal functions in multiple chromatin-templated processes. Setd8 is the sole enzyme catalyzing H4K20 monomethylation^5,6^, which is used as substrate by Suv4-20h1/2 to generate H4K20Me_2_ and H4K20Me_3_. H4K20 methylation facilitates nucleosomal folding and heterochromatin formation^6^. Previous studies have established the essential role of Setd8 and H4K20 methylation in the regulation of genome integrity^7–10^, mitotic chromatin condensation^11,12^, replication licensing^13,14^ and DNA damage response^6–10^. Exogenous DNA damage initially leads to rapid degradation of Setd8, to allow decompaction and repair of the chromatin in the damaged areas^7,8,11^. However, due to the crucial role of H4K20Me_1_ in 53BP1 recruitment to DNA damage sites and in chromatin condensation during mitosis, loss of function mutations or sustained depletion of Setd8 leads to extensive accumulation of unrepaired DNA lesions, which leads to cell death in many different cell types^10^.

We have previously shown that hepatocyte-specific inactivation of *Setd8*, leads to cell division-dependent extensive DNA damage and massive necrotic cell death^15^. As the majority of hepatocytes in the adult liver are in the G0 phase, necrotic cell death in 2–4 months old mice is initially observed in microscopic focal areas of the liver. The initial cell death triggers a local regenerative process, whereby neighboring cells enter the cell cycle and accelerate the death of the existing Setd8-deficient hepatocytes, resulting in the expansion of the necrotic zone. Within the necrotic areas of the liver, we observed enlarged hepatocytes and accumulation of inflammatory cells^15^.

Large hepatocytes appeared homogenously in all areas of the liver after either partial hepatectomy, which induces cell cycle entry^15^, or under metabolic stress conditions, such as fasting, high fat diet or pyruvate challenge^12^. At 8–12 months of age, Setd8-deficient mice develop full-blown spontaneous liver tumors comprising transformed hepatocytes with cancer stem cell properties^15–17^.

The apparent discrepancy between Setd8 deficiency-induced necrosis and the late-onset hepatocellular carcinoma prompted us to further investigate and characterize the process of hepatocyte enlargement triggered by spontaneous or induced cell proliferation.

## Results

### Internalization of cytoplasm into the nuclei by endonucleosis

Treatment of liver-specific *Setd8* knockout mice (Setd8-LKO) with TCPOBOP, a widely used CAR agonist that induces robust hepatocyte proliferation^18–20^, resulted in synchronous and homogeneous enlargement of hepatocytes within 24 h and an ~8-fold increase in the nuclear size (Fig. 1a and Supplementary Fig. 1a). Enlarged hepatocytes occupied almost the entire liver space along with a significant enrichment of small mononuclear cells (Fig. 1a and Supplementary Fig. 1c–e). Indicative of the massive cell death in Setd8-LKO livers, only about 10% of the hepatocyte population remained in Setd8-LKO livers compared to wild type mice (Supplementary Fig. 1b).

**Fig. 1:**
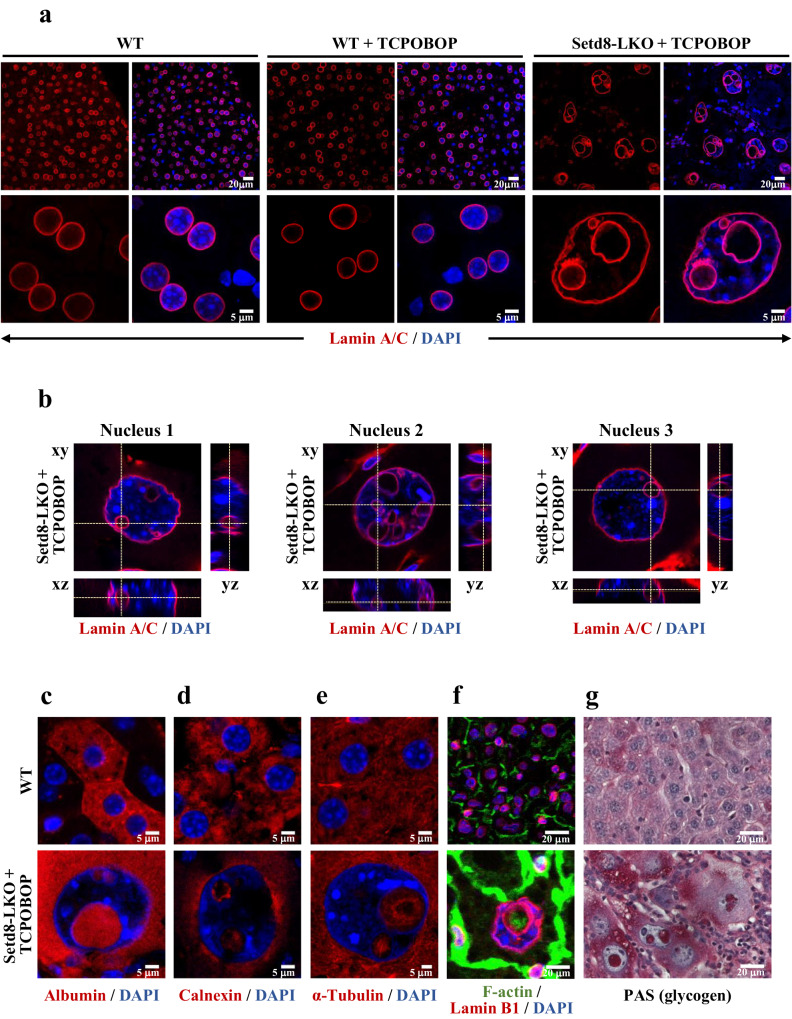
Intranuclear lamin-coated vesicles containing cytoplasmic proteins in Setd8-LKO hepatocytes. **a** LaminA/C antibody immunostaining of liver sections from wild type (WT) mice and from wild type or Setd8^lox/lox^/AlbCre (Setd8-LKO) mice 24 h after treatment with TCPOBOP (WT + TCPOBOP and Setd8-LKO + TCPOBOP). Fluorescent images of the cells are shown at different magnifications. **b** Orthogonal views of confocal z-stacks showing 3D morphology of internal vesicles in 3 typical Lamin A/C-stained nuclei of TCPOBOP-treated Setd8-LKO hepatocytes. **c**–**f** Representative immunofluorescence images with antibodies against albumin (**c**), calnexin (**d**), α-tubulin (**e**) and F-actin (**f**). **g** Representative image of periodic acid-Schiff (PAS) staining of glycogen.

The vast majority, essentially all (>99%) of the enlarged nuclei, contained heterogeneously-sized vesicles, externally coated by Lamin A/C and Lamin B1 (Fig. 1a and Supplementary Fig. 2a). The presence of Sun2, a core component of the inner nuclear membrane-associated LINC complex, that connects the nuclear lamina to actin cytoskeleton^21^ and the nuclear pore complex component Nup98^22^ in the borders of the vesicles, further confirmed that the membranes coating the vesicles originated from the nuclear envelope (Supplementary Fig. 2c, d). Immunostaining for VAP-A, a marker of the outer nuclear membrane, revealed signals coating the inner side of the vesicles, suggesting that the process generating the vesicles involves the outer nuclear membrane as well (Supplementary Fig. 2e). The latter notion is further supported by the detection of 3 different ER marker proteins, Calnexin, PD1 and ERp72, at the interior of the vesicles (Supplementary Fig. 2f–h). Lamin A/C polymers were thinner but had proportionally higher staining intensity in Setd8-LKO cells than in wild type cells, as revealed by measuring the thickness and the staining intensity of the Lamin A/C signal in a multitude of regions (Supplementary Fig. 3a, b). These data point to a high level of elasticity of the nuclear lamina with stretched and denser lamin polymers in Setd8-LKO hepatocytes. Although the Lamin A/C protein content may not differ locally, its overall levels per individual cell were greatly increased in Setd8-LKO hepatocytes, considering the greatly increased nuclear size and the presence of the numerous intranuclear lamin-coated vesicles. 3D reconstruction of confocal sections demonstrated that the vesicles were positioned entirely within the nuclear space (Fig.1b and Supplementary Fig. 3c). The intranuclear vesicles contained cytoplasmic proteins, such as albumin, calnexin, α-tubulin, F-actin filaments and glycogen (Fig. 1c–g), but excluded nuclear proteins, such as HNF4α (Supplementary Fig. 2b) and DNA (Fig. 1a, b).

Transmission electron microscopy analyses captured several steps of the cytoplasm internalization process. We observed micro-extensions of the nuclear membrane, membrane invaginations towards the nuclear interior and cytoplasm internalization via fusion of the inwardly-folded nuclear membrane. Fusion occurred at the tip of the engulfed areas, thus sequestering cytoplasmic materials into intranuclear vesicles (Fig. 2a, b). As a result of the membrane folding towards the nuclear interior, lamina-associated chromatin is positioned at the external side of the resulting vesicles (Fig. 2a–c). Moreover, in larger vesicles, we could detect glycogen or even whole cytoplasmic organelles, such as endoplasmic reticulum, mitochondria, peroxisomes and autophagosome structures (Fig. 2c). We propose to call this process “endonucleosis”, based on its similarity to endocytosis, the process by which external substances are internalized into the cells^23^.

**Fig. 2:**
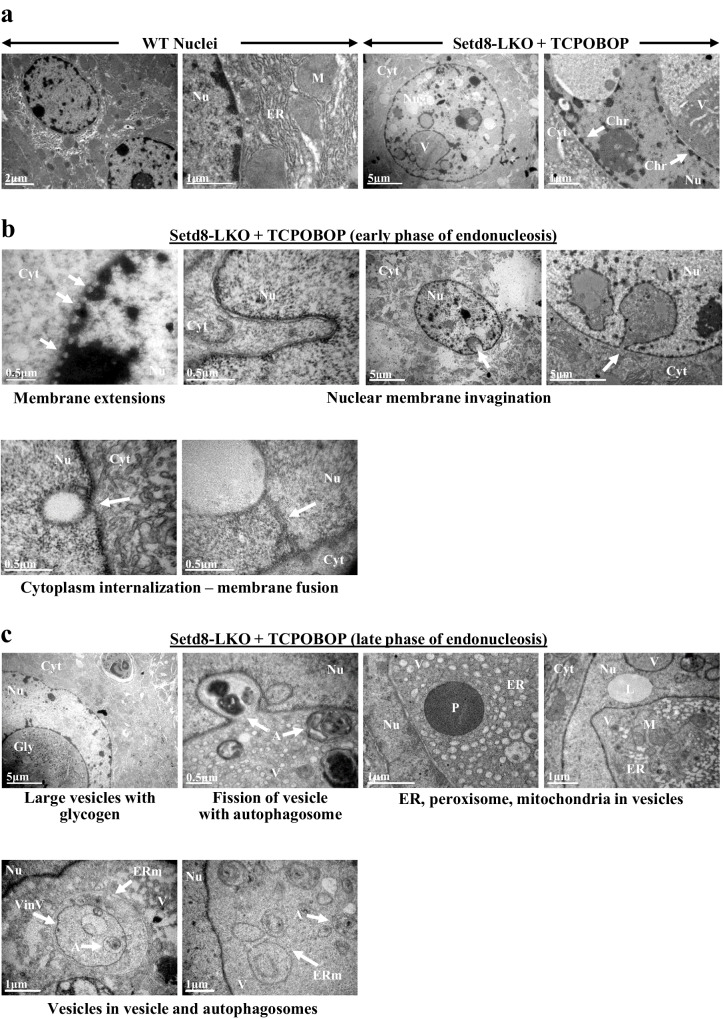
Nuclear membrane folding-mediated internalization of cytoplasmic components. **a**–**c** Transmission electron microscopic images of liver sections from wild type (WT) and Setd8-LKO mice after 24 h of TCPOBOP treatment. Nu nucleus, Cyt cytoplasm, ER endoplasmic reticulum, M mitochondria, V vesicles, Chr chromatin, Gly glycogen, A autophagosome structures, L lipid droplet, VinV vesicles within vesicle, ERm ER membrane.

The endonucleosis phenomenon is not limited to Setd8-LKO hepatocytes under replication stress. Our previous work examining Setd8-LKO mice at postnatal day 45 demonstrated that, metabolic reprogramming in Setd8-deficient mice generates a highly sensitized state, that upon different metabolic stress conditions, results in cells with highly enlarged nuclei^16^. Here, we tested starvation and Na-pyruvate challenge conditions. The majority of the hepatocytes in the livers of mice fasted for 48h or those treated with Na-pyruvate for 2 h, contained enlarged hepatocytes with endonucleotic vesicles (Fig. 3a, b).

**Fig. 3:**
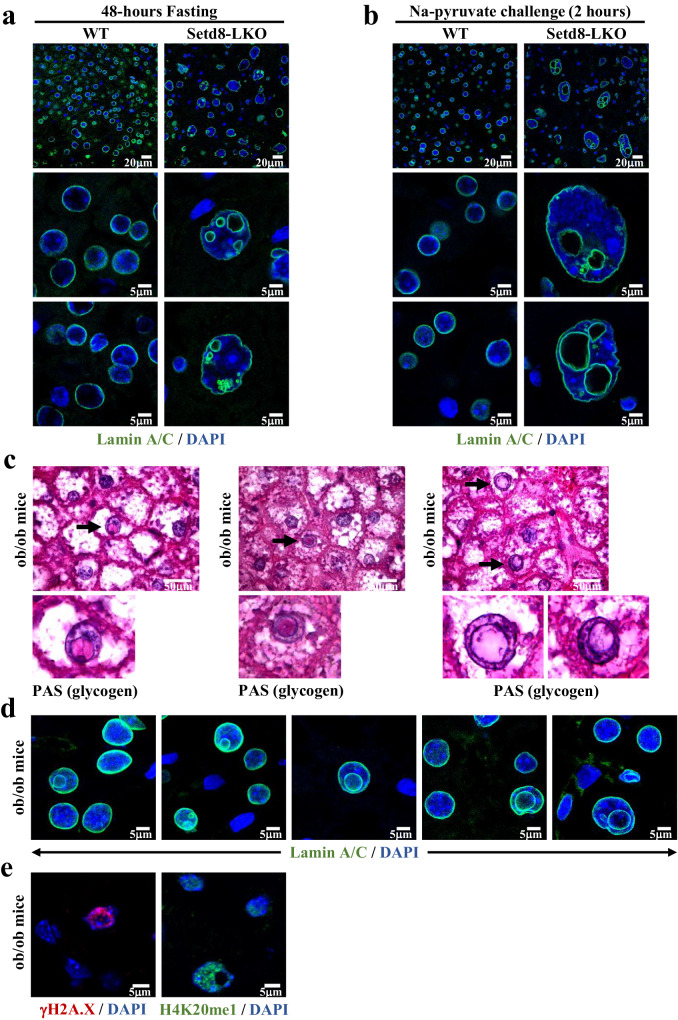
Endonucleosis in different metabolic stress conditions in Setd8-LKO and in ob/ob mice. **a**, **b** Setd8-LKO mice were either fasted for 48 h (**a**) or treated with 2 g/kg Na-pyruvate for 2 h (**b**). Representative images of immunostainings with Lamin A/C antibody are shown in different magnifications. **c** Representative images of Periodic-acid Schiff (PAS) staining of liver sections of *ob/ob* mice. Arrows indicate the presence of glycogen-containing intranuclear vesicles in several hepatocytes. **d** Representative images of liver sections from *ob/ob* mice stained with Lamin A/C antibody. Note the presence of endonucleotic vesicles in several nuclei. **e** Representative images of endonucleotic vesicle-containing hepatocytes in liver sections of *ob/ob* mice stained with γH2A.X (left panel) or H4K20Me_1_ (panel at right) antibodies. Note the presence of γH2A.X signal only in nuclei containing endonucleotic vesicles and the presence of H4K20Me_1_ signal in all of the hepatocytes of *ob/ob* mice.

Endonucleosis was also detected in obese mice in a condition that is independent of Setd8 inactivation. Obesity in the leptin-deficient *ob/ob* mice is associated with fatty livers due to the accumulation of triglycerides in the hepatocytes, which imposes considerable metabolic stress to the cells^24^. In a significant portion (10 to 15%) of the cells we could detect glycogen-containing endonucleotic vesicles using PAS staining and Lamin A/C immunostaining (Fig. 3c, d). Importantly, intranuclear vesicle-containing cells were readily stained for H4K20Me_1_, demonstrating that these cells expressed functional Setd8 (Fig. 3e). The vesicle-containing cells were also stained positively for γH2A.X, pointing to an extensive accumulation of DNA lesions as a result of lipotoxic stress (Fig. 3e).

In addition, the occurrence of endonucleosis in a wider-range of conditions is further corroborated by the findings of a recent study on *ARID1A* knockout mice, which phenocopies several aspects of Setd8-LKO mice. ARID1A-KO mice develop liver tumors following CAR agonist injection, exhibit excessive accumulation of DNA damage and nuclear abnormalities in some hepatocytes that highly resemble to the nuclear membrane invaginations and nuclear inclusions presented here^25^.

### Endonucleosis requires Atg5 function

We have previously reported that constitutive and persistent activation of AMPK in Setd8-LKO mice leads to the appearance of cytoplasmic autophagic structures in parallel to the rise of the lipidated form of Map1lc3b (LC3)^16^. Using GFP-LC3 transgenic mice^26^ to monitor LC3 distribution in Setd8-LKO mice, we observed high levels of punctate fluorescence signals within the vesicles, which is characteristic of the activated form of the protein^27^, as opposed to the homogenously distributed low levels of nuclear LC3 (Fig. 4a). We also observed a parallel decrease in p62 staining signal, which provides additional evidence for elevated autophagy activity in Setd8-LKO mice (Fig. 4b). The punctate form of LC3 was located inside the vesicles. This form of LC3 is involved in autophagic membrane trafficking and the engulfment of cytoplasmic components into autophagosomes. This strongly suggests that endonucleosis may use the activities of the classical autophagy machinery to internalize cytoplasm into the nucleus. This possibility is supported by our findings in TCPOBOP-treated Setd8/Atg5 double knockout mice, where we observed intermediate-sized nuclei, which lacked endonucleotic vesicles (Fig. 4c–e). Atg5 is an indispensable component of both, the canonical and the non-canonical autophagy process^28^. Thus, we conclude that the function of the cytoplasmic autophagy machinery is required for nuclear membrane folding-mediated endonucleosis.

**Fig. 4:**
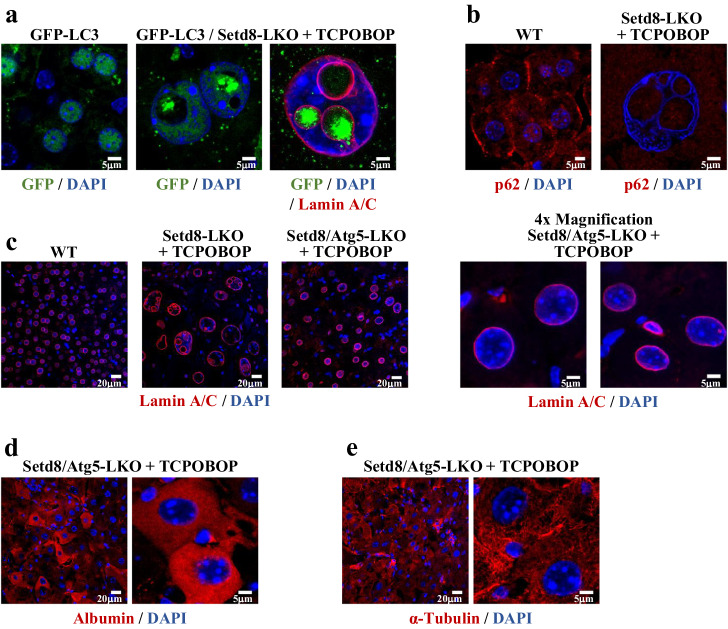
Endonucleosis requires the autophagy regulator Atg5. **a** Detection of the autophagy marker protein LC3 by GFP fluorescence in GFP-LC3 transgenic mice and GFP-LC3/Setd8-LKO mice 24 h following TCPOBOP treatment. **b** Immunofluorescence staining for the autophagy receptor protein p62. **c** Lamin A/C staining in wild type, Setd8-LKO and Setd8-LKO/Atg5-LKO double knockout mice after 24 h of TCPOBOP treatment. Note the lack of intranuclear vesicles and the lesser enlargement of the nuclei in the double KO mice. **d**, **e** Immunostaining of TCPOBOP-treated Setd8/Atg5-LKO double knockout hepatocytes for albumin (**d**) and α-tubulin (**e**) demonstrating the lack of endonucleosis-mediated internalization of cytoplasmic proteins in Atg5-deficient cells.

### Hyperploidy, DNA damage and senescence-related features in Setd8-LKO hepatocytes

TCPOBOP induces hepatic cell proliferation by promoting the entry into S phase of hepatocytes, which normally reside at G0 phase. This results in a transient increase of hepatocyte number and liver size, peaking at 36–48 h after treatment^14^. Consistent with previous observations^14,15^ in wild type mice, at the early time point of 24 h, we observed a slight increase in the number of cells staining positively for the proliferation marker Ki67, without any changes to the average nuclear size and ploidy of the cells (Fig. 5a, c and Supplementary Fig. 1a). Interestingly, the normally diploid or tetraploid hepatocytes became hyperploid in TCPOBOP-treated Setd8-LKO mice and a significant proportion expressed Ki67 (Fig. 5a, c). Moreover, EdU pulse labeling assays detected a number of cells actively replicating DNA (Supplementary Fig. 4a). Propidium iodide (PI) staining assays showed the loss of diploid cells (with 2 N DNA content), a reduction in the proportion of tetraploid (4 N) cells to 4.5% of the cells and the concomitant appearance of cells with 16 N, 32 N, 64 N, and 128 N DNA content, representing ~95% of the total hepatocyte population (Fig. 5a). Hyperploidy was also confirmed by in situ DNA FISH assays using probes from three different chromosomes (Fig. 5b). The periodicity of the PI staining profile indicates that hyperploidy was generated by consecutive duplication events (endoreduplication) without cell division. This phenomenon could be explained by the role of Setd8 in replication licensing. Previous studies have shown that, in cycling cells, proper recruitment of the origin recognition complex (ORC) to chromatin is mediated by Suv4-2h1/2-catalyzed conversion of H4K20Me_1_ to H4K20Me_2/3_-modified nucleosomes^9^. It has been postulated that the regulation and timing of H4K20 mono-, di and tri-methylation is critical for proper replication firing, as decreased H4K20Me_1_ and increased H4K20Me_2/3_ levels correlated with aberrant re-replication in Setd8-depleted cells^10^. Consistent with this possibility, we detected high levels of trimethylated and loss of monomethylated H4K20 by immunostaining in TCPOBOP-treated Setd8-LKO hepatocytes (Supplementary Fig. 4b, c).

**Fig. 5:**
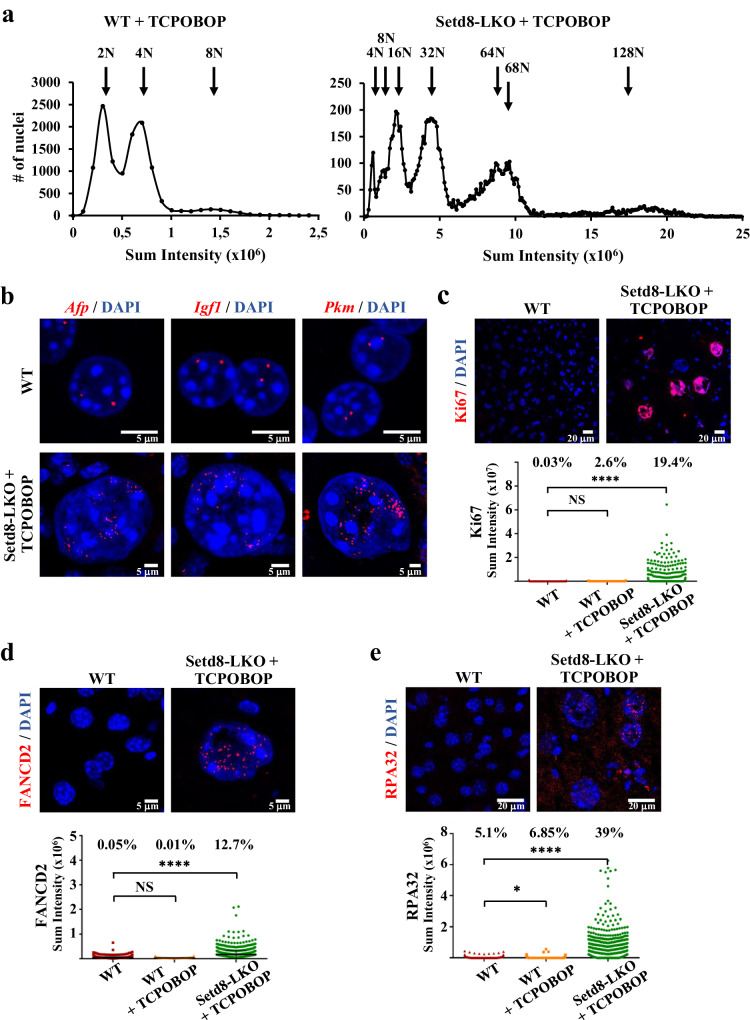
Hyperploidization and replication stress in Setd8-LKO hepatocytes. **a** Quantification of nuclear DNA content in TCPOBOP-treated wild type (*n* **=** 12217) and Setd8-LKO livers (*n* **=** 12163) by propidium iodide (PI) staining. Graphs show high-content microscopy (HCM) measurements of the PI staining intensity in individual cells after 24 h of treatment. Arrows indicate the chromosomal ploidy of the peaks. The percentage of the cells corresponding to the peak areas were as follows: in WT **+** TCPOBOP, 2 *N* **=** 47.6%; 4 *N* **=** 44.7%, 8 *N* **=** 6.7%; in Setd8-LKO **+** TCPOBOP, 4 *N* **=** 4.5%; 8 *N* **=** 5.1%, 16 *N* **=** 19.5%; 32 *N* **=** 32.9%; 64 N/68 *N* **=** 29.5%, 128 *N* **=** 8.2%. **b** Representative DNA FISH images (red) with probes spanning *Afp* (chr5), *Igf1* (chr10) and *Pkm2* (chr9) genes. **c** Immunofluorescence images of liver sections stained with antibody for the proliferation marker Ki67. The graph shows HCM measurements of the Ki67 staining intensities in individual cells (*n* **=** 1161 for wild type, *n* **=** 1226 for WT **+** TCPOBOP and *n* **=** 1228 for Setd8-LKO **+** TCPOBOP). Numbers indicate the percentage of cells with staining intensity above threshold. **d**-**e** Immunofluorescence images of liver sections stained with FANCD2 (**d**) or RPA32 (**e**). The graph shows HCM measurements of the staining intensities in individual cells (FANCD2 staining: *n* **=** 2299 for wild type, *n* **=** 2334 for WT + TCPOBOP and *n* **=** 2224 for Setd8-LKO **+** TCPOBOP; RPA32 staining: *n* **=** 3298 for wild type, *n* **=** 3384 for WT **+** TCPOBOP and *n* **=** 2458 for Setd8-LKO **+** TCPOBOP). Numbers indicate the percentage of cells with staining intensity above threshold. Data in (**d**) are presented as median values (black line) with SD. Data analyses in (**c**, **d** and **e**) were performed using one-way ANOVA test. *p-value **<** 0.01. ****p-value **<** 0.0001. NS, Non-significant. Source data are provided as a Source Data file.

To examine whether the elevated autophagy activity in Setd8-LKO hepatocytes contributes to hyperploidy, we performed propidium iodide (PI) staining and in situ DNA FISH assays in the livers of Setd8/Atg5 double knockout mice. Consistent with the intermediate-sized nuclei in these mice (Fig. 4c and Supplementary Fig. 1a), we observed loss of cells with 2 N DNA content and polyploidization up to 16 N, with the majority of the cells containing 4 N and 8 N DNA (Supplementary Fig. 5a, b). These results suggest that endoreduplication in Setd8-LKO cells and autophagy-dependent nuclear membrane expansion are coupled, interdependent processes. Alternatively, we speculate that Atg5 may also influence directly DNA replication activity. Supporting this possibility is the finding of a recent study demonstrating the ability of Atg5 to translocate into the nucleus in cells exposed to DNA damaging agents^29^.

High levels of endoreduplication are expected to be accompanied by replication stress and genome instability. We used FANCD2 and RPA32 immunostaining to monitor replication stress-induced lesions and γH2AX staining for the detection of double-stranded DNA breaks. We could readily detect a significant number of cells with punctate RPA32, FANCD2 and γH2AX staining patterns in Setd8-LKO hepatocytes (Fig. 5d, e and Fig. 6a). These results are consistent with the reported role of Setd8 in maintaining genome stability^5–10^.

**Fig. 6:**
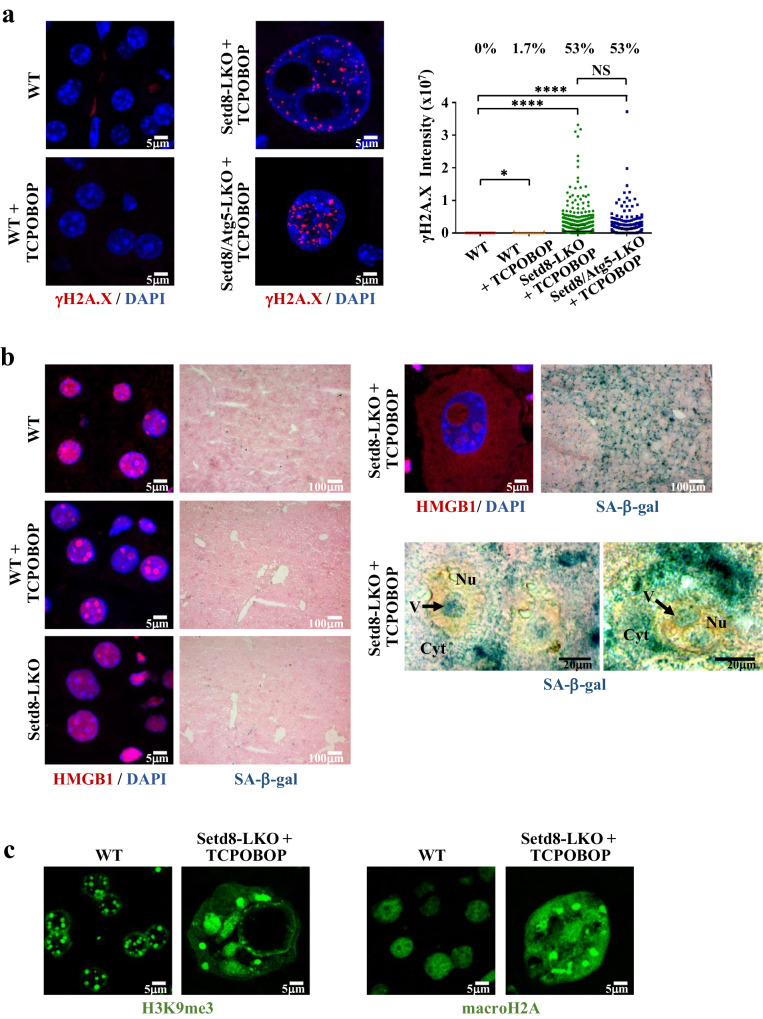
Excessive DNA damage and senescence-related features in Setd8-LKO hepatocytes. **a** Representative images of γH2A.X immunostaining of liver sections from wild type and TCPOBOP-treated wild type, Setd8-LKO and Setd8-LKO/Atg5-LKO double knockout mice. The graph shows HCM measurements of the γH2A.X immunofluorescence intensities in individual cells (*n* = 3412 for wild type; *n* = 3382 for Setd8-LKO + TCPOBOP; *n* = 3977 for WT + TCPOBOP and *n* = 3699 for Setd8-LKO/Atg5-LKO + TCPOBOP). Numbers indicate the percentage of cells with staining intensity above threshold. **b** Representative images of HMGB1 immunofluorescence and SA-β-galactosidase staining of liver sections 24 h after TCPOBOP treatment. Note the presence of SA-β-gal staining signal inside the vesicles in the close-up images of some Setd8-LKO hepatocytes. **c** Immunostaining with antibody recognizing trimethylated H3K9 and macroH2A. Note the appearance of large and diffuse H3K9Me_3_-containing and macroH2A-containing heterochromatin foci in Setd8-LKO hepatocytes. Data analysis was performed using one-way ANOVA test. Data are presented as median values (black line) with SD. *p-value < 0.04; ****p-value < 0.0001. NS Non-significant. Source data are provided as a Source Data file.

The excessive enlargement of Setd8-LKO hepatocytes, the observed cell cycle arrest, and the extensive DNA damage raised the question of whether these cells escape necrotic death by entering a senescent state^3,4^. We could detect a number of hallmark features of senescence, including high senescence-associated β-galactosidase (SA-β-gal) activity and the exit of HMGB1 from the nucleus in Setd8-LKO hepatocytes (Fig. 6b). Interestingly, SA-β-gal and HMGB1 were also detected in endonucleotic vesicles (Fig. 6b). In addition, H3K9Me_3_ and macroH2A staining revealed large focal accumulations, reminiscent of senescence-associated heterochromatin foci (SAHFs) (Fig. 6c). 

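RNA-seq was performed on total RNA of liver tissue from untreated wild type mice (n = 5), from wild type mice treated with TCPOBOP (n = 5) and from Setd8-LKO mice treated with TCPOBOP (n = 4), at an age of 45 to 50 days. TCPOBOP, a CAR agonist, was given once at 3 mg/kg and the livers were taken after 24 h. The RNA comes from every cell type of the liver. The Setd8-LKO libraries were set against untreated wild type libraries, so genotype and treatment change together in that comparison. The labels call these controls untreated, and whether they received an injection of vehicle is not known. The authors filtered the reads with PRINSEQ, aligned them to mm10 with HISAT2, and counted and tested them with metaseqR, which combines 5 methods into one FDR. The tables used here list only the genes that the authors selected, 3900 for Setd8-LKO + TCPOBOP and 719 for WT + TCPOBOP, each against untreated wild type. The largest combined FDR in them is 0.0498 and 0.0497, and the smallest absolute log2 fold change is 1 and 1.01, all the authors' values. Because these genes were selected on the same libraries, the numbers of genes are not genome-wide counts. The raw counts over the listed genes of the first table summed to between 11238950 and 12780869 in the untreated wild type libraries, with a median of 11569270, and to 5734065, 6004644, 7005511 and 8231255 in the libraries labelled Setd8-LKO. In the second table they lay between 1389901 and 1849046 in the untreated and between 2609310 and 3706582 in the TCPOBOP-treated wild type libraries. These sums are not the sequencing depth, for which the Reporting Summary gives an average of 40000000 reads per RNA-seq library. The authors' normalized count of a gene is its raw count times one factor per library, from 0.752 to 0.855 in the libraries labelled Setd8-LKO and from 1.03 to 1.25 in untreated wild type. These factors and the raw counts were entered into edgeR's quasi-likelihood test, after edgeR's filter on low counts, with Benjamini-Hochberg adjustment over the 18512 genes that the authors' FDR values imply. A gene counted as changed at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The libraries belong to 2 runs named in the tables, with 3 untreated wild type libraries and 1 library labelled Setd8-LKO in run A and 2 and 3 in run B. Kmt5a, the gene of Setd8 (ENSMUSG00000049327, chromosome 5 of GRCm38, 124439930 to 124462308, plus strand), was read first as a check of the labels. Its normalized counts were 1313, 1341, 1338 and 1465 in the libraries labelled Setd8-LKO and 761, 715, 563, 567 and 613 in untreated wild type, so that it was higher in every library labelled Setd8-LKO. The log2 fold change was 1.08 (standard error 0.14, adjusted p = 0.000151 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.95 within run A and 1.23 within run B. The exact two-sided permutation test gave p = 0.00794, the smallest that 5 against 4 libraries allow. The knockout deletes a floxed exon in hepatocytes only, while the RNA is of the whole liver. A count over the whole gene does not resolve whether an exon is missing from its transcripts, so it does not test the genotype. By immunostaining, the paper reports that the monomethylated histone mark made by Setd8 is lost in these hepatocytes. With DESeq2's size factors over the listed genes in place of the authors', the log2 fold change of Kmt5a was 0.27 (adjusted p = 0.998, same edgeR test). The other alternatives that do not pair libraries gave adjusted p values from 1.61e-12 to 0.000898. DESeq2's factors take the typical gene as unchanged, while every listed gene was selected for a change. They lowered the median log2 fold change of the tested genes from 1.16 to 0.31, which can come from the selection alone. Lmna, the gene of Lamin A/C (ENSMUSG00000028063, chromosome 3, 88480147 to 88509956, minus strand), rose from 807 ± 121 normalized counts (SD, n = 5) to 1914 ± 197 (SD, n = 4). Its log2 fold change was 1.25 (standard error 0.15, adjusted p = 0.000103 from the same test), 1.43 within run A, 1.17 within run B and 0.44 with the size factors over the listed genes (adjusted p = 0.449, against 3.91e-13 to 0.000547 under the other alternatives that do not pair libraries).

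**Figure D1:**
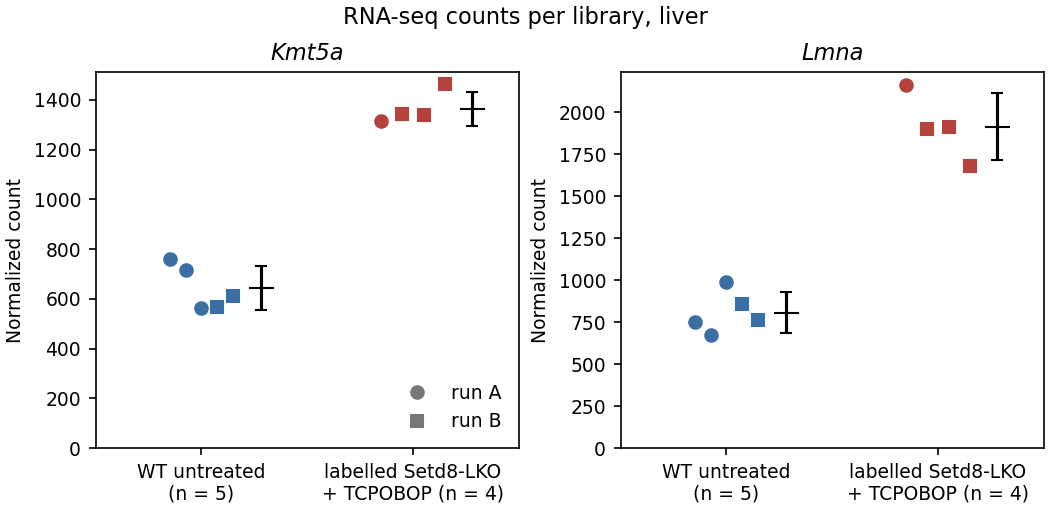
Normalized counts of Kmt5a and Lmna per library (points; circles for run A, squares for run B), with the mean and SD of each group beside them. All 4 libraries labelled Setd8-LKO lie above the 5 untreated wild type libraries for both genes, from 1313 against at most 761 for Kmt5a and from 1681 against at most 989 for Lmna; with size factors over the listed genes the log2 differences were 0.27 and 0.44.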

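Of the 3900 genes that the authors list between the libraries labelled Setd8-LKO and untreated wild type, 3723 passed the filter and 3455 counted as changed, 2056 higher and 1399 lower. In 3221 of these genes the 2 groups of libraries do not overlap. Chance gives 1.59% of genes that were not selected, which is no measure for genes selected on these same libraries. The direction held within run A for 3453 and within run B for 3454 of the 3455 genes, and 3213 counted as changed with the run as a term of the model. Scaling moved this result most among the alternative settings at the same threshold. Factors computed over genes selected for a change can shift all log2 fold changes by themselves. DESeq2's size factors over the listed genes lowered the log2 fold changes of all genes by a median shift of -0.82 and gave 2343 changed genes, 846 higher and 1497 lower, of which 2244 were shared. In Supplementary Fig. 6d the authors label 73 genes of the G2/M checkpoint, Kmt5a among them, of which 71 are listed and tested. All 71 counted as changed and 70 were higher, with a median log2 fold change of 2.85 and a range from -1.14 to 5.39. Kif2c rose most, from 3.2 ± 1.92 normalized counts (SD, n = 5) to 142 ± 26.0 (SD, n = 4), and Pttg1 was the gene that fell, from 356 ± 38.1 (SD, n = 5) to 161 ± 45.7 (SD, n = 4; log2 fold change -1.14). With the size factors over the listed genes 70 remained higher and 57 counted as changed. Of the 32 genes labelled in Supplementary Fig. 6e, which include senescence-associated secretory factors, 29 are listed and 27 were tested. All 27 were higher, with a median log2 fold change of 2.02 and a range from 1.21 to 4.94, and 25 counted as changed. Fos (1.46) and Igfbp1 (1.68) did not, with adjusted p = 0.178 and 0.0933 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cdkn1a rose most, from 56.6 ± 34.2 normalized counts (SD, n = 5) to 1747 ± 424 (SD, n = 4). With the size factors over the listed genes 16 of 26 tested genes of this panel counted as changed, all 26 of them higher. Adjusted over the list alone, 71 of 71 and 27 of 27 genes counted as changed, which is not independent evidence because the study chose the lists on these samples. Both panels were compared with untreated wild type, so changes by TCPOBOP alone are not separated here. The paper sets expression of such genes beside SA-β-gal activity, HMGB1 exit and heterochromatin foci as features of a senescent state.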

Importantly, transcriptome analysis of Setd8-LKO cells revealed distinct gene signatures corresponding to hallmark G2/M checkpoint genes, cellular senescence-related and senescence-associated secretory phenotype (SASP) genes (Supplementary Fig. 6a, b, d, e). 

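The authors label 26 oncofetal genes in the heat map of Supplementary Fig. 6c, and 15 of them are among the listed genes. Of these, 14 were tested and all 14 were higher in the libraries labelled Setd8-LKO and counted as changed, as also when adjusted over the list alone. Their median log2 fold change was 4.37, also with Krt20, which had 0 counts in untreated wild type, at its lower bound. Apart from Krt20, the values ranged from 2.35 (Snai1) to 7.35 (H19). H19 (chromosome 7, 142575529 to 142578143, a lincRNA) rose from 15.0 ± 18.7 normalized counts (SD, n = 5) to 2496 ± 2670 (SD, n = 4), with a standard error of 1.32 on the log2 scale and adjusted p = 0.00152 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its spread between the mice labelled Setd8-LKO was as large as its mean. With the size factors over the listed genes, 13 of 13 tested genes of this panel counted as changed, with a median of 3.41. The labelled genes that are not among the listed ones, such as Dlk1, Bex1 and Olfm4, were not analysed here.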

Significant gene signatures included the group of oncofetal genes (Supplementary Fig. 6c). These genes are highly expressed in embryonic livers, completely silenced after birth and reactivated in hepatocellular carcinoma, conveying “stemness” properties to cancer cells^30,31^. This latter feature is similar to the recently reported chemotherapy-induced Senescence-Associated-Stemness (SAS) phenotype in lymphomas, which is considered as an early condition triggering escape from cell cycle arrest and driving more aggressive tumor growth^32–34^.

Taken together, these results suggest that TCPOBOP-treated Setd8-deficient cells exit the G0 phase and replicate DNA. They become growth-arrested at the next G2 phase of the cell cycle but continue DNA replication, without cell duplication, which results in hyperploidy. These cells enter a specialized state, displaying several hallmark features of senescence, including metabolic reprogramming^16^, cell cycle arrest, SASP transcriptome profiles, SAHF and SAS features. Nonetheless, they express LaminA/C and B, and retain replication capacity for some period, which distinguishes them from traditionally defined senescent cells^3,4^.

### Partially preserved chromatin domains in hyperploid cells

In mammals, distinct regions of the genome are tightly associated with the nuclear lamina. These large Lamina-Associated Domains (LADs) play important role in heterochromatin-mediated gene silencing and the overall 3D organization of the genome^35,36^. The increased ploidy and the expanded nuclear membrane surface at the nuclear periphery and at the endonucleotic vesicles raise the possibility that LAD distribution and chromatin domains maybe affected in TCPOBOP-treated Setd8-LKO cells. 

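CUT&Tag, which marks antibody-bound chromatin by inserting sequencing adapters next to it, was performed with antibodies against Lamin A/C (4 libraries per group) and H4K20Me3 (2 livers per group). The labels of 2 wild type Lamin A/C libraries repeat the replicate numbers 1 and 2 of the others, so they may be further libraries of the same livers. The liver nuclei came from untreated wild type mice and from Setd8-LKO mice 24 h after TCPOBOP. The authors removed duplicate, poorly mapped and blacklisted reads, reduced the reads of all samples to the size of the smallest one and called islands with SICER2. One list of islands per group was analysed here, without counts per sample, so the spread between mice is unknown and the intervals cover counting error only. Positions are those of mm10. An island of one list was called kept ("Constant" in the paper) if it overlaps an island of the other list by at least 1 bp, and otherwise lost or gained ("Loss" and "Gain"). For Lamin A/C, 900 of the 1094 wild type islands were kept in the list labelled Setd8-LKO, or 82.3% (95% Clopper-Pearson interval 79.9 to 84.5%). Another 194 were lost, and 54 of the 1153 islands labelled Setd8-LKO were gained (4.68%). The islands cover 850 Mb in wild type and 758 Mb in the list labelled Setd8-LKO, with 727 Mb in both, which is 85.5% of the wild type base pairs. Reciprocal overlap of at least 50% of both islands moved the result most, to 68.6% kept and 403 gained islands, and the cause was not tested. The median length was 460000 bp in wild type and 380000 bp in the list labelled Setd8-LKO. The longest gained islands lie on chromosome 11 from 17520001 to 17920000, without an annotated gene, on chromosome 8 from 14340001 to 14720000, at Dlgap2, and on chromosome X from 114940001 to 115300000. The longest lost islands lie on chromosome 1 from 161560001 to 162540000, with 6 genes including Fasl and Dnm3, on chromosome 8 from 112180001 to 113080000, at Cntnap4, and on chromosome X from 127980001 to 128700000. On chromosome 6, 76 wild type islands cover 57.2 Mb and 73 islands labelled Setd8-LKO cover 52.5 Mb. There 12 islands were lost and 4 gained, and 88.3% of the wild type base pairs were kept.

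**Figure D2:**
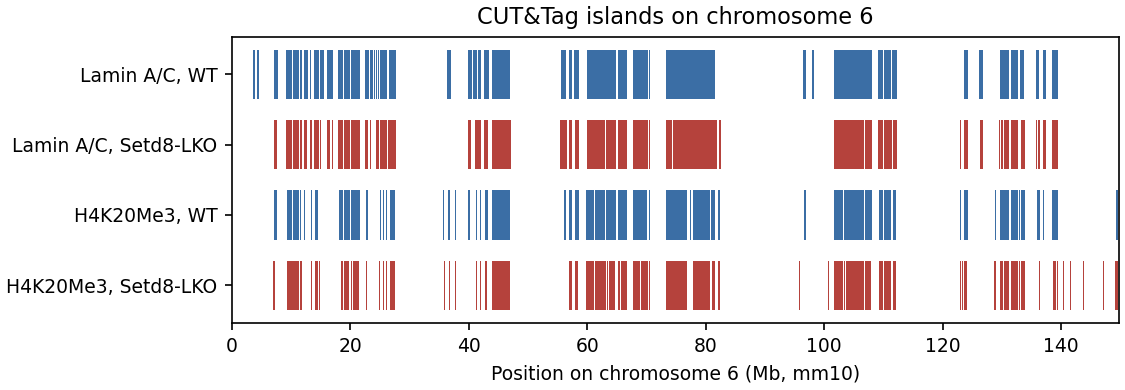
Islands of Lamin A/C and H4K20Me3 CUT&Tag along chromosome 6 (position in Mb), in untreated wild type (blue) and in the lists labelled Setd8-LKO (red). The Lamin A/C islands share 88.3% and the H4K20Me3 islands 86.4% of their wild type base pairs with the list labelled Setd8-LKO.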

CUT&Tag assays using a Lamin A/C antibody revealed minor changes in LAD distribution compared to wild type cells (Fig. 7a, c), suggesting that the same specific genomic regions interact with nuclear envelope-associated or vesicle-associated lamins even in the hyperploid state.

**Fig. 7:**
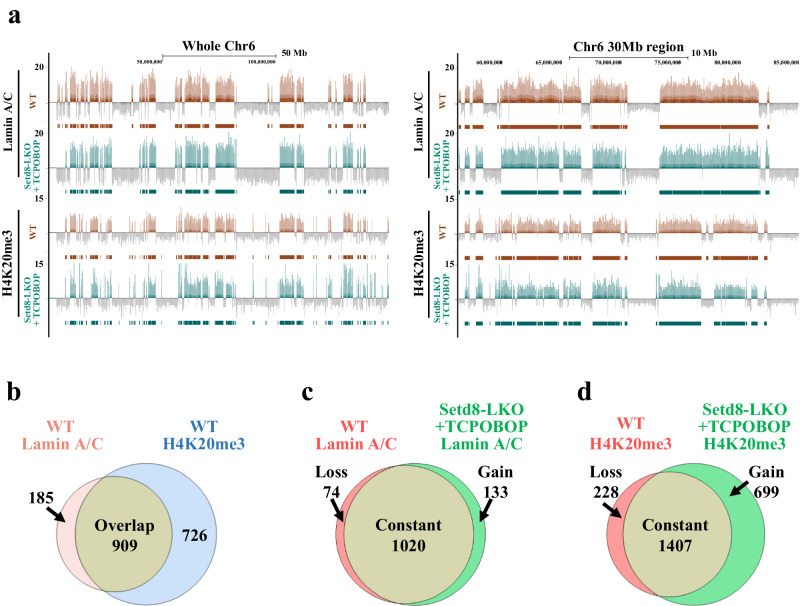
Distribution of lamin-associated and H4K20Me3-modified genomic domains in Setd8-LKO hepatocytes. **a** Genome Browser tracks showing normalized CUT&Tag reads of Lamin A/C-associated and H4K20Me_3_-occupied genomic regions on the entire chromosome 6 (left panel) and a 30 Mb region of chromosome 6 (panel at right). **b** Venn diagram showing the extent of overlap between Lamin A/C and H4K20Me_3_ CUT&Tag peaks in wild type liver nuclei. **c**, **d** Venn diagram comparing Lamin A/C (**c**) and H4K20Me_3_ (**d**) CUT&Tag peaks between wild type and Setd8-LKO mice 24 h after TCPOBOP treatment. “Loss” indicates peaks present only in wild type livers, “Gain” indicates new peaks in Setd8-LKO livers, while “Constant” correspond to peaks found in both, the wild type and the Setd8-LKO livers.

Interestingly, we found a significant overlap between H4K20Me_3_-decorated heterochromatin and LADs (Fig. 7a, b). 

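In untreated wild type, 847 of the 1094 Lamin A/C islands overlapped an H4K20Me3 island, or 77.4% (95% Clopper-Pearson interval 74.8 to 79.9%), and 247 did not. When the H4K20Me3 islands were shifted along each chromosome 1000 times, 50.2 ± 1.86% (mean and SD) of the Lamin A/C islands overlapped one. The one-sided permutation p was 0.001, the smallest that 1000 shifts can give. Of the 1635 H4K20Me3 islands, 1128 overlapped a Lamin A/C island (69.0%). The shared regions cover 616 Mb, which is 72.6% of the Lamin A/C and 86.0% of the H4K20Me3 base pairs. The strictest overlap, 50% of both islands, gave 49.4% of Lamin A/C islands against 8.71% after shifting. From the small change of the Lamin A/C islands, the paper proposes that the same genomic regions contact lamins of the envelope or of the vesicles when the cells are hyperploid.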

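Of the 1635 H4K20Me3 islands of untreated wild type, 1343 were kept in the list labelled Setd8-LKO, or 82.1% (95% Clopper-Pearson interval 80.2 to 84.0%), and 292 were lost. The list labelled Setd8-LKO holds 2106 islands, of which 549 were gained (26.1%). Its islands were shorter, with a median of 120000 bp against 220000 bp, and covered 632 Mb against 717 Mb. Both lists shared 579 Mb, or 80.8% of the wild type base pairs. The gained islands cover 30.6 Mb with a median length of 40.0 kb, against 180.0 kb for kept islands of the same list. The longest gained island lies on chromosome 7 from 140420001 to 140700000 and holds 11 genes, among them olfactory receptor genes such as Olfr532. The next lie on chromosome 19 from 51540001 to 51760000 and on chromosome 15 from 95280001 to 95500000, at Nell2. Among the lost islands the longest were on chromosome 13 from 71160001 to 71940000, on chromosome 1 from 80560001 to 81280000, with Dock10 and Nyap2, and on chromosome 12 from 11480001 to 12140000.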

H4K20Me_3_-decorated heterochromatin in TCPOBOP-treated Setd8-LKO cells remained stable in most regions but a significant number of new sites were also detected (Fig. 7d). The association of H4K20Me_3_ with nuclear lamins at the inner nuclear envelope and the outer membrane of the internalized vesicles was further validated by proximity ligation assays (PLA) (Supplementary Fig. 7).

Most of the open chromatin areas detected in the wild type genome, including H3K27-acetylated nucleosomes and transposase-accessible regions were unaffected in TCPOBOP-treated Setd8-LKO cells (Supplementary Fig. 8a,b). 

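H3K27ac ChIP-seq (3 livers per group) and ATAC-seq (3 untreated wild type livers and 5 Setd8-LKO livers after TCPOBOP) were processed by the authors with the same read filters, and peaks were called with MACS2 at a fixed p-value cutoff. The smallest -log10 p in the lists is 13.0 for H3K27ac and 15.5 for ATAC-seq. As for the CUT&Tag islands, one list per group was compared, which leaves the spread between mice unknown. For H3K27ac, 21742 of 27983 wild type peaks overlapped a peak of the list labelled Setd8-LKO, or 77.7% (95% Clopper-Pearson interval 77.2 to 78.2%). Another 6241 were lost, and 7073 of the 27752 peaks labelled Setd8-LKO were gained. For ATAC-seq, 19939 of 27307 wild type peaks were kept, or 73.0% (72.5 to 73.5%), 7368 were lost, and 3358 of 23386 were gained. Reciprocal overlap of at least 50% moved both shares most, to 62.4% and 67.3%. The median length was 513 and 574 bp for the H3K27ac lists and 297 and 267 bp for the ATAC-seq lists, wild type first.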

Despite the number of new locations identified in Setd8-LKO cells, the overall patterns and the periodic clustering of the H3K27ac-decorated, transposase-accessible euchromatin domains and those of H4K20Me_3_-occupied, lamina-associated heterochromatin domains were found to be largely preserved (Supplementary Fig. 8c).

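The separation of euchromatin and lamina-associated chromatin was measured as the share of peaks inside Lamin A/C islands of the same genotype. In wild type, 476 of 27983 H3K27ac peaks lay in such an island (1.70%), against 32.4 ± 1.61% (mean and SD) when the islands were shifted 1000 times along each chromosome. In the lists labelled Setd8-LKO, 495 of 27752 did (1.78%, against 29.0 ± 1.57% after shifting). For accessible regions the counts were 646 of 27307 in wild type (2.37%, against 32.6 ± 1.39%) and 335 of 23386 in the lists labelled Setd8-LKO (1.43%, against 29.4 ± 1.27%). The two-sided permutation p was 0.002 for each, the smallest that 1000 shifts can give. With H4K20Me3 islands in place of Lamin A/C islands the shares were 0.91% and 2.45% for H3K27ac and 1.09% and 2.40% for accessible regions, wild type first.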

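ChIP-seq for CTCF (4 untreated wild type livers and 2 Setd8-LKO livers after TCPOBOP) and for Smc3 (3 and 2 livers) was compared through the authors' MACS2 peak lists, one per group, with 2 input samples per group sequenced beside them. The groups differ in their number of libraries, and the authors equalised the reads before they called the peaks. Each peak carries the authors' fold enrichment over the local background and its -log10 p. The smallest -log10 p is 13.5 and 13.2 in the CTCF lists and 13.5 and 13.6 in the Smc3 lists, wild type first. For CTCF, 3392 of 5838 wild type peaks were kept, or 58.1% (95% Clopper-Pearson interval 56.8 to 59.4%), and 2446 were lost. For Smc3, 5549 of 13045 were kept, or 42.5% (41.7 to 43.4%), and 7496 were lost. In the lists labelled Setd8-LKO, 17533 of 20905 CTCF peaks (83.9%) and 16428 of 21615 Smc3 peaks (76.0%) were gained. Peaks were longer in these lists, with medians of 316 bp against 215 bp for CTCF and 667 bp against 301 bp for Smc3. Within 1000 bp of an annotated transcript start lay 57.3% of gained, 39.6% of kept and 8.46% of lost CTCF peaks. For Smc3 these shares were 64.3%, 61.9% and 9.66%.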

Examination of the binding locations of the architectural transcription factor CTCF^37,38^ and the cohesion ring complex component Smc3^39^ revealed a number of new sites in the hyperploid Setd8-LKO hepatocytes compared to wild type cells. 

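The number of gained peaks per wild type peak was 3.00 for CTCF (95% interval 2.92 to 3.09) and 1.26 for Smc3 (1.23 to 1.29). Under stricter or looser rules of overlap the ratio stayed between 2.91 and 3.25 for CTCF and between 1.21 and 1.50 for Smc3. A -log10 p of at least 20 gave 2.75 and 1.35. When equal numbers of peaks were taken from the top of both lists by -log10 p, the ratio was 0.54 for CTCF and 0.69 for Smc3.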

The new CTCF and Smc3 locations outnumbered those detected in wild type cells by 3-fold and 1.2-fold, respectively (Supplementary Fig. 9a and 10a, d). However, the majority of the new CTCF locations did not possess a canonical CTCF binding sequence motif and had lower binding strength and a more diffuse distribution (Supplementary Fig. 9b, c). 

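The CTCF consensus CCASYAGRKGGC was searched on both strands within 100 bp of each summit, with at most 1 mismatch. It was found in 69.0% of 5837 wild type peaks (95% Clopper-Pearson interval 67.8 to 70.2%), in 75.9% of 2446 lost peaks, in 61.6% of 3371 kept peaks and in 14.0% of 17504 gained peaks (13.4 to 14.5%). In windows moved by 2000 bp the shares were 3.03%, 3.11%, 3.2% and 2.69%. The number of mismatches moved these shares most, with 26.1%, 29.6%, 22.3% and 3.68% when none was allowed and 92.6%, 95.3%, 88.2% and 45.5% with up to 2. Among the 25% of peaks with the highest -log10 p of each list, 35.8% of gained peaks had the consensus. The median fold enrichment was 39.6 for kept CTCF peaks (quartiles 21.0 and 70.7) and 12.2 for gained peaks (10.5 and 16.3) of the list labelled Setd8-LKO. In 87.9% of all pairs of a kept and a gained peak the kept peak was higher. In the wild type list the medians were 12.7 for kept and 12.4 for lost peaks. The median length within the list labelled Setd8-LKO was 402 bp for kept and 303 bp for gained peaks.

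**Figure D3:**
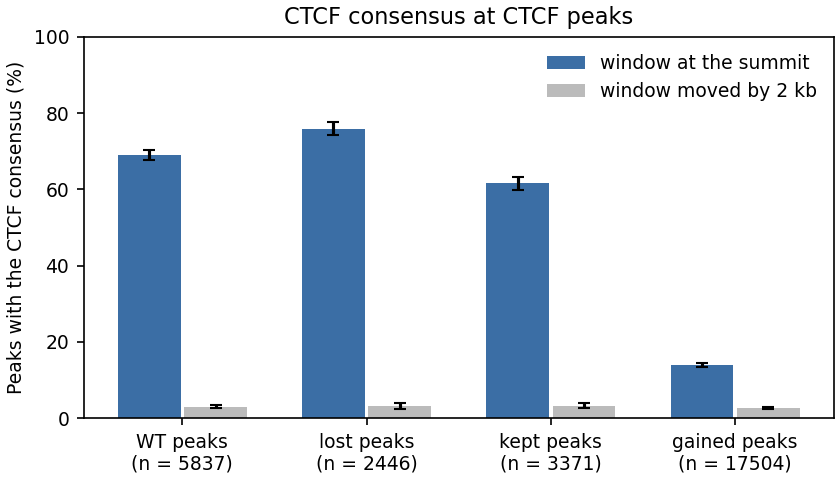
Share of CTCF peaks with the consensus (%), at the summit (blue) and in windows moved by 2000 bp (grey), with 95% Clopper-Pearson intervals. Gained peaks reach 14.0% and kept peaks 61.6%, against 2.69% and 3.2% in moved windows.

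**Figure D4:**
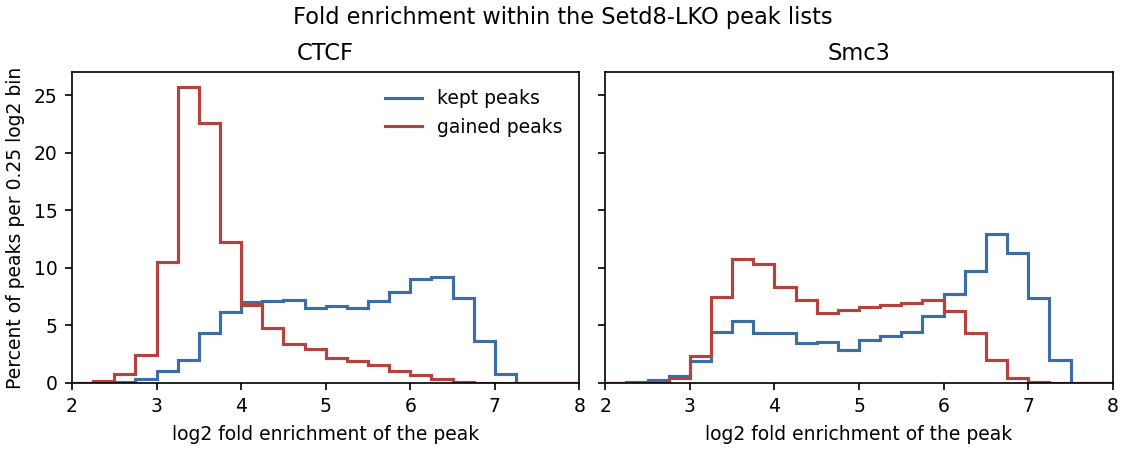
Distribution of log2 fold enrichment over the kept (blue) and gained (red) peaks of the lists labelled Setd8-LKO, as percent of peaks per bin, for CTCF (left) and Smc3 (right). The median fold enrichment of CTCF is 39.6 for kept and 12.2 for gained peaks.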

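Kept Smc3 peaks of the list labelled Setd8-LKO had a median fold enrichment of 65.5 (quartiles 23.2 and 101) and gained peaks 24.6 (14.2 and 48.0). The kept peak was the higher one in 71.8% of all pairs of a kept and a gained peak. This order reversed, to 47.9% and 48.4%, when a kept peak had to be overlapped over at least 50% of its own length or of both peaks. Under these rules a long peak over a short wild type peak counts as gained. In the wild type list, kept and lost Smc3 peaks had medians of 13.0 and 13.0, and the kept peak was higher in 51.4% of pairs. Of the kept Smc3 peaks, 88.2% overlapped a CTCF peak of the same list (95% Clopper-Pearson interval 87.3 to 89.1%), and of the gained ones 52.5% (51.7 to 53.2%). After 1000 shifts of the CTCF peaks along each chromosome these shares were 1.19% and 0.95% (one-sided permutation p = 0.001, the smallest possible). CTCF peaks of wild type overlapped 39.3% of kept and 1.41% of gained Smc3 peaks. Within wild type, 33.5% of Smc3 peaks overlapped a CTCF peak and 75.1% of CTCF peaks an Smc3 peak, and since gained Smc3 peaks overlap no wild type Smc3 peak, their low share at wild type CTCF peaks is partly set by the definition. The CTCF consensus lay within 100 bp of 30.2% of kept and 5.03% of gained Smc3 summits, against 2.58% and 2.94% in moved windows.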

Smc3 binding in the new locations had a lower affinity and a greatly altered distribution relative to CTCF-occupied putative loop-anchor positions (Supplementary Fig. 10b, c). 

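The wild type state of the CTCF sites was read from the wild type lists of the other assays. Of the 3372 kept CTCF peaks, 83.7% overlapped an Smc3 peak of wild type (95% Clopper-Pearson interval 82.4 to 84.9%), and of the 17533 gained peaks 19.6% (19.0 to 20.2%). Accessible regions of wild type overlapped 39.9% of kept and 23.0% of gained peaks. For H3K27ac peaks of wild type the order was the opposite, 35.1% of kept and 47.5% of gained peaks, except under reciprocal overlap of at least 50%, which gave 22.1% and 19.2%. All 6 shares were above those after 1000 shifts, which lay between 0.40% and 1.32% (one-sided permutation p = 0.001, the smallest possible).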

The results suggest that in Setd8-LKO hepatocytes, CTCF and Smc3 associate with genomic sites observed in wild type cells (constant peaks) but also bind non-specifically to a large number of other regions, probably due to the presence of an abnormally high number of chromosomes. 

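Among gained CTCF peaks, 72.1% overlapped an Smc3 peak of the list labelled Setd8-LKO (95% Clopper-Pearson interval 71.4 to 72.7%), and among kept CTCF peaks 65.0% (63.4 to 66.6%). Split by the kind of Smc3 peak, gained Smc3 peaks overlapped kept CTCF peaks in 1.44% and gained CTCF peaks in 51.1% of cases. Kept Smc3 peaks overlapped kept CTCF peaks in 37.6% of cases and any CTCF peak of the list labelled Setd8-LKO in 88.2%. Many kept Smc3 peaks thus lay at gained CTCF peaks as well. The paper's argument rests, for CTCF, on the missing motif, weaker binding and broader spread at most new sites and, for Smc3, on weaker binding and a changed position relative to CTCF sites. From these it proposes that both proteins also bind many regions non-specifically, probably because of the abnormally high number of chromosomes.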

Given the low levels of co-occupancy at canonical CTCF locations, we estimate that the new associations are probably unstable and non-functional.

### Reversal of endonucleosis and hyperploidy

Despite the abnormal phenotype of TCPOBOP-treated Setd8-LKO mice, with a 90% loss of the initial hepatocytes, the mice were viable for a long period of time after the single TCPOBOP treatment. In fact, similarly to the untreated Setd8-LKO mice^15^, they developed spontaneous liver cancer at 6–8 months of age. We therefore examined the cells beyond the 24 h time point, for a period of 65 days after the single TCPOBOP injection. On days 7 and 10 we observed a significant reduction in the number of cells containing large vesicles and the parallel appearance of smaller vesicles (Fig. 8a). The smaller vesicles became predominant in most cells on 10 or 20 days after treatment, and accumulated along the nuclear envelope. Importantly, the smaller vesicles did not contain albumin or α-tubulin at these time points, suggesting that cytoplasmic proteins were degraded (Fig. 9a). Twenty and 30 days after treatment, numerous cells had nuclear membrane blebbings wrapped internally by lamina and detachments of DNA-containing structures into the cytoplasm (Fig. 8a). Thirty to 65 days after treatment, intranuclear vesicles were essentially absent (i.e. we observed < 1 cell with vesicles per 50 fields) and the most common features were segregating nuclei, without mitotic structures, which could be detected by the patterns of DAPI and α-tubulin staining (Figs. 8a, 9a). Close-up images captured fission of large intranuclear vesicles into microvesicles (Fig. 8b), line-up of microvesicles along the nuclear envelope (Fig. 8c, d), fusion of microvesicles with nuclear membrane exposing the vesicle interior towards the cytoplasm (Fig. 8e, f), nuclear membrane blebbing and detachment of small nuclear membrane-coated DNA-containing vesicles (Fig. 8g, h) and various stages of nuclei segregating into smaller-sized ones (Fig. 8i, j). In parallel, we observed a significant reduction in the average nuclear size and an increase in the overall number of hepatocytes per field (Fig. 9c, e). The PI staining patterns of the nuclei demonstrated a significant reduction in ploidy, and indications for the appearance of cells with aneuploidy (Fig. 9b). Ki67-positive cells were greatly reduced and essentially disappeared by day 30 after TCPOBOP treatment (Fig. 9d).

**Fig. 8:**
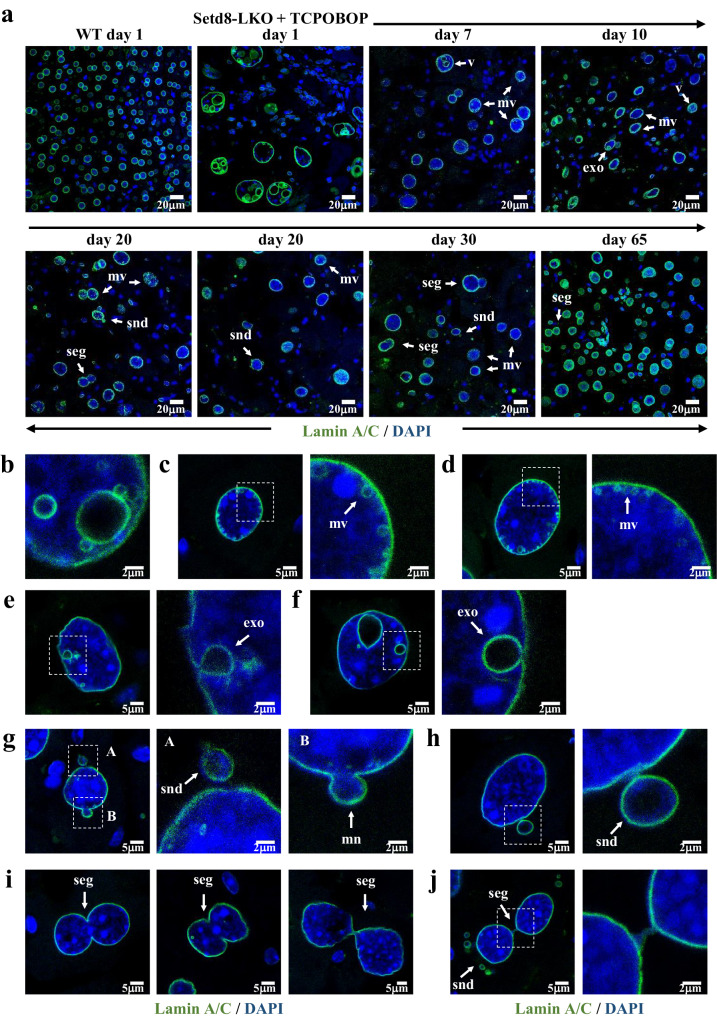
Progressive loss of endonucleotic vesicles and segregation-mediated reduction of nuclear size at later periods. **a** Representative images of Lamin A/C-stained hepatocyte nuclei in untreated wild type (WT day 1) and TCPOBOP-treated Setd8-LKO mice 1, 7, 10, 20, 30 and 65 days after the treatment. Arrows indicate: v, large vesicles; mv, microvesicles; exo, exonucleotic vesicles; snd, small nuclear detachments; seg, segregating nuclei. **b** Close-up image of separating microvesicles from a larger endonuleotic vesicle. **c**, **d** Microvesicles accumulating and fusing to the nuclear lamina. **e**, **f** Exonucleotic-like structures releasing vesicle content to the cytoplasm. **g**, **h** Nuclear blebbings and small nuclear detachments. **i** Segregating nuclei. **j** Segregating and budding nuclei.

**Fig. 9:**
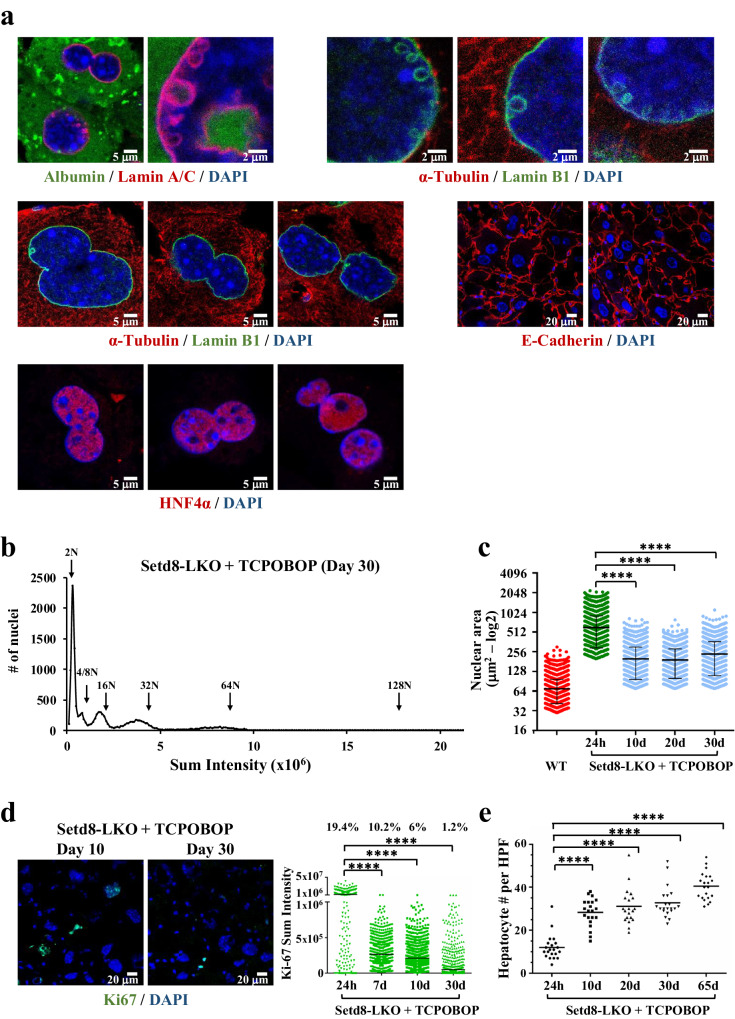
Characteristics of Setd8-LKO livers 20–30 days after TCPOBOP treatment. **a** Representative images of Setd8-LKO hepatocytes 20 days after TCPOBOP treatment stained for the cytoplasmic proteins Albumin and α-Tubulin, the nuclear protein HNF4α and the cytoplasmic membrane marker E-Cadherin. **b** Estimation of nuclear DNA content in isolated nuclei from Setd8-LKO livers (*n* = 12569) by propidium iodide (PI) staining 30 days after TCPOBOP treatment. Graphs show high-content microscopy (HCM) measurements of the PI staining intensity in individual cells. Arrows indicate the chromosomal ploidy of the peaks. The percentage of the cells corresponding to the peak areas were as follows: in 2 *N* = 43.2%; ~4/8 *N* = 8.2%; ~16 *N* = 17.7%; ~32 *N* = 19.2%; ~64 *N* = 8%. Note the reappearance of cells with 2 *N* DNA content and the substantial deviation of the peak centers from locations corresponding to sum intensities with doubling chromosome numbers, which is indicative of aneuploidy. **c** Comparison of the relative nuclear areas at different times following TCPOBOP treatment. The data for wild type and the 24 h time point of Setd8-LKO mice are the same as in Supplementary Fig. 1a, corresponding to the volumes of *n* = 4295 nuclei and *n* = 4095 nuclei, respectively. The data shown in 10 days, 20 days and 30 days after TCPOBOP treatment are measurements from *n* = 3736, *n* = 3538 and *n* = 3690 nuclei, respectively. **d** Representative images of liver sections stained for Ki67 in Setd8-LKO mice, 10 and 30 days after TCPOBOP treatment. The graph at right shows the quantification of the fluorescence sum intensities in cells stained positively for Ki67 at the time points 24 h (*n* = 1228), 7 days (*n* = 1593), 10 days (*n* = 1534) and 30 days (*n* = 1495) after TCPOBOP treatment. Note the gradual decrease of the percentage of cells with Ki67 signal above threshold and >5-fold decrease of the median Ki67 pixel intensity in the 7–10–30 days’ time points. **e** Quantification of hepatocyte numbers in TCPOBOP-treated Setd8-LKO livers. The graph shows hepatocyte numbers in 20 randomly chosen High Power Fields (HPFs) from Setd8-LKO livers at the indicated time points after TCPOBOP treatment. Data analysis was performed using one-way ANOVA test. Data in (**c**, **d** and **e**) are presented as median values (black line). SD is indicated in (**c**). ****p-value < 0.0001. In (**e**) statistical comparisons were performed based on cell numbers in individual HPFs. Source data are provided as a Source Data file.

Taken together, the above results suggest that the processes leading to increased nuclear size, hyperploidy, and accumulation of endonucleotic vesicles in the cells are reversible processes.

## Discussion

Setd8 deficiency leads to genome instability, defects in mitotic chromatin compaction, cell cycle arrest^5–13^ and metabolic reprogramming^16^, which eventually culminate in necrotic cell death^15^. These effects are in apparent contradiction to the long-term survival phenotype and the late-onset development of liver cancer in liver-specific Setd8 knockout mice^15^. To reconcile this paradox, we analyzed the early stages of cell division-dependent hepatocyte death in Setd8-LKO mice.

We found that under mitogenic stress conditions, while most hepatocytes die via necrosis within 24 h, approximately 10% of the cells escape necrotic death by entering a state, which is characterized by several senescence features, including cell cycle withdrawal, DNA damage, senescence-related transcriptome changes, SA-β-galactosidase activity, SASP production, senescence-associated heterochromatin foci (SAHF) and nuclear enlargement. However, they did not lose lamin expression and also exhibited new features, such as transient hyperploidy and endonucleosis, not normally seen before in senescent cells.

Our results provide mechanistic explanations for the development of the above unusual phenotype, supporting a model schematically presented in (Fig. 10). The first step involves mitogenic stimulus-dependent endoreduplication in the cell division-incompetent, G2 phase-arrested Setd8-LKO hepatocytes. Endoreduplication generates cells with multiple copies of each chromosome, which could confer a selective survival advantage by compensating for the detrimental effects of extensive DNA damage, such as transcriptional deregulation, the emergence of possible lethal loss-of-function mutations and/or haploinsufficency.

**Fig. 10:**
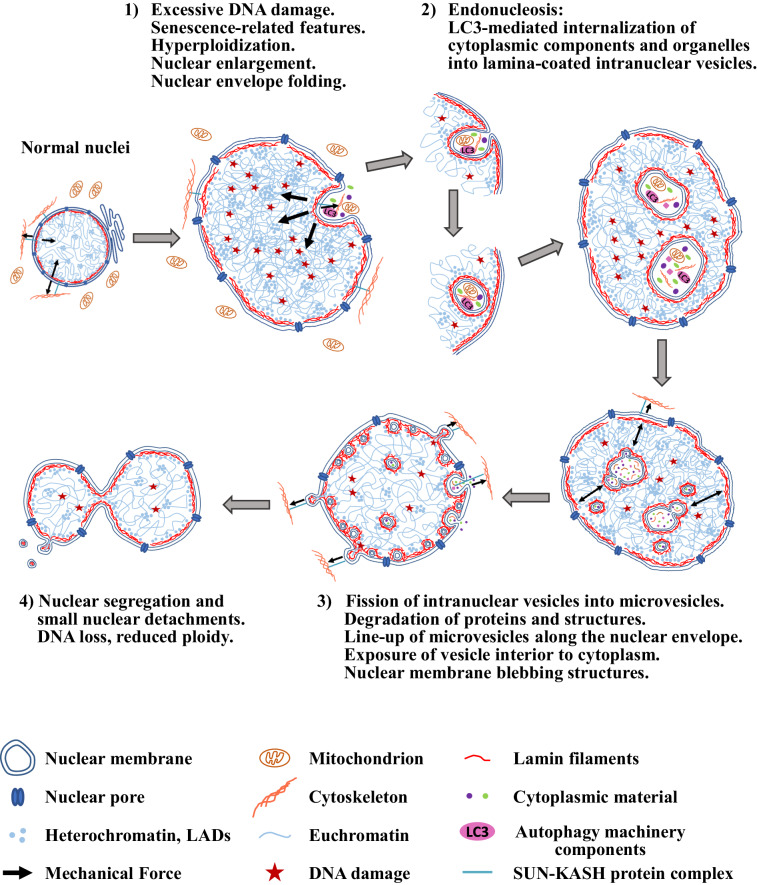
Proposed model. A schematic presentation of the dynamic nuclear features described in this study.

Such genetic advantage, however, creates a physical situation where the “non-genetic” function of the genome becomes highly relevant: The cells, which escape necrosis and enter a senescent state, must cope with the increased nuclear DNA content either by increasing nuclear size or by initiating other structural changes in the nucleus. A plethora of previous studies have established the view that the shape of the nuclear envelope is subject to alterations regulated by internal forces connecting the lamin fibers to chromatin via LADs and external anchoring to microtubules and cytoskeletal filaments by nesprins and SUN domain proteins^40,41^. Setd8-deficient hepatocytes have greatly enlarged nuclei and consequently extended nuclear envelope, with increased elasticity. We observed thinner lamin fibers in Setd8-LKO cells and a proportionally increased lamin protein content per unit areas, which is indicative of a mechanical stretching of existing and new lamin polymers. The resulting elasticity of the nuclear envelope may not only allow for an increase in nuclear size, but may also counterbalance potential mechanical force-driven adverse effects caused by hyperploidy.

We also found that LADs are enriched with H4K20 trimethylated nucleosomes. Although Setd8-deficient cells cannot mono-methylate H4K20, the existing H4K20Me_1_ histone tails can be up-methylated to di- and trimethylated forms by Suv4-20 h1/2^8,9^. Consistent with this, we observed highly elevated levels of H4K20Me_3_ in Setd8-LKO mice, which can efficiently associate with the nuclear lamina and generate an additional internal force that folds the elastic nuclear envelope inwards.

Folding of the lamina towards the nuclear interior and the subsequent membrane closure generates intranuclear vesicles with entrapped cytoplasmic proteins, a process we term endonucleosis. Our results also demonstrate that the parallel activation and function of the cytoplasmic autophagy machinery, which is induced by elevated AMPK levels in Setd8-LKO mice^16^, is a prerequisite for facilitating and completing the endonucleosis process.

Given the context and the conditions under which this process takes place, it is tempting to speculate that endonucleosis represents an additional survival mechanism to counteract the extreme size expansion of the cells. Internalization of cytoplasm via autophagy could contribute to the elimination of toxic substances and structures that accumulate in the cytoplasm and to the preservation of the overall nucleus/cell size ratios within a range that is compatible with survival.

In line with this scenario, we found that the unusual phenotype characterized by hyperploidy and endonucleosis corresponds to an unstable and transient cellular state. A few days after their appearance, the endonucleotic vesicles became smaller and gradually disappeared. In parallel, the nuclear size and cellular ploidy were also reduced via mechanisms involving the segregation of the existing nuclei without mitosis and the extensive budding and detachment of smaller nuclear structures, reminiscent of micronuclei^37,38^.

While these processes may act towards normalizing the physical characteristics of the surviving cells and their genome, they may also generate aneuploidy, which together with the activation of oncofetal genes and the parallel accumulation of inflammatory cells, could provide a fertile ground for the initiation of hepatocellular carcinoma at later stages.

Taken together, the senescence features described here, provide support for the concept of the non-genetic function of the genome and chromatin^42^ by demonstrating their importance in the regulation of nuclear envelope plasticity in cellular survival under stress conditions.

## Methods

We confirm that the Ethical Review Board of FORTH has approved the study protocol. The research presented in this study complies with all relevant ethical regulations.

### Mice

*Setd8*^*lox/lox*^*-AlbCre* (Setd8-LKO) mice were generated by crossing mice carrying floxed exon 7 allele^9^ with Alb-Cre transgenic mice. Hepatocyte-specific, full inactivation of Setd8 in these mice was observed from postnatal day 20 and onwards^15^. *Ob/ob* mice carrying spontaneous mutation of the leptin gene (B6.Cg-Lep^ob^/J, JAX stock 000632) were purchased from Jackson Laboratory. GFP-LC3 transgenic mice^27^ (RBRC00806) and mice carrying floxed alleles of *Atg5* gene^43^ (B6.129S-Atg5 [tm1Myok]) were from RIKEN BioResource Center and were obtained from Georgios Chamilos (Univ. of Crete). Setd8/Atg5-LKO double knockout mice were obtained by crossing *Setd8*^*lox/lox*^*-AlbCre* mice with *Atg5*^*lox/lox*^ mice. The resulting single and double knockout mice were fertile and viable over 12 months of age. Mice were kept in grouped cages in a temperature-controlled, pathogen-free facility on a 12 h light/dark cycle and fed with standard chow diet containing 19% protein and 5% fat (Altromin 1324) and water ad libitum. All animal experiments were approved by the Ethical Review Board of IMBB-FORTH and the Animal Ethics Committee of the Prefecture of Crete and were performed in accordance with the respective national and European Union regulations. All experiments were performed in randomly chosen age-matched male mice. No blinding was used in this study. Unless otherwise indicated, mice were treated and analyzed at 45–50 days after birth. Treatment of mice were performed with a single intraperitoneal injection of either vehicle (corn-oil) or 3 mg/kg 1,4-bis-[2-(3,5,-dichloropyridyloxy)] benzene (TCPOBOP, T1443, Sigma-Aldrich) or 2 g/kg Na-pyruvate (P2256, Sigma-Aldrich).

### Hematoxylin and Eosin (H&E) staining and immunofluorescence assays

Fixation, paraffin infiltration and H&E staining of liver tissues were performed as described previously^30^. For immunofluorescence staining, freshly isolated liver tissues were either prefixed in 4% paraformaldehyde (PFA) in PBS for 2 h and treated sequentially with 15% and 30% sucrose, before embedding in Optimal Cutting Temperature (OCT) embedding medium or embedded unfixed and were frozen in liquid nitrogen. Cryosections of pre-fixed liver tissue (5 – 7 μm thick) were boiled in 10 mM tri-sodium citrate buffer pH 6 with 0.05% Tween-20 twice for 5 min for heat-induced epitope retrieval, whereas frozen sections of unfixed tissue (5 – 7 μm thick) were air dried and fixed in 4% formaldehyde for 15 min at room temperature. The cryosections were blocked in 5% BSA in PBS containing 0.3% Triton X-100 for 1 h and then incubated with 1% BSA, 0.3% Triton X-100 in PBS with the indicated primary antibodies at 4^0^C overnight. After incubation with AlexaFluor 594- or AlexaFluor 488-conjugated goat anti-rabbit or anti-mouse secondary antibodies for 1 h at room temperature and counterstained with 1 μg/ml DAPI for 10 min, the slides were covered with Mowiol® 4–88 Reagent (EMD Millipore, 475904). Fluorescence images were observed using a Leica TCS SP8 confocal microscope. Image analysis was performed with the FIJI/Image J software.

For chromosomal ploidy evaluation, isolated nuclei were seeded onto Superfrost® Plus glass microscope slides, fixed with 70% EtOH and stained with 50μg/ml propidium iodide (Sigma-Aldrich, P4864) for 30 min. After washing with PBS and mounting with Mowiol® 4-88 Reagent, PI images were collected using Operetta High Content Screening Microscope (Perkin Elmer) and PI intensity data were evaluated using the Harmony Software 4.1 of PerkinElmer.

### High Content Microscopy analyses of wide field and confocal images

Tissue cryosections and isolated nuclei on slides labeled with immunofluorescence were captured with a 20x or 40x lens (Olympus–Shinjuku City, Tokyo, Japan) with the Operetta High Content Screening Microscope (HCSM) (PerkinElmer, Waltham, MA, USA) in wide field and analyzed using Harmony software 4.1 with PhenoLOGIC (PerkinElmer) or the open source software FIJI/Image J.

Segmentation of the nuclei was based on DAPI nuclear dye. Nuclei that were not intact, i.e. with no clear boundaries, or nuclei that were interrupted by the field boundaries were excluded from the analysis. Only whole, well-formed round nuclei were used for the analysis while non-hepatocyte cells were excluded based on their elongated shape and smaller size. For the measurement of nuclear size, the selected segmented nucleus area was measured in μm^2^ in thirty different tissue sections and 5000 randomly selected nuclei were plotted in GraphPad Prism 6. For the determination of the relative protein expression levels, the sum intensity of selected nuclei was calculated and plotted in GraphPad Prism 6. In the cases where background fluorescent noise was observed, this was estimated per nuclear area and subtracted from the nuclear sum intensity prior to plotting the graph. For the estimation of the number of nuclei per field in different time points, only fields with tissue coverage of 85 – 86% were selected.

For the construction of ploidy graphs, nuclei were captured with the 20x lens in the HCSM. Nuclei segmentation was based on the Propidium Iodide (PI) dye that quantifies the nuclear DNA content. Aggregates were excluded from the analysis. The PI sum intensity of each nucleus was calculated and was plotted in Microsoft Excel where the *Y* axis in the graphs represents the cell count within a range of sum intensities using a standard increase of 99999.

For the nuclear lamina intensity estimation, whole tissue cryosections were captured with a Leica TCS SP8 confocal microscope with a 63x lens and analyzed with using Fiji/Image J. One plane from the stack was selected, and the mean intensity of an area, delimited by tracing a two-pixel width line along the lamin-stained membrane over the point with the highest fluorescent intensity, was estimated. Measurements on a given nucleus were repeated multiple times and in multiple areas to minimize technical errors and the values were averaged per nuclei and plotted in Graphpad Prism 6. For estimation of nuclear lamina thickness, the function Plot Profile in FIJI/Image J was used, and the images were analyzed with the parameter setting ‘full width at half-maximum’, that gives the distance between the two intensity points in a selected area. For each nucleus, multiple measurements were performed in the same area. Areas that were not clear or the nuclear membrane was folded, were excluded from the measurement.

For the estimation of nuclear/cell area ratios, images from E-cadherin stained liver sections were evaluated by using FIJI/ImageJ analysis software. The perimeter of each cell and nucleus were marked by the Polygon selection tool. After clearing the background, nuclear and cellular areas were measured by the Analyze Particles tool using minimum area threshold of 50 μm^2^ for wild type and 300 μm^2^ for Setd8-LKO.

### Preparation of nuclei

Hepatocyte nuclei were prepared as follows: liver tissue was minced into small pieces in 20 volumes of ice-cold buffer containing 10 mM Tris pH 7.5, 2 mM MgCl_2_, 3 mM CaCl_2_ and protease inhibitor cocktail (Complete^TM^ EDTA-free, Roche), and homogenized by 10 strokes using Dounce homogenizer. The suspension was filtered through 100 μm mesh strainer and centrifuged for 5 min at 400 g, at 4^0^C. The resulting pellet was resuspended in a buffer containing 10 mM Tris pH 7.5, 2 mM MgCl_2_, 3 mM CaCl_2_, 10% glycerol, 1% NP40 and protease inhibitor cocktail (Complete^TM^ EDTA-free, Roche). After incubation in ice for 3 min the nuclei were collected by centrifugation for 5 min at 400 g, at 4^0^C, washed twice with PBS and used for downstream applications.

### Electron microscopy

Liver tissues were fixed for 2 h at room temperature in 0.08 M sodium cacodylate buffer, containing 2% glutaraldehyde and 2% paraformaldehyde. After a 1 h post-fixation step with 1% osmium tetroxide, the slides were treated with 1% uranyl acetate for 20 min. The samples were dehydrated with serial ethanol treatment and subsequently embedded in Durcupan resin/propylene oxide (Polysciences). Approximately 100 nm thin sections on copper grids were observed at 80 kV with a JEOL JM2100 transmission electron microscope.

### 3-Dimensional DNA Fluorescence in situ hybridization (DNA FISH)

BAC clones were obtained from BACPAC Resource Center CHORI. The following BAC clones were used for probe preparation RP24-353H5 spanning *Afp* locus in chromosome 5; RP24-82E10 spanning *Pkm* locus in chromosome 9; RP24-389I13 for *Igf1* locus in chromosome 10.

BAC clones were labeled by nick-translation using Aminoallyl-dUTP-Cy3 (Jena Bioscience). 100 ng of the labeled probes were mixed with 1 μg COT-1 DNA (Invitrogen), lyophilized, resuspended in formamide and incubated at 37^0^C for 30 min. After denaturation at 95^0^C for 10 min, the probes were diluted to prepare hybridization buffer containing 2xSSC, 10% Dextran Sulfate and 50 mM Na_2_HPO_4_.

18 μm thin liver cryosections were treated with 10 mM Na_3_-citrate pH 6.0 for 10 min at 80^0^C and placed to room temperature for 1 h. The slides were sequentially treated with 70%, 80%, 95% and 100% ethanol for 3 min each. After DNA probe addition, the slides were incubated at 80^0^C for 5 min for additional denaturation, followed by hybridization at 37^0^C for 14 h. The slides were washed first with 0.5x SSC/0.1% Tween-20 for 5 min at 70^0^C. Next, the slides were washed with 1x SSC/0.1% Tween-20 for 5 min at room temperature, then with 4x SSC/0.1% Tween-20 for 5 min, by 2x SSC for 5 min and finally with PBS. The slides were further treated with 0.5% Triton X-100 in PBS for 24 h at 4^0^C, counterstained by DAPI and mounted using Prolong Gold Antifade reagent (Invitrogen).

### Senescence-associated beta-galactosidase (SA-β-gal) and PAS staining

Liver sections from OCT-embedded frozen livers were fixed in 0.2% glutaraldehyde for 10 min. The sections were washed with PBS and stained for 2 h with a solution containing 0.5 mg/ml X-Gal, 5 mM of K3Fe(CN)6, 5 mM K4Fe(CN)6, 2 mM MgCl_2_, 150 mM NaCl, 40 mM citric acid/sodium dihydrogen phosphate pH 4. The sections were counterstained with eosin for 1.5 min and observed with light microscopy using Olympus CX23T microscope. Images were taken using Axiocam ERc5s (ZEISS) and the ZEN microscopy software (ZEISS).

Periodic-acid Schiff (PAS) staining was performed in formalin-fixed paraffin-embedded liver sections. The sections were treated with 0.5% Periodic acid for 5 min and stained in Schiff’s reagent (Merck) for 10 min. After washings with PBS, the sections were counterstained with hematoxylin and observed by light microscopy as above.

### Proximity Ligation Assay (PLA)

Proximity Ligation Assays were performed in liver cryosections from frozen tissue using Duolink® In situ Red Starter Kit Mouse/Rabbit from Sigma-Aldrich, according to the manufacturer’s instructions. The pairs of primary antibodies were mouse anti-LaminA/C (Cell Signaling Technology, #4777), with rabbit anti-LaminB1 (Abcam, ab16048); and mouse anti-LaminA/C (Cell Signaling Technology, #4777) with rabbit anti-H4K20Me_3_ (Abcam, ab9053). Following PLA reaction, the slides were counterstained with 1 μg/ml DAPI for 10 min and observed in Leica TCS SP8 confocal microscope.

### CUT&Tag and ATAC-seq assays

CUT&Tag assays were performed as follows: 10^5^ nuclei were resuspended in a buffer containing 20 mM HEPES-KOH pH 7.9, 10 mM KCl, 0.1% Triton X-100, 20% Glycerol, 0.5 mM Spermidine, protease inhibitor cocktail (Complete^TM^ EDTA-free, Roche) and incubated for 10 min with Concanavalin A-conjugated magnetic beads (Epicypher) that were previously activated by repeated washings with a buffer containing 20 mM HEPES-KOH pH 7.9, 10 mM KCl, 1 mM CaCl_2_, 1 mM MnCl_2_. The reactions were supplemented with 0.5 volume of a buffer containing 20 mM HEPES-NaOH pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, protease inhibitor cocktail, 0.01% Digitonin, 2 mM EDTA and 0.5 μg of the anti-Lamin A/C or anti-H4K20Me_3_ or IgG negative control primary antibodies. The samples were incubated overnight at 4^0^C by gentle agitation. The beads were collected and supplemented with a buffer containing 20 mM HEPES-NaOH pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, protease inhibitor cocktail, 0.01% Digitonin and 0.5 μg of anti-rabbit or anti-mouse secondary antibodies (Epicypher). After incubation for 30 min at room temperature, the beads were washed twice with the same buffer and resuspended in the same buffer containing 300 mM NaCl. Protein A/G-fused Tn5 transposase protein (CUTANA pA/G-Tn5, Epicypher) was added and the samples were incubated for 1 h at room temperature followed by washing with a buffer containing 20 mM HEPES-NaOH pH 7.5, 300 mM NaCl, 0.5 mM Spermidine, protease inhibitor cocktail and 0.01% Digitonin. The beads were collected and resuspended in the above buffer containing 10 mM MgCl_2_, and incubated for 1 h at room temperature. The beads were collected and washed once with 10 mM TAPS pH 8.5 and 0.2 mM EDTA. DNA was released from the beads by incubation in 10 mM TAPS pH 8.5 and 0.1% SDS for 1 h at 58^0^C. After quenching by the addition of 3 volumes of 0.67% Triton-X100, the samples were used for PCR reaction (15 cycles) using universal i5 primers and barcoded i7 primers. After cleanup with AMPure beads (Beckman Coulter), quantification and quality evaluation in Agilent Bionalyzer, the libraries were sequenced using Illumina NextSeq500 platform.

For ATAC-seq reactions we used the ATAC-seq kit from Active Motif. Tagmentation reactions using 10^5^ nuclei, DNA purification and PCR amplifications using combinations of indexed i5 and i7 primers were performed according to the manufacturer’s instructions. The resulting libraries were sequenced using Illumina NextSeq500 platform.

### Chromatin Immunoprecipitation (ChIP) assays

ChIP assays were performed as described previously^31,44^. Briefly, livers were minced to small pieces and crosslinked with 1% formaldehyde for 10 min. After the addition of glycine at 0.125 M final concentration, the crosslinked cells were washed with a buffer containing 50 mM HEPES pH 7.9, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA and sequentially treated with a buffer containing 0.25% Triton-X100, 10 mM EDTA, 0.5 mM EGTA, 20 mM HEPES pH 7.9 and a buffer containing 0.15 M NaCl, 1 mM EDTA, 0.5 mM EGTA, 20 mM HEPES pH 7.9 for 10 min each. The resulting crosslinked nuclei were resuspended in 10 volumes of 50 mM HEPES pH 7.9, 140 mM NaCl, 1 mM EDTA, 0.1% Na-deoxycholate, 0.5% Sarkosyl, and protease inhibitor cocktail (Complete^TM^ Roche) and sonicated for 10 min in Covaris Sonicator instrument with maximum setting. After sonication, the samples were supplemented with 0.5 volume of 50 mM HEPES pH 7.9, 140 mM NaCl, 1 mM EDTA, 3% Triton X-100, 0.1% Na-deoxycholate, and protease inhibitor cocktail, and centrifuged for 15 min at 20.000 g. The soluble chromatin was incubated overnight with Dynabeads Protein G (Invitrogen), that were prebound by 5 μg of the primary antibodies recognizing H3K27ac-modified histones, CTCF and Smc3. The beads were washed twice with a buffer containing 50 mM HEPES pH 7.9, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% Na-deoxycholate, 0.1% SDS, 0.5 mM PMSF, 2 μg/ml aprotinin, once with the same buffer but containing 500 mM NaCl, once with a buffer containing 20 mM Tris, pH 8.0, 1 mM EDTA, 250 mM LiCl, 0.5 % NP-40, 0.5 % Na-deoxycholate, 0.5 mM PMSF, 2 μg/ml aprotinin and once with a buffer containing 10 mM Tris pH 8.0, 0.1 mM EDTA, 0.5 mM PMSF, 2 μg/ml aprotinin. Immunoprecipitated chromatin was eluted from the beads and reverse crosslinked by overnight incubation in a buffer containing 50 mM Tris-HCl pH 8.0, 1 mM EDTA, 1% SDS and 50 mM NaHCO_3_ at 65^0^C. The samples were then incubated with 25 μg/ml RNase-A for 30 min at 37^0^C, followed by incubation with 50 μg/ml Proteinase-K for 2 h at 42^0^C. DNA was extracted by phenol/chloroform and precipitated with ethanol.

Libraries were prepared from 10 ng input DNA NEBNext Ultra II DNA Library Prep *Kit* of New England Biolabs according to the manufacturer’s instructions and sequenced in Illumina NextSeq500 sequencer.

### CUT&Tag, ATAC-seq and ChIP-seq data analysis

Computational analyses of genome-wide mapping data were performed as described previously^30,44^, with minor modifications. Briefly, before performing any alignment or additional analysis, the quality of all the FASTQ files and the reads they contain was assessed using *FastQC* https://www.bioinformatics.babraham.ac.uk/projects/fastqc. To remove low-quality bases and adapter sequences from the raw FASTQ files, we employed *Trimmomatic* (version 0.39)^45^. Duplicate reads were identified and removed using *samtools* version 1.10^46^. The FASTQ files were mapped on the UCSC mm10 genome using *hisat2* with default settings^47^. We retained only the reads with a mapping quality score >30 and removed blacklisted regions from our BAM files which are known to be susceptible to technical artifacts and spurious signals. The resulting BAM files were converted to bigwig files using *deeptools* (version 3.3.2)^48^ and visualized in the UCSC Genome Browser.

Before identifying peak regions and to account for variations in the number of sequencing reads between ChIP and CUT&Tag samples, we standardized the total read count for each sample by equally reducing reads proportionally based on the sample with the fewer reads. Peaks were called using *MACS2* (2.2.7.1) for mouse genome with a *p value cutoff* of 1.00e-13(2.2.7.1)^49^. In the case of Lamin A/C and H4K20Me_3_ CUT&Tag data, peak calling was performed by SICER2^50^.

De novo motif search was run using HOMER45 within the median +/- nt intervals of each sample separately around the peak summit of 25% best scoring (pvalue) peaks.

To gain insightful visual representations of the genomic binding patterns and chromatin profiles, we employed *deeptools* (version 3.3.2) utilizing the “computeMatrix” module and calculated the read density at the peak centered regions. Venn diagrams of overlapping regions between conditions were created using custom made scripts in R version (4.3.0).

### RNA purification and RNA-sequencing

Total RNAs were purified from liver tissues by brief homogenization in 10 volumes of Trizol reagent using Polytron device, followed by incubation at room temperature for 5 min, the addition of 0.2 volumes of chloroform and further incubation at room temperature for 3 min. The samples were centrifuged at 12000 g for 15 min at 4^0^C, the aqueous phase was collected and was precipitated by the addition of equal volume of isopropanol. After 10 min at room temperature, the RNA was collected by centrifugation at 12000 g for 15 min. The pellet was resuspended in H_2_O and re-precipitated with ethanol. The RNA samples were further purified by digestion with 10 units of DNase-I for 10 min at 37^0^C, followed by purification with phenol/chloroform extraction and ethanol precipitation.

RNA-seq libraries were generated using NEBNext Ultra II RNA Library preparation kit from New England Biolabs and sequenced in an Illumina NextSeq 500 system. Raw sequence data were quality-assessed and pre-processed using PRINSEQ version 0.20.4^51^. Pre-processed FASTQ files were subsequently mapped to the UCSC mm10 reference genome, using HISAT2 version 2.1.0 with the argument –score-min L,0.0–0.5, setting the function for the minimum valid alignment score. The resulting BAM files were analyzed with the Bioconductor package metaseqR^52^. Differential gene expression analysis and visualizations were performed as described previously^30^. Gene Set Enrichment Analysis (GSEA) were performed using the GSEA software version 3.0^53^, with default parameters and FDR < 0.25 cutoff. The analysis was performed on the RPGM normalized expression values of the differentially expressed genes.

### Quantification and statistical analysis

Comparisons between two groups were performed using Student unpaired *t*-test or one-way ANOVA. All statistical analyses were performed with Graphpad Prism 6 to 8 (GraphPad).

Sample size was determined empirically based on similar studies with Setd8-LKO mice (Refs. ^15,16^). No statistical method was used to predetermine sample size. As a rule, all of the imaging-based assays were performed at least 2 different dates with 3 different biological replicates (mice) each time and at least 8–0 technical replicates (sections) each time. RNA-seq analyses involved RNAs from 4 and 5 biological replicates collected at the same date. ChIP-seq and CUT&Tag assays involved at least 2 biological replicates.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The High Content Microscopy data generated in this study are provided in the Source Data file. RNA-seq, ChIP-seq, ATAC-seq and CUT&Tag data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE242719. Source data are provided with this paper.

# Supplementary material for: Endonucleosis mediates internalization of cytoplasm into the nucleus
**Source:** Nat Commun. 2024 Jul 11;15:5843. doi: 10.1038/s41467-024-50259-3
**Supplement:** Supplementary file 1 — Supplementary Information

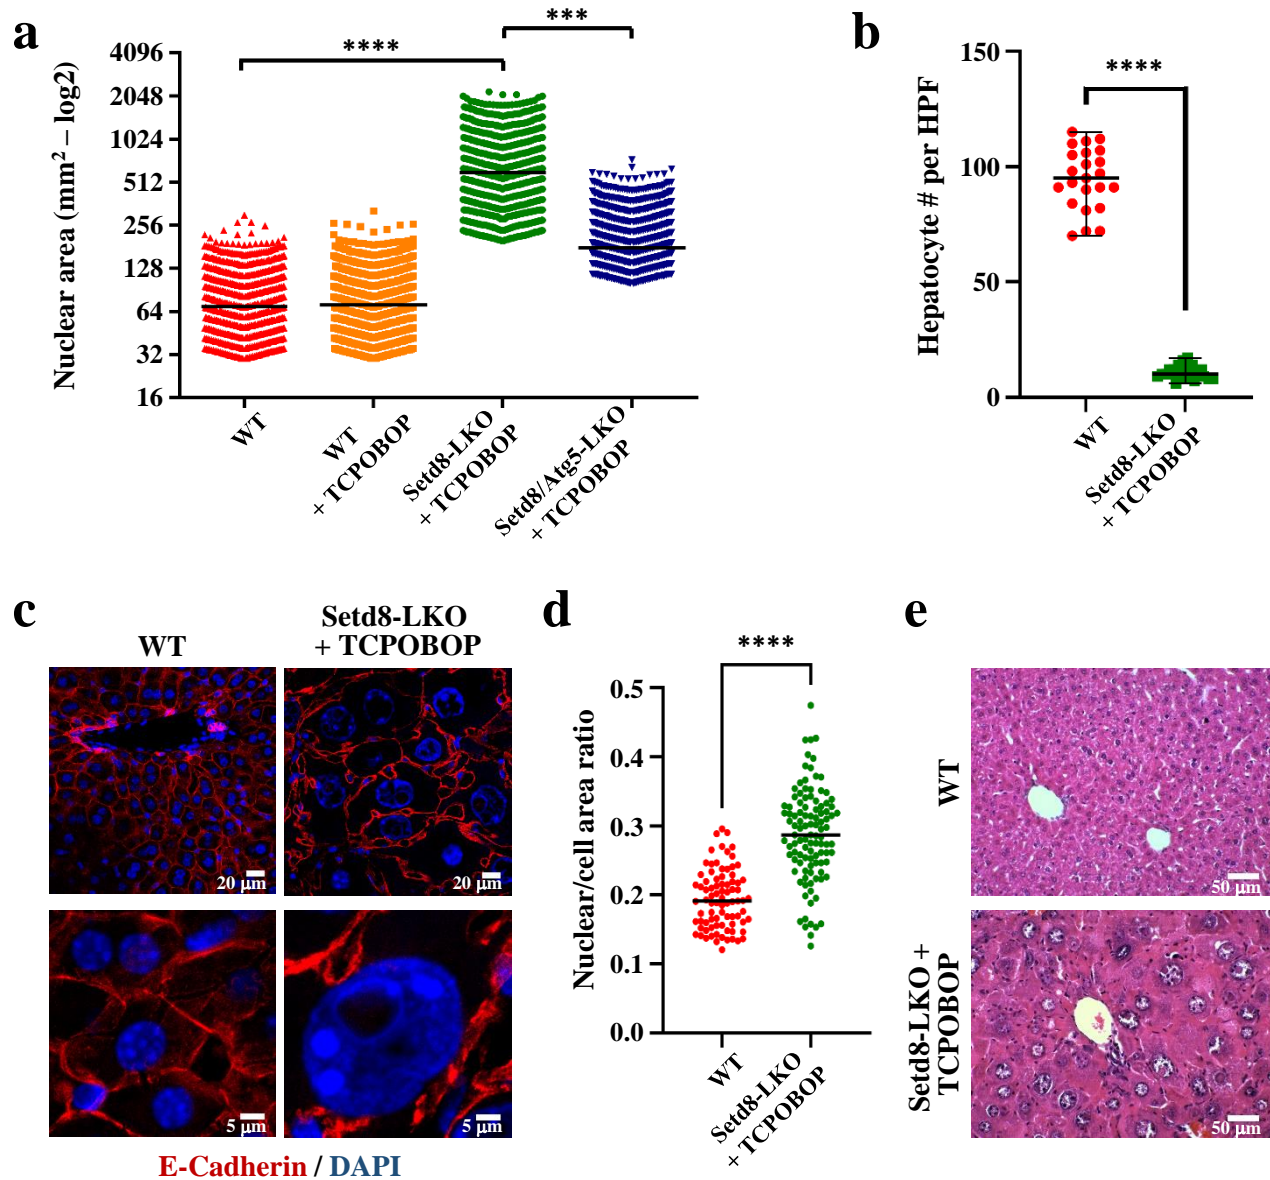

Supplementary Fig. 1

## Supplementary Fig. 1

### Characterization of cell and nucleus size in hepatocytes displaying endonucleosis.

**a**, Comparison of the relative nuclear areas. High Content Microscopy measurements were performed in n=4295 nuclei of wild type hepatocytes, n=4476 nuclei of TCPOBOP-treated wild type hepatocytes, n=4095 nuclei of TCPOBOP-treated Setd8-LKO hepatocytes, and n=4091 nuclei of TCPOBOP-treated Setd8/Atg5-LKO hepatocytes. Black horizontal lines indicate median values. Data analysis was performed using one-way ANOVA test. **b**, Quantification of hepatocyte numbers in 23 High Power Fields (HPF) in wild type and TCPOBOP-treated Setd8-LKO livers. Data analysis was performed using Student's *t* test. Mean values and standard errors are indicated. For **a** and **b**, \*\*\* p-value <0.001; \*\*\*\*p-value<0.0001.

**c**, E-Cadherin staining to determine cellular borders and the number of nuclei in hepatocytes. Note the occasional presence of binuclear cells in both wild type and TCPOBOP-treated Setd8-LKO hepatocytes.

**d**, Determination of the relative nuclear size compared to total cell areas in n=110 wild type and n=107 TCPOBOP-treated Setd8-LKO hepatocytes. **e**, Hematoxylin-eosin (H&E) staining of liver sections from wild type and TCPOBOP-treated Setd8-LKO mice.

Source data are provided as a Source Data file.

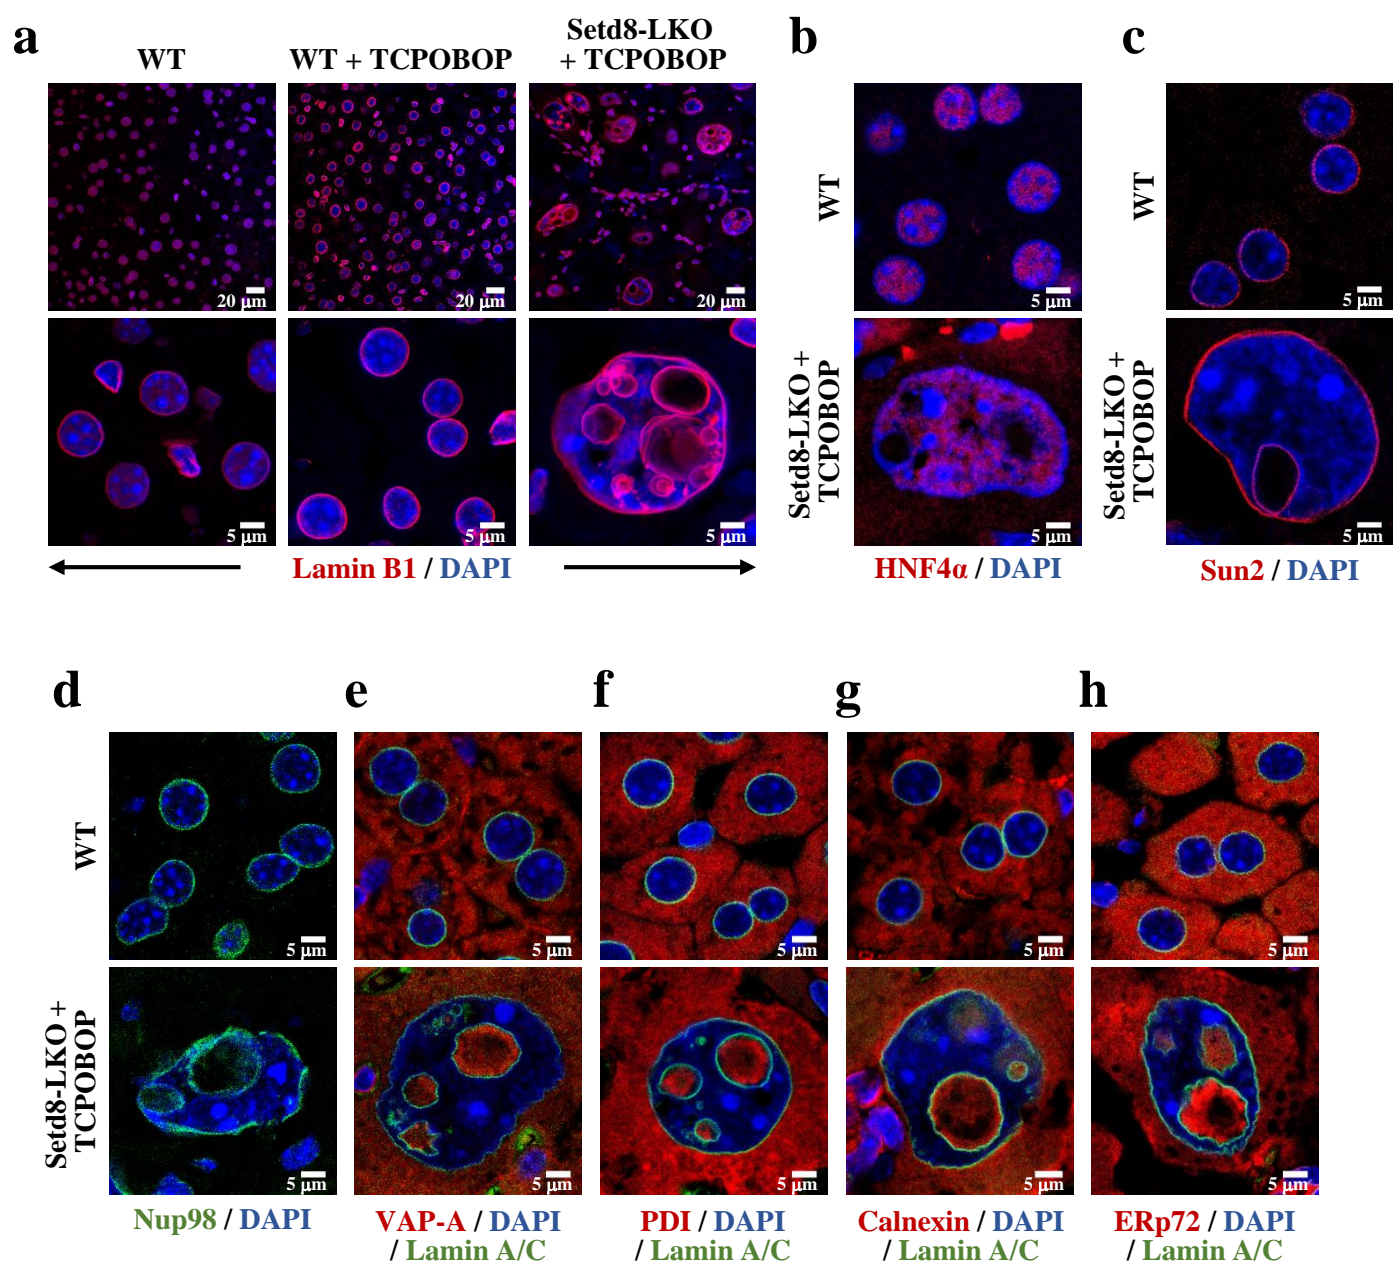

Supplementary Fig. 2

## Supplementary Fig. 2

### **Nuclear envelope composition in hepatocytes displaying endonucleosis.**

**a**, Lamin B1 antibody immunostaining of liver sections from wild type (WT) mice and wild type or Setd8-LKO mice after 24 hours of treatment with TCPOBOP. Fluorescent images of the cells are shown at two different magnifications. **b**, Immunofluorescence detection of the nuclear protein HNF4 $\alpha$ . **c-h**, Immunofluorescence detection of the inner nuclear envelope component Sun2 (**c**) the nuclear pore complex component Nup98 (**d**), the outer nuclear membrane-associated protein VAP-A (**e**), and the endoplasmic reticulum markers PDI (**f**), Calnexin (**g**) and ERp72 (**h**).

**a**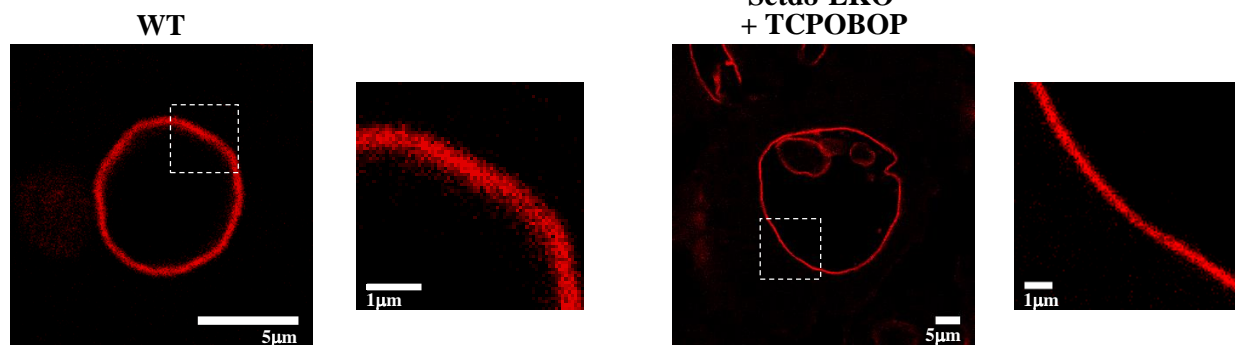**b**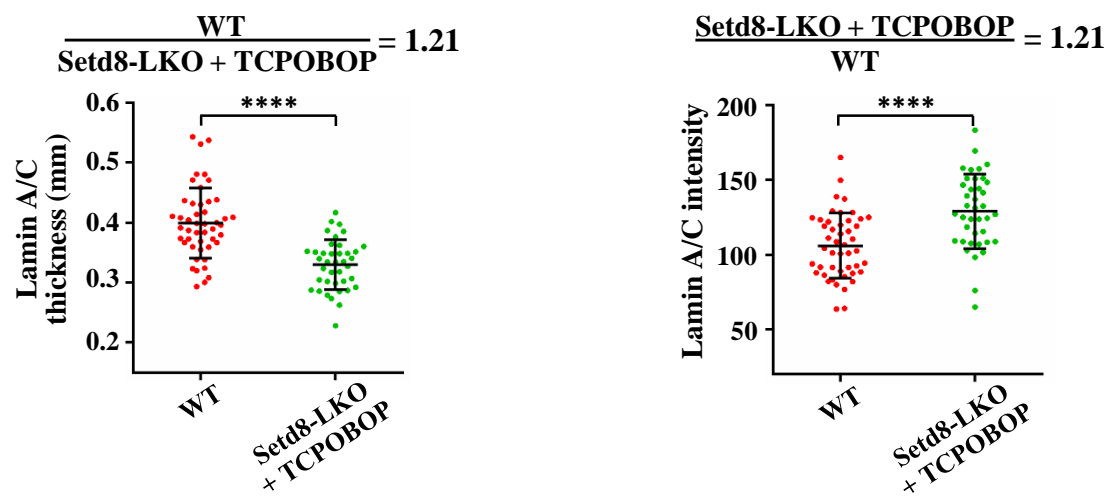**c**

Nucleus 1

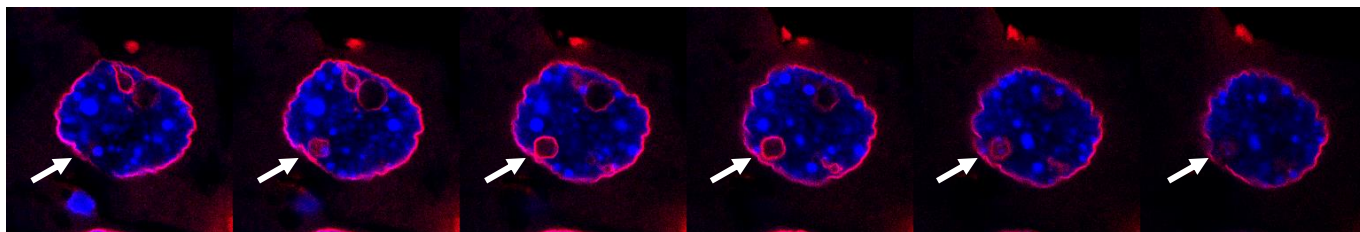

Nucleus 2

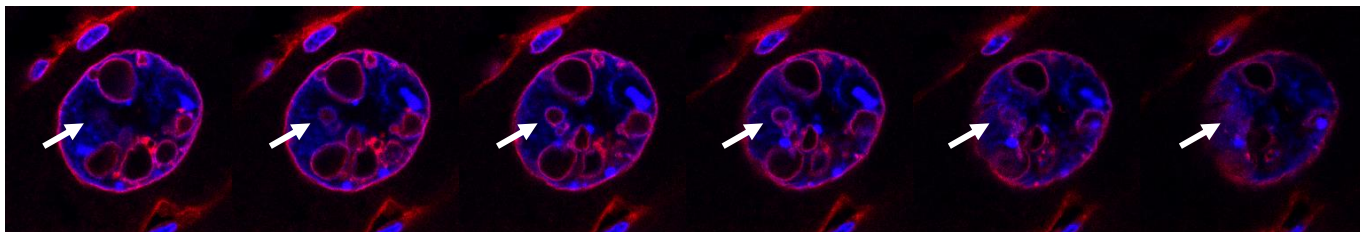

Nucleus 3

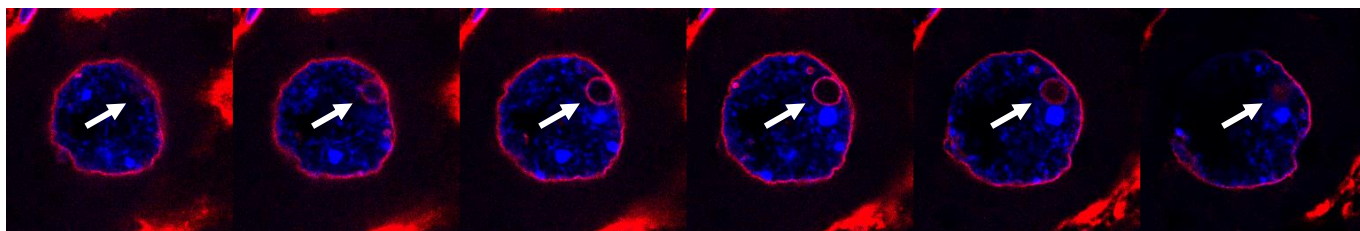

Supplementary Fig. 3

### **Supplementary Fig. 3**

#### **Evaluation of Lamina thickness and the intranuclear positioning of lamin-coated vesicles.**

**a**, Representative close-up images of Lamin A/C-stained nuclear envelope areas from wild type and TCPOBOP-treated Setd8-LKO hepatocytes. **b**, Measurements of the thickness and pixel intensity of multiple individual areas of 47 WT and 38 Setd8-LKO hepatocyte nuclei. The same individual areas were used for both thickness and pixel intensity measurement. Data analysis was performed using Student's *t* test. Data are presented as median values (black line) with SD. \*\*\*\*p-value<0.0001.

Note that, while the spatial distribution of Lamin A/C signal per unit areas were less dispersed (thinner) in Setd8-LKO nuclei, the average pixel densities were proportionally increased in the same areas.

**c**, Serial confocal z-stack images of nuclei used for 3D reconstruction imaging in Fig. 1b, showing the entirely internal location of multiple vesicles.

Source data are provided as a Source Data file.

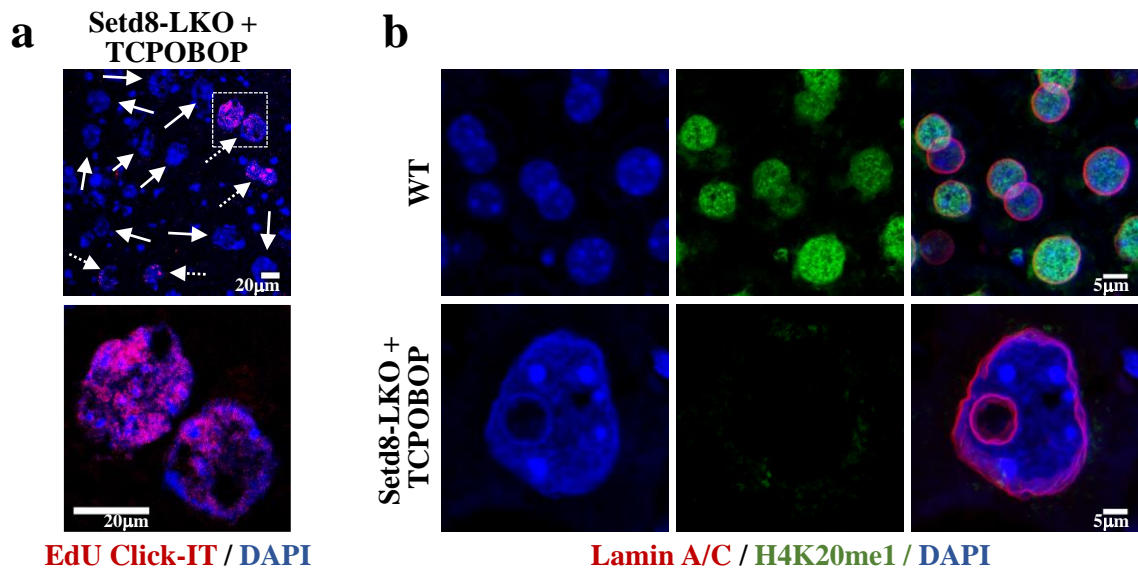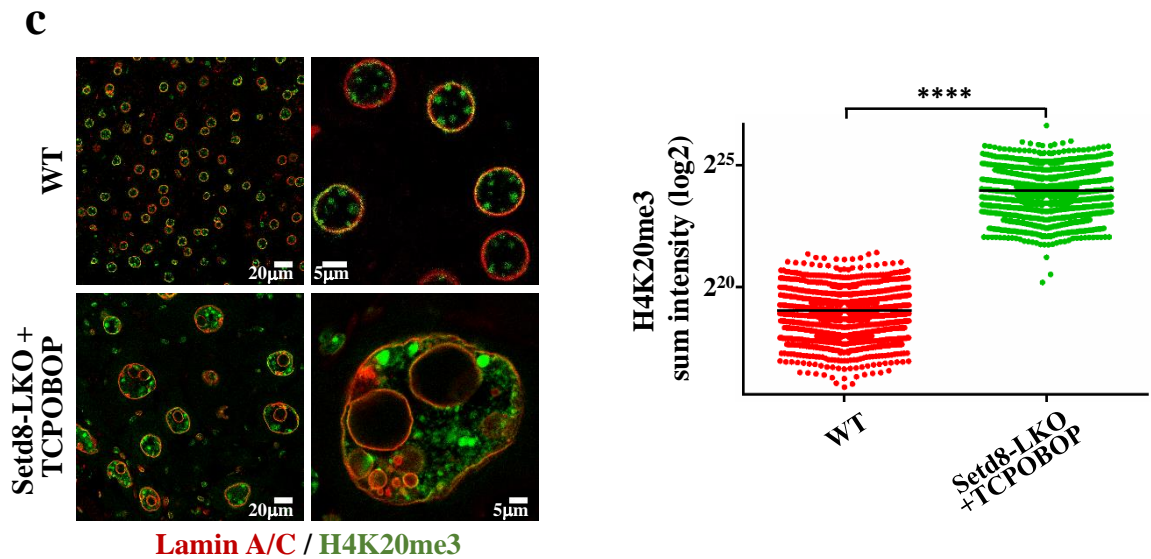

Supplementary Fig. 4

## Supplementary Fig. 4

### DNA replication activity and H4K20 methylation dynamics in TCPOBOP-treated Setd8-LKO hepatocytes.

**a**, Fluorescence Click-IT images of liver sections from mice pulse labeled (2 hours) by EdU, showing DNA replication activity in a fraction of TCPOBOP-treated Setd8-LKO hepatocytes 24 hours after treatment. Panel at the bottom, magnified image of the selected area. Dashed arrows indicate positively stained cells, solid arrows indicate cells that did not incorporate EdU into DNA.

**b-c**, Immunostaining with antibodies recognizing monomethylated (**b**) and trimethylated H4K20 (**c**). The right panel of (**c**) shows measurements of H4K20Me<sub>3</sub> pixel intensities in individual cells. Measurements were from n=2500 wild type and n=2620 TCPOBOP-treated Setd8-LKO hepatocytes. Note the loss of H4K20Me<sub>1</sub> and the highly increased H4K20Me<sub>3</sub> levels in Setd8-LKO hepatocytes, indicating up-methylation of existing monomethylated histone H4. Data analyses were performed by Student's *t* test. Data are presented as median values (black line). \*\*\*\*p-value<0.0001.

Source data are provided as a Source Data file.

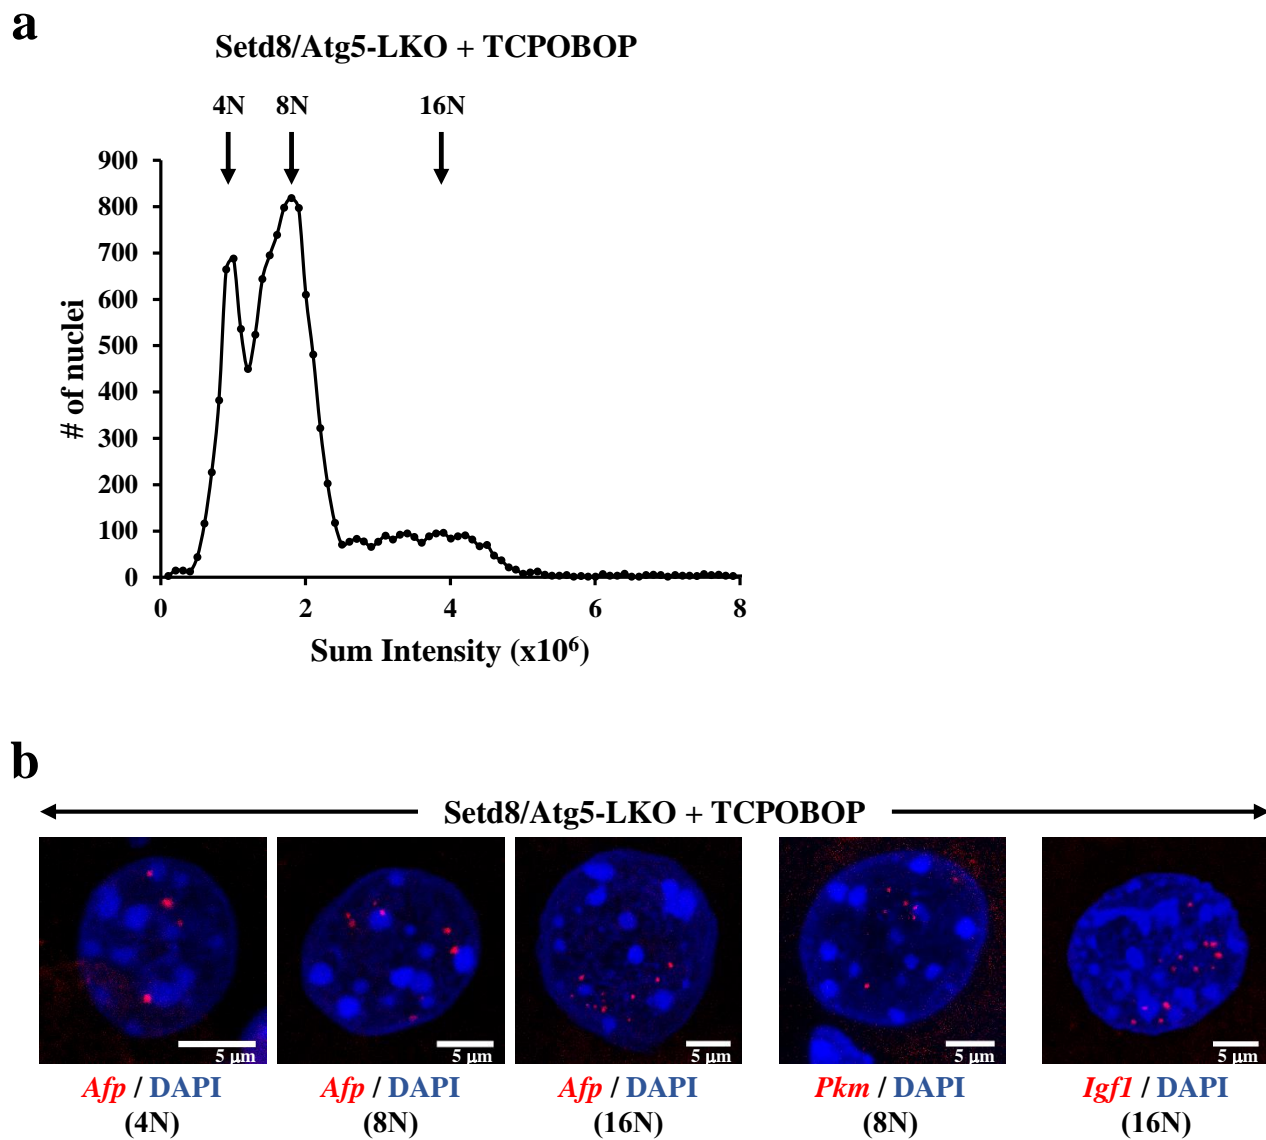

Supplementary Fig. 5

## Supplementary Fig. 5

### Limited polyploidy in *Setd8/Atg5* double KO hepatocytes.

**a,** Estimation of nuclear DNA content in the nuclei of TCPOBOP-treated *Setd8/Atg5*-LKO livers (n=11771) by propidium iodide (PI) staining. The graph shows high-content microscopy (HCM) measurements of the PI staining intensity in individual cells. Arrows indicate the chromosomal ploidy of the peaks. The percentage of the cells corresponding to the peak areas were as follows: 4N= 26.8%; 8N=58%; 16N=15.2%.

**b,** Representative DNA FISH images (red) with probes spanning *Afp* (chr5), *Igf1* (chr10) and *Pkm* (chr9) genes.

Note the lack of 2N hepatocytes and polyploidy up to 16N DNA content by both assays.

Source data are provided as a Source Data file.

a

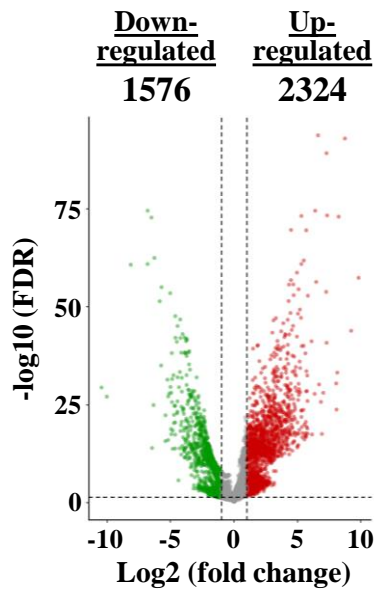

b

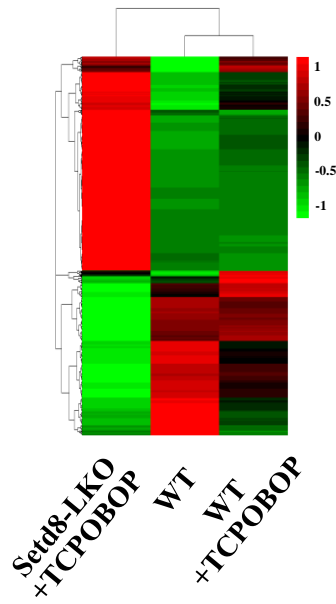

c

## ONCOFETAL GENES

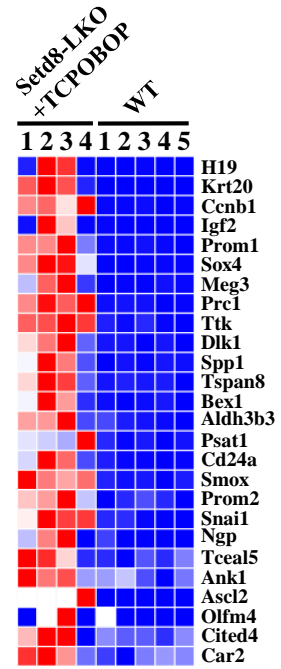

d

## HALLMARK\_G2M\_CHECKPOINT GENES

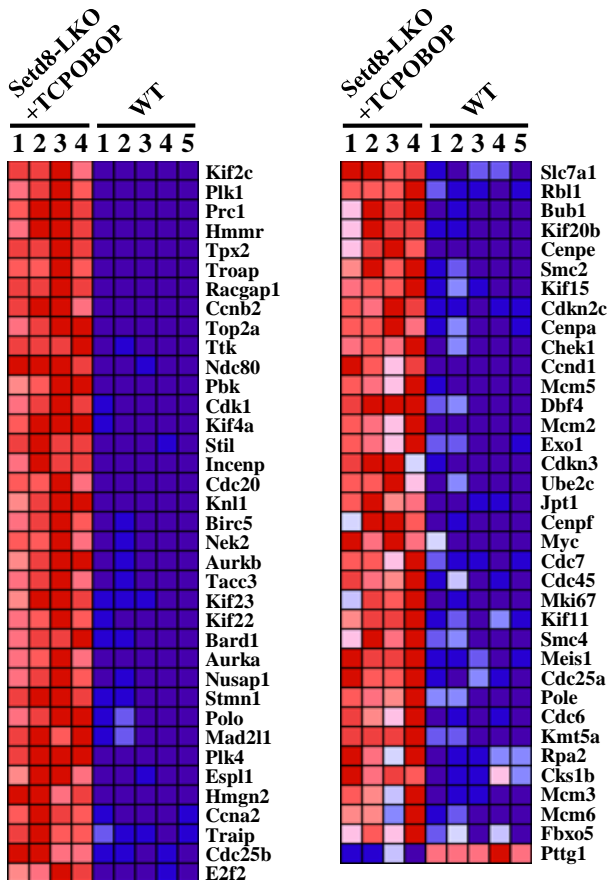

e

## CELLULAR SENESCENCE AND SASP GENES

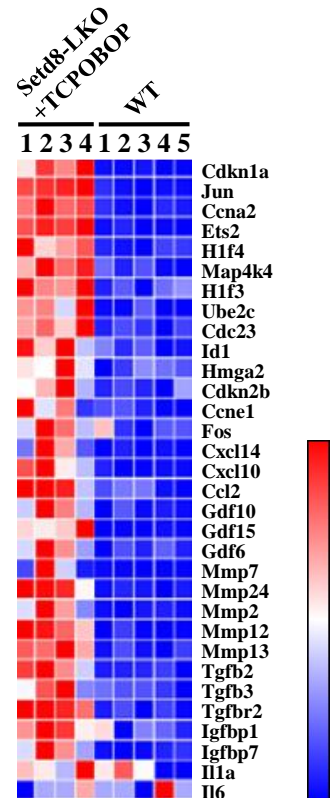

## Supplementary Fig. 6

### Analysis of global gene expression patterns in wild type and Setd8-LKO hepatocytes.

**a**, Volcano-plot of differentially expressed genes between wild type and TCPOBOP-treated Setd8-LKO hepatocytes. **b**, Hierarchical clustering analysis and corresponding heatmap of the differentially expressed genes in wild type, TCPOBOP-treated wild type and TCPOBOP-treated Setd8-LKO hepatocytes. 

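The largest changes among genes whose groups of libraries do not overlap were read from the normalized counts, as mean ± SD over 5 untreated wild type libraries and 4 libraries labelled Setd8-LKO. By fitted log2 fold change, the 5 with the largest rise were Gm45225, Krt20, Cyp2b10, Sult2a1 and Sprr1a. The place of Krt20 rests on the fit, because it had 0 counts in untreated wild type. Gm45225, an unprocessed pseudogene on chromosome 7 from 25981502 to 25988460, rose from 0.20 ± 0.45 to 719 ± 315, with 1 raw count against 3605 and a ratio of 3251 (95% counting interval 583 to 128441). Cyp2b10, from 25897620 to 25926624 on the same chromosome, rose from 51.4 ± 35.8 to 47140 ± 16254 (log2 fold change 9.84, standard error 0.61, from 9.63 to 10.28 with each library left out, adjusted p = 2.16e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Krt20 (chromosome 11, 99428403 to 99438150) rose from 0 to 120 ± 73.5, at least 36.6-fold. Sult2a1 (chromosome 7, 13796246 to 13837409) rose from 0.60 ± 1.34 to 484 ± 358, a ratio of 738 (252 to 3579) with 3 raw counts in untreated wild type. Sprr1a (chromosome 3, 92483952 to 92485895) rose from 1.40 ± 2.19 to 1021 ± 667 (log2 fold change 9.29, standard error 0.86, and from 8.91 to 10.58 when each library was left out in turn). In Krt20, Sult2a1 and Sprr1a the lowest library labelled Setd8-LKO had 12, 17 and 208 normalized counts. The 5 with the largest fall by the same measure were Clec2h, Serpina4-ps1, Hsd3b5, Gm13365 and Gm5859. The places of Gm13365 and Gm5859 rest on the fit, because they had 0 counts in the libraries labelled Setd8-LKO. Serpina4-ps1 (chromosome 12, 104080649 to 104086724) fell from 3813 ± 1562 to 1.75 ± 1.71 (log2 fold change -10.99, standard error 0.65, and from -11.67 to -10.63 with each library left out). Hsd3b5 (chromosome 3, 98618634 to 98630252) fell from 4659 ± 2652 to 3.50 ± 1.73 (log2 fold change -10.32, standard error 0.63, and from -10.59 to -10.03 likewise). Clec2h (chromosome 6, 128662385 to 128677374) fell from 420 ± 241 to 0.50, a ratio of 708 (242 to 3435) with 3 raw counts in the libraries labelled Setd8-LKO. Gm13365 (chromosome 2, 15396748 to 15397720) and Gm5859 (chromosome 4, 42236859 to 42239182) fell from 35.6 ± 9.10 and 27.4 ± 9.18 to 0, at least 15.1-fold and 11.6-fold lower. PCR duplicates are not independent molecules, so the intervals and bounds cover counting error only. Of the 3455 changed genes, 2679 are protein-coding. The log2 fold changes correlated with the authors' own at 0.997 across genes, which are not independent replicates.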

Color bar values show log<sub>2</sub> (fold change). 

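Between TCPOBOP-treated and untreated wild type, 679 of the 719 listed genes were tested and 535 counted as changed, 395 higher and 140 lower. The groups of 5 libraries each do not overlap in 517 of them, and the share that chance gives, 0.79%, again holds only for genes not selected on these libraries. Within each run the direction held for all 535 genes, and 530 counted as changed with the run as a term. Among the alternative settings at the same threshold, scaling over the listed genes moved this result most. DESeq2's size factors shifted the log2 fold changes by a median of -1.17 and gave 282 changed genes (75 higher and 207 lower). Such a shift moves all genes alike, so that genes with a small rise change sign by construction, 48 of the 535 with these factors and 77 with TMM scaling over the listed genes, chosen after the data were seen. Cyp2b10 rose from 51.4 ± 35.8 (SD, n = 5) to 57542 ± 3037 normalized counts (SD, n = 5; log2 fold change 10.12, standard error 0.55). The other largest rises by fitted log2 fold change were in Gm45225, Saa-ps, Gm26911 and Pnliprp1. Gm45225 rose to 807 ± 371 (1 raw count in untreated wild type, ratio 3668, 95% counting interval 658 to 144905). Saa-ps rose to 290 ± 59.1 (2 counts, ratio 668, 184 to 5521), Gm26911 to 86.2 ± 31.5 (at least 26.2-fold) and Pnliprp1 to 68.6 ± 18.2 (at least 20.9-fold). The places of Gm26911 and Pnliprp1 rest on the fit, because they had 0 counts in untreated wild type. Among the falls, Gm3734 was the largest, from 429 ± 66.8 to 11.2 ± 5.17 (log2 fold change -5.21, standard error 0.32, adjusted p = 4.30e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by Gm36041 (-4.01), Hectd2os (-3.83), Olig1 (-3.72) and Serpina7 (-3.62). Both tables list 506 genes, and 358 of them counted as changed in both comparisons, which is 66.9% of the genes changed in TCPOBOP-treated wild type. Of the 358, 221 were higher and 108 lower in both. Across the 506 genes the log2 fold changes of the comparisons correlated at 0.83. With no change beyond the shared untreated libraries, 100 simulations gave 0.46 on average. All 506 genes were selected for a change in both comparisons, which by itself raises such a correlation, so 0.46 is no baseline for 0.83. The TCPOBOP groups were also compared directly over these genes, a comparison chosen after the values were seen. Of 494 tested genes 159 differed, 59 higher and 100 lower in the libraries labelled Setd8-LKO. Saa-ps (log2 fold change -3.61, standard error 0.37) and Gm26911 (-2.79, standard error 0.48) were lower there, while Cyp2b10 (-0.29), Gm45225 (-0.17) and Pnliprp1 (-0.01) did not pass the threshold (adjusted p = 1 for each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fewer genes of the heat maps are listed for TCPOBOP-treated wild type, 2 of panel c, 15 of panel d and 4 of panel e. Of these, 2, 12 and 4 were tested, and 1, 8 and 3 counted as changed, all higher. With DESeq2's size factors over the listed genes these counts were 0, 0 and 1. Adjusted over the list alone they were 2, 12 and 3, which again is not independent evidence. In the direct comparison of the TCPOBOP groups, Ccnb1 (log2 fold change 4.13) and Prom1 (2.76) of panel c were higher in the libraries labelled Setd8-LKO. Of panel d, Cdc20, Kif2c, Top2a, Pbk and Birc5 were higher. Mcm2, Mcm3, Mcm5, Mcm6, Cdc6, Cdc45, Chek1, E2f2, Myc and Pole did not pass the threshold. Of panel e, Igfbp1 (3.09) and Jun (1.43) were higher, while Gdf15 (0.75) and Tgfbr2 (0.08) did not pass it.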

Note the distinct profile of the latter, demonstrating Setd8 deficiency-dependent changes. **c-e**, Heatmap analysis of the normalized RPKM values (raw z-scored, variable units) of gene signatures representing hepatic oncofetal genes (**c**), G2/M checkpoint genes (**d**) and senescence-specific genes including SASP genes (**e**).

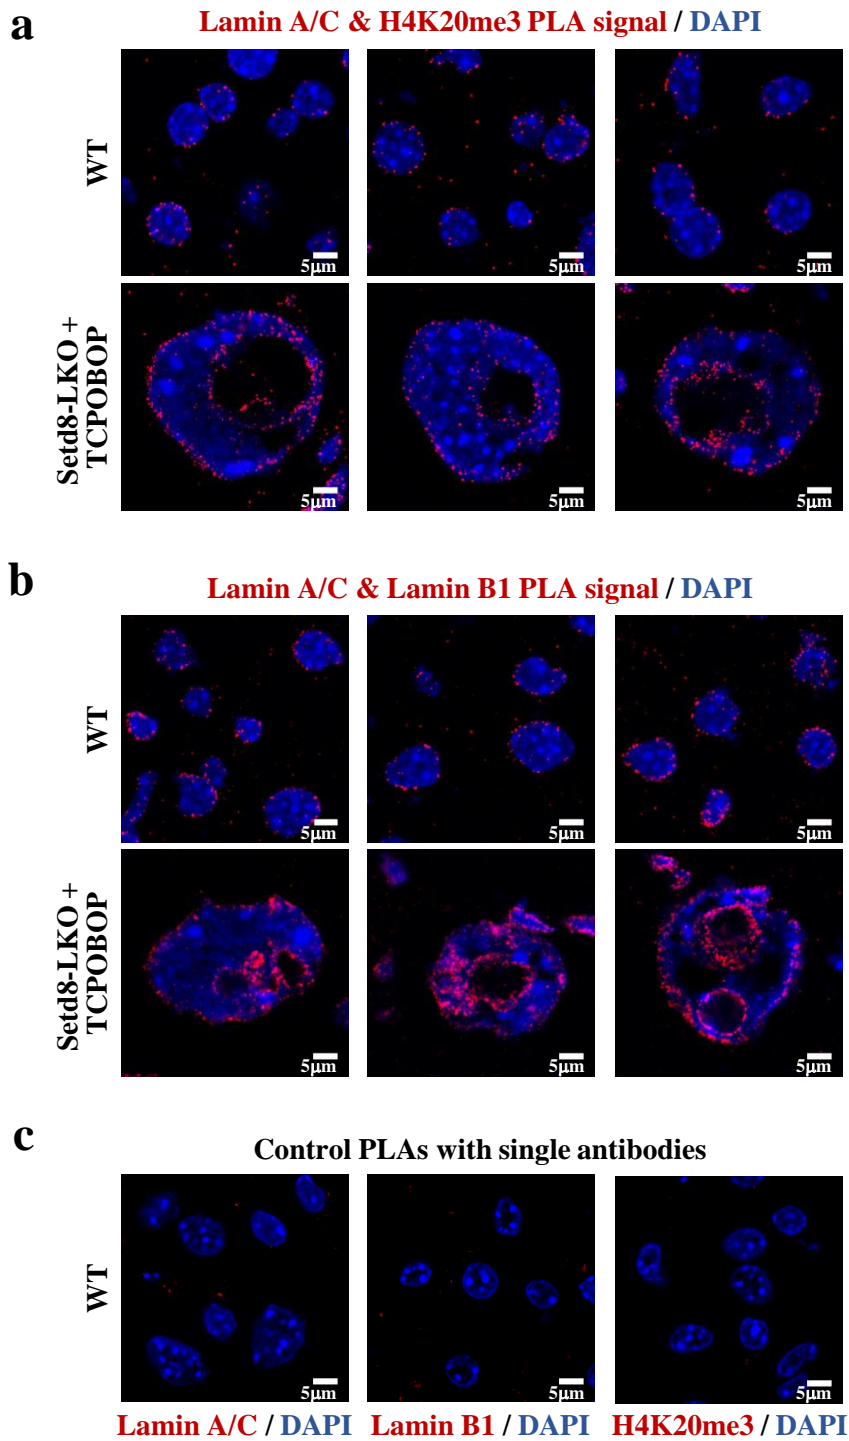

**Supplementary Fig. 7**

## Supplementary Fig. 7

### ***In situ* detection of H4K20Me<sub>3</sub>-modified nucleosomes associated with nuclear lamina.**

**a**, PLA images in liver sections from 3 different wild type and TCPOBOP-treated Setd8-LKO mice using antibodies recognizing H4K20Me<sub>3</sub> and Lamin A/C. Note the positive PLA signal at both nuclear envelope and internalized vesicle membranes. **b**, Positive control PLA reaction using Lamin A/C and Lamin B1 antibodies detecting physical proximity of Lamin A/C and Lamin B polymers at the nuclear envelope and at the endonucleotic vesicle membranes. **c**, Negative control PLA reaction with individual antibodies.

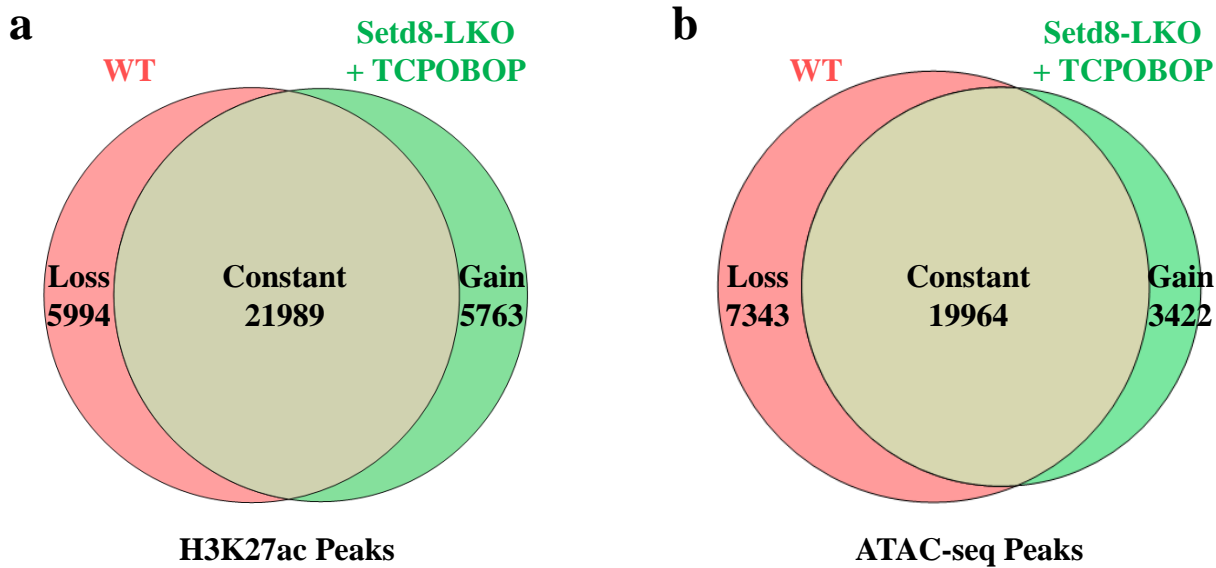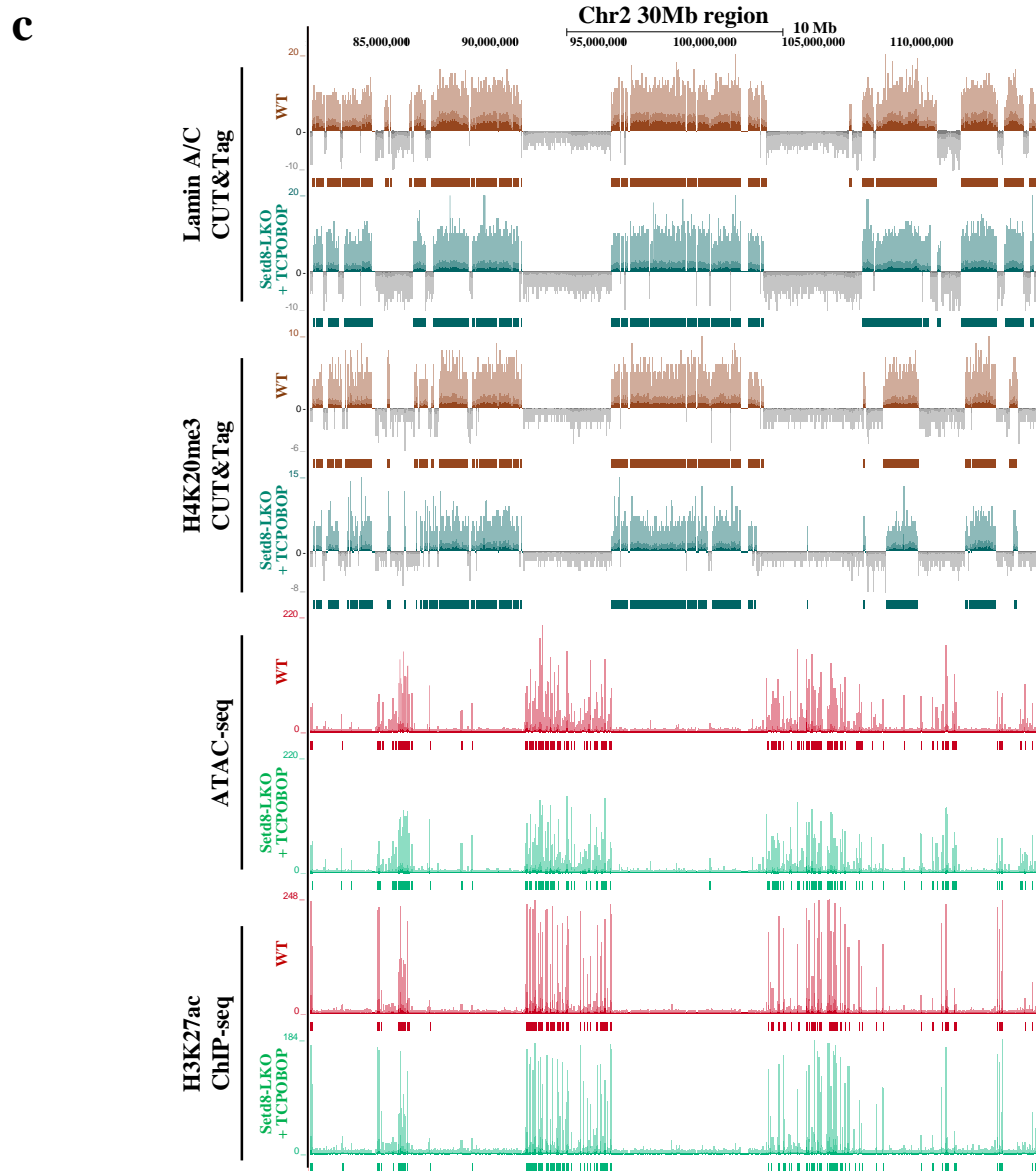

Supplementary Fig. 8

## Supplementary Fig. 8

### **Analysis of H3K27ac nucleosome-containing and transposase-accessible, open euchromatin genomic areas in Setd8-LKO hepatocytes.**

**a-b**, Venn diagram comparing H3K27ac ChIP-seq peaks (**a**) and ATAC-seq peaks (**b**) in wild type and TCPOBOP-treated Setd8-LKO livers. “Loss” indicates peaks present only in wild type livers, “Gain” indicates new peaks in Setd8-LKO livers. “Constant” correspond to peaks found in both, wild type and Setd8-LKO livers. **c**, Combined UCSC Genome Browser profile in 30 Mb regions of chromosome 2, showing LADs, H4K20Me<sub>3</sub>-modified heterochromatin domains and euchromatin domains with high density of ATAC-seq and H3K27ac ChIP-seq reads. Note the high-level preservation of the tandemly organized euchromatin and heterochromatin domains in hyperploid Setd8-LKO hepatocytes.

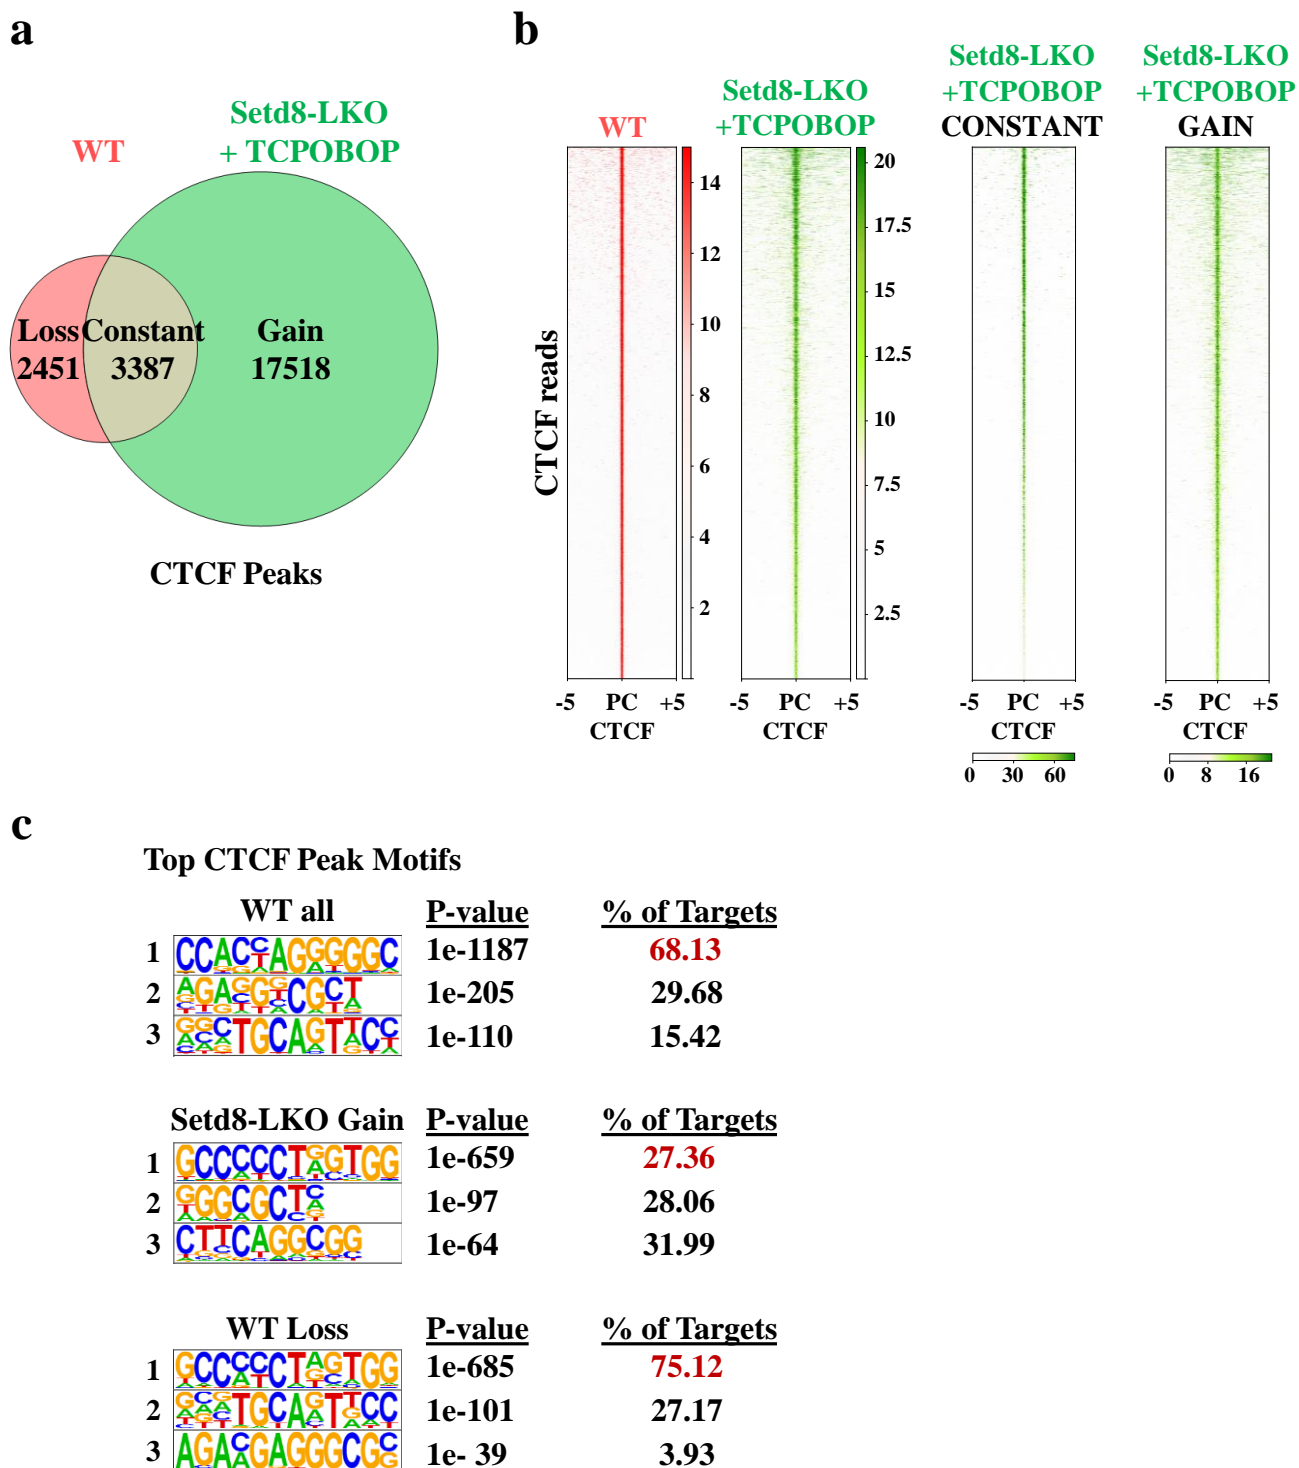

**Supplementary Fig. 9**

## Supplementary Fig. 9

### Genome-wide profile of CTCF binding in Setd8-LKO cells.

**a**, Venn diagram showing the overlap of CTCF ChIP-seq peaks between wild type and Setd8-LKO mice 24 hours after TCPOBOP treatment. “Loss” indicates peaks present only in wild type livers, “Gain” indicates new peaks in Setd8-LKO livers, while “Constant” correspond to peaks found in both the wild type and the Setd8-LKO livers. **b**, Binding intensity heatmaps showing the distribution of genomic occupancy of CTCF in 5 kb downstream to 5 kb upstream areas from the CTCF peak center (PC, base pair showing the highest CTCF read pileup) in wild type and TCPOBOP-treated Setd8-LKO livers. The depicted regions were ranked by decreasing CTCF binding strength, as measured by the normalized fold enrichment of reads under CTCF peaks to the respective input regions. Panels at right show analyses restricted to “Constant” peaks and “Gain” peaks. Note the different scales in the color bars. Note the lower binding strength and the increased number of reads outside the PC of “Gain” peaks. **c**, Sequence logos of the binding motifs identified under CTCF peaks by de novo motif search. The percent of targets with the canonical CTCF motif<sup>38</sup> are indicated in red color.

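The consensus was looked for in the mm10 sequence of the 5 strongest kept and the 5 strongest gained CTCF peaks, and 3 of these 10 sites hold it with at most 1 mismatch. The strongest kept CTCF peak of the list labelled Setd8-LKO lies at the Acbd4 promoter, on chromosome 11 from 103102597 to 103103271, with a fold enrichment of 152. It holds CCACCAGGGGGC, without a mismatch to the consensus, on the plus strand from 103102815 to 103102826. Next came peaks at the promoters of Sh3glb1, Exosc8, Adprhl2 and Pkn3, with fold enrichments from 149 to 152. Of these, Adprhl2 had a match with 1 mismatch, CCACAAGGGGGC, on the minus strand of chromosome 4 from 126321748 to 126321759, and the others had 2. The strongest gained peak lies at the Dagla promoter, on chromosome 19 from 10304465 to 10305334, with a fold enrichment of 117 and a closest match of 2 mismatches. Gained peaks near Slc6a4 (107), Rab10 (106), Spry2 (105) and at Prcp (100) followed. The peak near Spry2, on chromosome 14 from 105898713 to 105899312, holds CCGCCAGGGGGC, with 1 mismatch, on the plus strand from 105899031 to 105899042. Closest matches at Slc6a4, Rab10 and Prcp had 2, 3 and 2 mismatches.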

**a**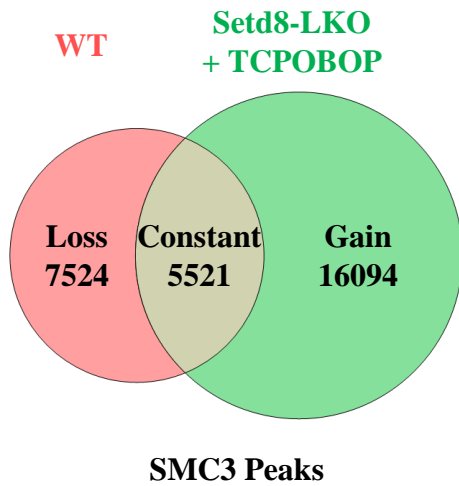**b**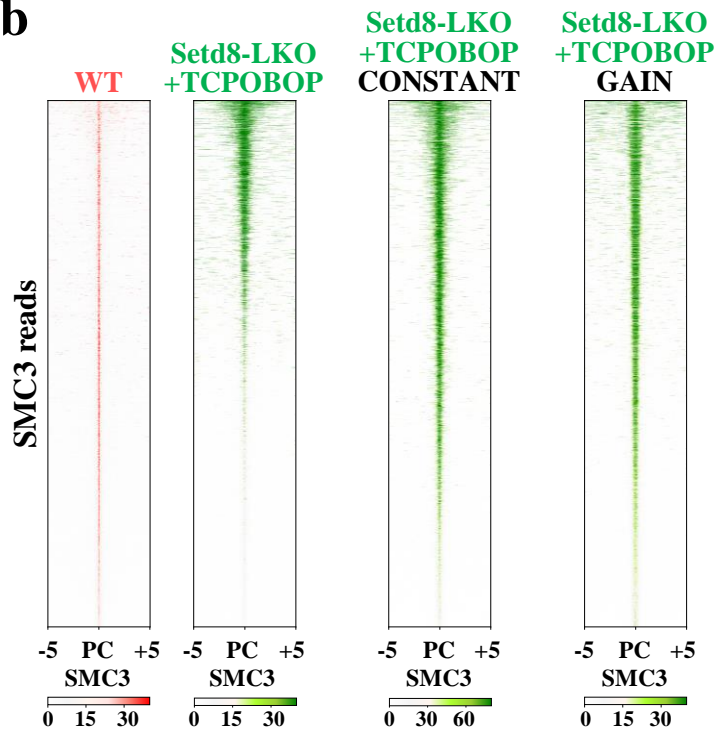**c**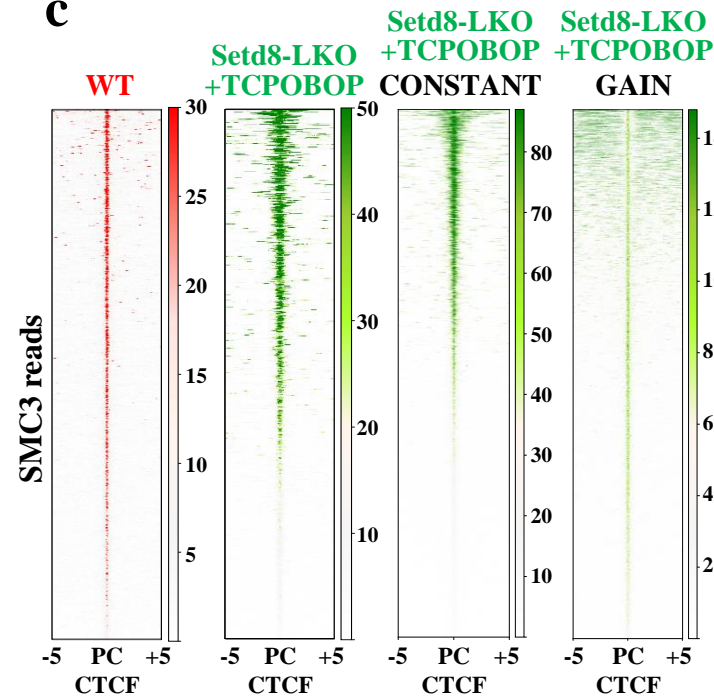**d**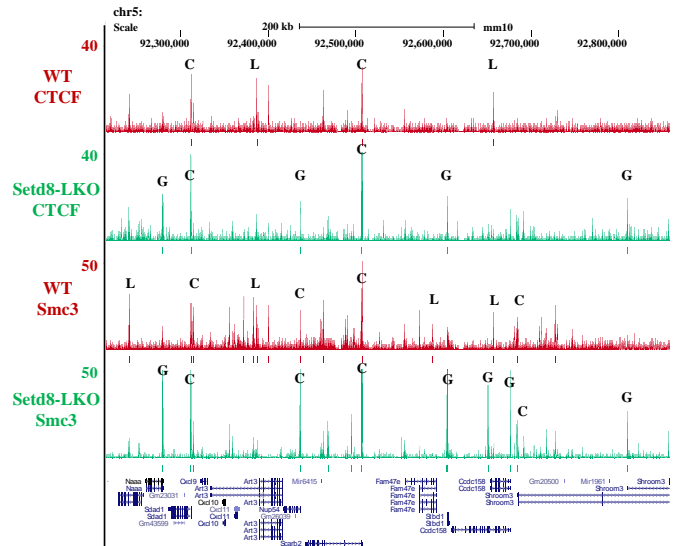

## Supplementary Fig. 10

### Genome-wide profile of Smc3 binding in Setd8-LKO cells

**a**, Venn diagram showing the overlap of Smc3 ChIP-seq peaks between wild type and Setd8-LKO mice 24 hours after TCPOBOP treatment. “Loss” indicates peaks present only in wild type livers, “Gain” indicates new peaks in Setd8-LKO livers, while “Constant” correspond to peaks found in both the wild type and the Setd8-LKO livers. **b**, Binding intensity heatmaps showing the distribution of genomic occupancy of Smc3. Heatmaps feature Smc3 reads around called Smc3 peak centers, ranked by decreasing signal strength. **c**, Binding intensity heatmaps of Smc3 reads in wild type and Setd8-LKO livers relative to the center of CTCF peaks identified in wild type or Setd8-LKO mice. The two panels at right show the distribution of “Constant” and “Gain” Smc3 peaks. Note the differences in the color bars indicating relative signal strength. Note the lower binding strength of “Gain” reads compared to “Constant” ones, and their low level of accumulation near CTCF locations. **d**, UCSC Genome Browser profile in 600 kb region of chromosome 5, showing examples for the Loss (L), Gain (G) and Constant (C) categories of CTCF and Smc3 binding profiles in wild type or Setd8-LKO livers.

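The browser view covers 600 kb of chromosome 5, and the peaks were read here over a longer region, from the gene Naaa to the gene Shroom3 (92257659 to 92965318), so the counts are not those of the view. It holds 5 CTCF peaks in wild type and 8 in the list labelled Setd8-LKO, of which 3 were lost and 6 gained, and 2 wild type peaks were kept. For Smc3 there are 14 peaks in each list, with 10 lost, 10 gained and 4 kept. The kept CTCF peak from 92505264 to 92505915 had a fold enrichment of 42.4, against 14.3 in wild type, and lies within an Smc3 peak of 92.6. The other kept CTCF peak, from 92309760 to 92310176, had 19.25, against 9.0 in wild type. The gained CTCF peaks had fold enrichments from 10.0 to 17.6. One of them, from 92434661 to 92435222, overlaps an Smc3 peak that wild type also has, at 102 against 14.3 in wild type. Kept Smc3 peaks of the list labelled Setd8-LKO ranged from 13.0 to 102 in this region, and gained ones from 14.2 to 68.5. A lost CTCF peak from 92656398 to 92656589 (fold enrichment 13.0) coincides with a lost Smc3 peak (11.0). Outside this region, the strongest gained Smc3 peaks lie at Skor2 (147), Gprc5b (146), Ubtf (137), Fam92a (134) and Irf2 (132). The strongest kept ones lie at Hes1 (171), Adora2a, Palm and Lrfn2 (170 each) and Fzd8 (169).

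**Figure D5:**
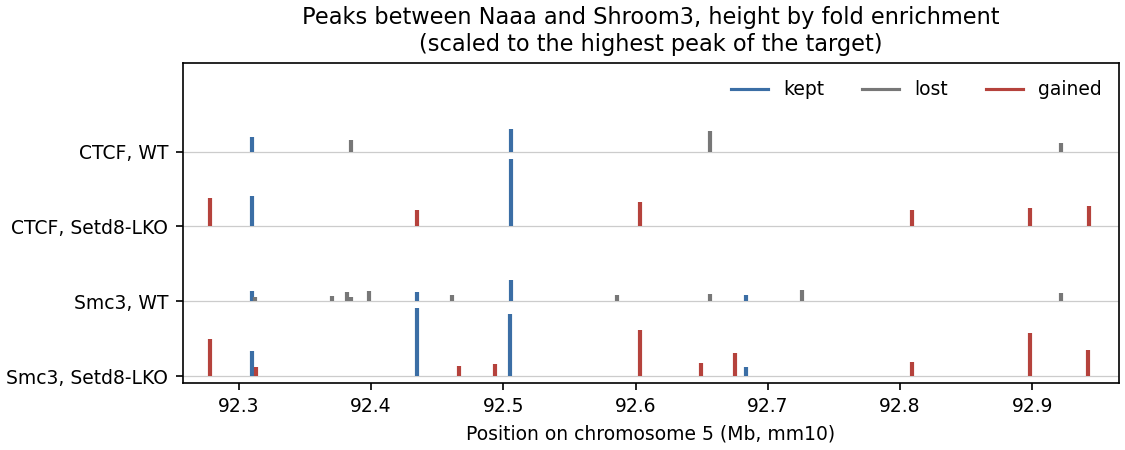
CTCF and Smc3 peaks from Naaa to Shroom3 (position on chromosome 5 in Mb), each as a line whose height is its fold enrichment scaled to the highest peak of the same protein, kept in blue, lost in grey and gained in red. CTCF has 5 peaks in wild type and 8 in the list labelled Setd8-LKO.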

# Supplementary material for: Endonucleosis mediates internalization of cytoplasm into the nucleus
**Source:** Nat Commun. 2024 Jul 11;15:5843. doi: 10.1038/s41467-024-50259-3
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Data collected by Operetta High Content Screening Microscope (HCSM) in wide field were analyzed using Harmony software 4.1 with PhenoLOGIC (PerkinElmer) or the open source software Fiji/Image J                                                                                                                                                                                                         |
| Data analysis   | GraphPad Prism 6-9 was used to generate graphs and perform statistical analysis.<br>RNA-seq data were analyzed by using the Bioconductor package MretaseqR (Ref. 48). ChIP-seq and CUT&Tag data quality were assessed by FastQC ( <a href="https://www.bioinformatics.babraham.ac.uk/projects/fastqc">https://www.bioinformatics.babraham.ac.uk/projects/fastqc</a> ) as describe in the Methods section. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq, ChIP-seq, ATAC-seq and CUT&Tag data are available at the Gene Expression Omnibus (GEO) under accession number GSE242719

The Raw data from High content Microscopy measurements are available at the Supplementary Information.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size Sample size was determined empirically based on similar studies with Setd8-LKO mice (Refs. 13 and 14). No statistical method was used to predetermine sample size. As a rule, all of the imaging-based assays were performed at least 2 different dates with 3 different biological replicates (mice) each time and at least 8-10 technical replicates (sections) each time. RNA-seq analyses involved RNAs from 4 and 5 biological replicates collected at the same date. ChIP-seq and CUT&Tag assays involved at least 2 biological replicates.

Data exclusions No data was excluded from the analyses.

Replication No attempts of replication failed. All of the data were replicated in multiple biological replicates and at different dates as described above.

Randomization All experiments were performed in randomly chosen age-matched male mice. We compared mice with different genomic backgrounds and mice mock treated (with DMSO) or treated with 1,4-bis-[2-(3,5-dichloropyridyloxy)] benzene (TCPOBOP)

Blinding No blinding was used in this study.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

n/a Involved in the study

☐ ☒ Antibodies

☒ ☐ Eukaryotic cell lines

☒ ☐ Palaeontology and archaeology

☐ ☒ Animals and other organisms

☒ ☐ Clinical data

☒ ☐ Dual use research of concern

☒ ☐ Plants

### Methods

n/a Involved in the study

☐ ☒ ChIP-seq

☒ ☐ Flow cytometry

☒ ☐ MRI-based neuroimaging

## Antibodies

Antibodies used Antibodies were used for Immunofluorescence staining (IF), CUT&Tag or Chromatin Immunoprecipitation (ChIP) from the following

## vendors:

## Cell Signaling technologies:

Mouse anti-Lamin A/C (4C11), #4777, RRID:AB\_10545756 (IF: 1:100, CUT&Tag)  
 Mouse anti- $\alpha$ -Tubulin (DM1A), #3873, RRID:AB\_1904178 (IF: 1:400)  
 Rabbit anti-FANCD2 (D5L5X), #16323, RRID:AB\_2798761 (IF: 1:100)  
 Rat anti-RPA32/RPA2 (4E4), #2208, RRID:AB\_2238543 (IF: 1:50)  
 Rabbit anti-Phospho-Histone H2A.X (Ser139) (20E3), #9718, RRID:AB\_2118009 (IF: 1:200)  
 Goat anti-mouse IgG (H+L), F(ab')<sub>2</sub> Fragment (Alexa Fluor® 594 Conjugate), #8890, RRID:AB\_2714182 (IF: 1:500)  
 Goat anti-rabbit IgG (H+L), F(ab')<sub>2</sub> Fragment (Alexa Fluor® 488 Conjugate), #4412, RRID:AB\_1904025 (IF: 1:500)  
 Goat anti-rabbit IgG (H+L), F(ab')<sub>2</sub> Fragment (Alexa Fluor® 594 Conjugate), #8889, RRID:AB\_2716249 (IF: 1:500)  
 Goat anti-mouse IgG (H+L), F(ab')<sub>2</sub> Fragment (Alexa Fluor® 488 Conjugate), #4408, RRID:AB\_10694704 (IF: 1:500)  
 Rabbit anti-NUP98 (C39A3), #2598, RRID:AB\_2267700 (IF: 1:50)  
 Rabbit anti-PDI (C81H6), #3501, RRID:AB\_2156433 (IF: 1:50)  
 Rabbit anti-ERp72 (D70D12) XP®, #5033, RRID:AB\_10622112 (IF: 1:50)

## From Abcam:

Rabbit anti-LaminB1, ab16048, RRID:AB\_443298 (IF: 1:100)  
 Rabbit anti-SUN2 (EPR6557), ab124916, RRID:AB\_10972497 (IF: 1:100)  
 Rabbit anti-SMC3, ab9263, RRID:AB\_307122 (IF: 1:800, ChIP)  
 Rabbit anti-Histone H4 (tri methyl K20), ab9053, RRID:AB\_306969 (IF: 1:200, IF and CUT&Tag)  
 Rabbit anti-Histone H4 (mono methyl K20), ab9051, RRID:AB\_306967 (IF: 1:200)  
 Rabbit anti-Histone H3 (tri methyl K9), ab8898, RRID:AB\_306848 (IF: 1:200)  
 Rabbit anti-Histone H3 (acetyl K27), ab4729, RRID:AB\_2118291 (ChIP:1:100)  
 Rabbit anti-Ki67, ab15580, RRID:AB\_443209 (IF: 1:200)  
 Rabbit anti-HMGB1, ab18256, RRID:AB\_444360 (IF: 1:200)  
 Goat Anti-Guinea pig IgG H&L (Alexa Fluor® 647), ab150187, RRID:AB\_2827756 (IF: 1:200)

## From Novus Biologicals:

Rabbit anti-Calnexin, NB100-1974, RRID:AB\_10001873 (IF: 1:50)

## From BD Biosciences:

Mouse anti-E-cadherin (clone 36), 610181, RRID:AB\_397580 (IF: 1:200)

## From Santa Cruz Biotechnologies:

Rabbit anti-HNF4 $\alpha$  (H-171), sc-8987, RRID:AB\_2116913 (IF: 1:100)

## From EMD Millipore:

Rabbit anti-CTCF, 07-729, RRID:AB\_441965 (ChIP)

## From Progen:

Guinea pig anti-p62/SQSTM1 (C-terminus), GP62-C, RRID:AB\_2687531 (IF: 1:100)

## From Proteintech:

Rabbit anti-Albumin, 16475-1-AP, RRID:AB\_2242567 (IF: 1:50)  
 Rabbit anti-VAP-A, 15275-1-AP, RRID:AB\_2256991 (IF: 1:50)

## From Jackson Immuno Research Laboratory:

Alexa Fluor® 594 AffiniPure Donkey Anti-Rat IgG (H+L), 712-585-153, RRID:AB\_2340689 (IF: 1:200)

## From Thermo Fisher Scientific:

Rabbit anti-Histone Macro-H2A.1 Recombinant (RM248), MA5-24696, RRID:AB\_2661883 (IF: 1:200)

## Validation

Antibodies were validated by the manufacturers and the RRID database. RRID numbers are indicated above.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

C57Bl6 mice were used in this study. In experiments with Atg5-KO studies B6.129S mice were mixed with Transgenic mice in C57Bl6 strain. The mice were used at age between 45 and 110 days after birth.  
 Source of mice: Setd8lox/lox-AlbCre mice were generated in house (Ref. 15). ob/ob (B6.Cg-Lepob/J, JAX stock 000632) mice was from Jackson Laboratory. GFP-LC3 transgenic mice (RBRC00806) and Atg5 floxed (B6.129S-Atg5 [tm1Myok]) mice were from RIKEN BioResource Center and obtained from Georgios Chamilos (Univ. of Crete).

|                         |                                                                                                                                                                                                                                         |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                |
| Reporting on sex        | Only male mice were used in this study.                                                                                                                                                                                                 |
| Field-collected samples | This study did not involve field-collected samples.                                                                                                                                                                                     |
| Ethics oversight        | All animal experiments were approved by the Ethical Review Board of IMBB-FORTH and the Animal Ethics Committee of the Prefecture of Crete and were performed in accordance with the respective national and European Union regulations. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                  |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | RNA-seq, ChIP-seq, ATAC-seq and CUT&Tag data are available at the Gene Expression Omnibus (GEO) under accession number GSE242719 |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------|

|                              |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Files in database submission | <p>GSM7767557 Setd8-LKO1, TCPOBOP 24h, Mouse liver nuclei, ATAC-seq</p> <p>GSM7767558 Setd8-LKO2, TCPOBOP 24h, Mouse liver nuclei, ATAC-seq</p> <p>GSM7767559 Setd8-LKO3, TCPOBOP 24h, Mouse liver nuclei, ATAC-seq</p> <p>GSM7767560 Setd8-LKO4, TCPOBOP 24h, Mouse liver nuclei, ATAC-seq</p> <p>GSM7767561 Setd8-LKO5, TCPOBOP 24h, Mouse liver nuclei, ATAC-seq</p> <p>GSM7767562 WT1, untreated, Mouse liver nuclei, ATAC-seq</p> <p>GSM7767563 WT2, untreated, Mouse liver nuclei, ATAC-seq</p> <p>GSM7767564 WT3, untreated, Mouse liver nuclei, ATAC-seq</p> <p>GSM7767565 Setd8-LKO1, TCPOBOP 24h, H3K27ac, ChIP-seq</p> <p>GSM7767566 Setd8-LKO2, TCPOBOP 24h, H3K27ac, ChIP-seq</p> <p>GSM7767567 Setd8-LKO3, TCPOBOP 24h, H3K27ac, ChIP-seq</p> <p>GSM7767568 Setd8-LKO1, TCPOBOP 24h, CTCF, ChIP-seq</p> <p>GSM7767569 Setd8-LKO2, TCPOBOP 24h, CTCF, ChIP-seq</p> <p>GSM7767570 Setd8-LKO1, TCPOBOP 24h, SMC3, ChIP-seq</p> <p>GSM7767571 Setd8-LKO2, TCPOBOP 24h, SMC3, ChIP-seq</p> <p>GSM7767572 Setd8-LKO1, TCPOBOP, input, ChIP-seq</p> <p>GSM7767573 Setd8-LKO2, TCPOBOP, input, ChIP-seq</p> <p>GSM7767574 WT1, untreated, H3K27ac, ChIP-seq</p> <p>GSM7767575 WT2, untreated, H3K27ac, ChIP-seq</p> <p>GSM7767576 WT3, untreated, H3K27ac, ChIP-seq</p> <p>GSM7767577 WT1 untreated, CTCF, ChIP-seq</p> <p>GSM7767578 WT2 untreated, CTCF, ChIP-seq</p> <p>GSM7767579 WT3 untreated, CTCF, ChIP-seq</p> <p>GSM7767580 WT4 untreated, CTCF, ChIP-seq</p> <p>GSM7767581 WT1 untreated, SMC3, ChIP-seq</p> <p>GSM7767582 WT2 untreated, SMC3, ChIP-seq</p> <p>GSM7767583 WT3 untreated, SMC3, ChIP-seq</p> <p>GSM7767584 WTuntr1, input, ChIP-seq</p> <p>GSM7767585 WTuntr2, input, ChIP-seq</p> <p>GSM7767586 Setd8-LKO1, TCPOBOP 24h, LaminA/C, Mouse liver nuclei, CUT&amp;TAG-seq</p> <p>GSM7767587 Setd8-LKO2, TCPOBOP 24h, LaminA/C, Mouse liver nuclei, CUT&amp;TAG-seq</p> <p>GSM7767588 Setd8-LKO3, TCPOBOP 24h, LaminA/C, Mouse liver nuclei, CUT&amp;TAG-seq</p> <p>GSM7767589 Setd8-LKO4, TCPOBOP 24h, LaminA/C, Mouse liver nuclei, CUT&amp;TAG-seq</p> <p>GSM7767590 Setd8-LKO1, TCPOBOP 24h, H4K20me3, Mouse liver nuclei, CUT&amp;TAG-seq</p> <p>GSM7767591 Setd8-LKO2, TCPOBOP 24h, H4K20me3, Mouse liver nuclei, CUT&amp;TAG-seq</p> <p>GSM7767592 WT1, untreated, LaminA/C, Mouse liver nuclei, CUT&amp;TAG-seq</p> <p>GSM7767593 WT2, untreated, LaminA/C, Mouse liver nuclei, CUT&amp;TAG-seq</p> <p>GSM7767594 WT1, untreated, LaminA/C, Mouse liver nuclei, CUT&amp;TAG-seq NGS-2147</p> <p>GSM7767595 WT2, untreated, LaminA/C, Mouse liver nuclei, CUT&amp;TAG-seq NGS-2148</p> |
|------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

GSM7767596 WT1, untreated, H4K20me3, Mouse liver nuclei, CUT&TAG-seq  
 GSM7767597 WT2, untreated, H4K20me3, Mouse liver nuclei, CUT&TAG-seq  
 GSM7767598 Setd8-LKO1, TCPOBOP, RNA-seq  
 GSM7767599 Setd8-LKO2, TCPOBOP, RNA-seq  
 GSM7767600 Setd8-LKO3, TCPOBOP, RNA-seq  
 GSM7767601 Setd8-LKO4, TCPOBOP, RNA-seq  
 GSM7767602 WT1, untreated, RNA-seq  
 GSM7767603 WT2, untreated, RNA-seq  
 GSM7767604 WT3, untreated, RNA-seq  
 GSM7767605 WT4, untreated, RNA-seq  
 GSM7767606 WT5, untreated, RNA-seq  
 GSM7767607 WT1, TCPOBOP, 24h, RNA-seq  
 GSM7767608 WT2, TCPOBOP, 24h, RNA-seq  
 GSM7767609 WT3, TCPOBOP, 24h, RNA-seq  
 GSM7767610 WT4, TCPOBOP, 24h, RNA-seq  
 GSM7767611 WT5, TCPOBOP, 24h, RNA-seq

Genome browser session  
 (e.g. [UCSC](#))

*Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.*

## Methodology

|                         |                                                                                                                                                                              |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | For RNA-seq experiments at least 4 biological replicates were used.<br>For ChIP-seq and CUT&Tag experiments at least 2 biological replicates were used.                      |
| Sequencing depth        | Average Sequencing depth for RNAseq: 40 million reads<br>Average Sequencing depth for ChIP-seq: 30 million reads<br>Average Sequencing depth for CUT&Tag: 10 million reads   |
| Antibodies              | The antibodies used for ChIP-seq and CUT&Tag are indicated in the Antibody list above.                                                                                       |
| Peak calling parameters | Peak calling for ChIP data was performed by MACS2 (2.2.7.1) with default parameters and pvalue cutoff 1.00e-13. For CUT&Tag we used SICER2 (ref 46) with default parameters. |
| Data quality            | Quality check for sequencing reads was performed by FastQC                                                                                                                   |
| Software                | The following software tools were used: Trimmomatic (version 0.39); samtools version 1.10; deeptools (version 3.3.2); MACS2 (2.2.7.1); SICER2; HOMER45; computeMatrix.       |

How the deposited data were processed for this re-analysis (not part of the article)

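The samples were livers or liver nuclei of mice 45 to 50 days old, untreated wild type mice and wild type or Setd8-LKO mice 24 h after 3 mg/kg TCPOBOP, and 55 samples were mapped to a condition through their labels and the Reporting Summary. RNA-seq covered 5 untreated wild type, 5 TCPOBOP-treated wild type and 4 TCPOBOP-treated Setd8-LKO livers. The chromatin assays compared untreated wild type with TCPOBOP-treated Setd8-LKO, with 4 and 2 livers for CTCF, 3 and 2 for Smc3, 3 and 3 for H3K27ac, 3 and 5 for ATAC-seq, and 2 and 2 for H4K20Me3, besides 2 and 2 ChIP inputs. For Lamin A/C there were 4 and 4 libraries, and the labels of 2 wild type libraries repeat the replicate numbers 1 and 2, so the number of wild type livers is not known. Genotype and treatment change together in these comparisons. The controls are named untreated after their labels, but the methods name a corn oil vehicle and the Reporting Summary mock treatment with DMSO, so injection or vehicle may differ between groups as well. The Kmt5a gene, which encodes Setd8, had higher counts in the libraries labelled Setd8-LKO, and groups are therefore named by their labels. The knockout deletes an exon in hepatocytes only, so a whole-gene count of whole liver does not test it.

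For RNA-seq, the authors filtered reads with PRINSEQ, aligned them with HISAT2 to mm10, and used metaseqR for counting, normalization and testing by 5 methods with a combined FDR. The 2 tables hold raw and normalized counts per library of the genes selected by that FDR and by an absolute log2 fold change of at least 1. Because only selected genes are listed, the sum of a column is not the depth, and the tests describe the listed genes. Normalized counts equal raw counts times one factor per library to within 0.063%. Another 114 columns, which hold transformed versions of the same libraries' counts, were not used. For ChIP-seq, ATAC-seq and CUT&Tag, the authors trimmed reads, aligned them to mm10, removed duplicates, poorly mapped and blacklisted reads, and called peaks with MACS2 or islands with SICER2. Before calling, they reduced the reads of ChIP-seq and CUT&Tag samples in proportion to the smallest one, which the paper does not state for ATAC-seq. One list per condition was used. The fold enrichment and the -log10 p of each peak were computed by the authors with MACS2, and the score of each island was computed by the authors with SICER2, after the reduction of reads. How the paper pooled replicates for calling is not named in its text. Coordinates are printed from 1.

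Counts were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, filterByExpr with a minimum count of 10), with the authors' factors as scaling and with Benjamini-Hochberg adjustment over the 18512 genes that the ratio of the authors' FDR to their p-values gives. The CPM scale of the filter used 40000000 reads, the paper's average depth. The threshold was an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the lines of the paper's volcano plot. Standard errors come from the same model. DESeq2 1.42.0 and limma 3.58.1 served the alternatives. Where a group had 0 counts, a lower bound was computed from 3 counts, and with 1 to 3 counts a counting interval at the 95% level was given. Single genes were also put to an exact two-sided permutation test. The test was checked on simulated data built from the tables, in which 174 of 200 changed genes (87.0%) were found among 3723 genes and 177 of 200 (88.5%) among 679, none in the wrong direction, with 5 and 0 unchanged genes called.

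The genes named are, for each comparison, the 5 with the largest rise and the 5 with the largest fall by fitted log2 fold change. They were taken among genes past the threshold whose groups do not overlap. Also named are a fixed list (Kmt5a, Lmna, Lmnb1, Lmnb2, Ctcf, Smc3, Atg5, Hmgb1, Sun1, Sun2, Kmt5b, Kmt5c, Cyp2b10) and the genes labelled in Supplementary Fig. 6c to e. Of the fixed list only Kmt5a, Lmna and Cyp2b10 are among the genes listed for Setd8-LKO + TCPOBOP, and only Cyp2b10 among those for WT + TCPOBOP. The rest was not analysed here. Named peaks are the 5 kept and 5 gained peaks with the highest fold enrichment, the 3 longest gained and lost islands, chromosome 6, and the region from Naaa to Shroom3, which is longer than the 600 kb of the paper's browser view. H19, Kif2c, Cdkn1a and Snai1 were named after their values were seen.

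Peaks and islands of 2 lists were matched by an overlap of at least 1 bp with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Shares carry 95% Clopper-Pearson intervals, which cover counting error only. Overlaps were set against 1000 circular shifts within each chromosome. Gene positions are those of GENCODE M21, and a promoter is the region within 1000 bp of a transcript start. The consensus CCASYAGRKGGC was searched in GRCm38 with pysam 0.24.0 and samtools 1.23.1, within 100 bp of each summit and with at most 1 mismatch, beside windows moved by 2000 bp. HOMER, which the paper used for motifs, was not used. On simulated lists of 5000 peaks with 1500 planted overlaps, 1500 were found (one-sided permutation p = 0.001 from 1000 shifts, and 0.977 for random lists), and on 2000 simulated windows 600 of 600 planted sites were found, with 17 of 1400 other windows (1.21%) called. Figures were drawn with matplotlib 3.10.9.

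The alternatives covered scaling, test, filter, run term, replicate block, thresholds, leaving out each library, the rule of overlap, stricter lists, equal list lengths, chromosomes and the motif's mismatches. For each RNA-seq comparison, 100 splits of the libraries into groups of the same sizes were fitted. Depth per library was not in the tables and lists used here, which hold sums over selected genes or no counts, so no limit of detection per library was computed for the peak lists.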

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

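In this part, the ratio of Gm45225 to Cyp2b10 counts and the direct comparison of the TCPOBOP-treated groups were chosen after the result was seen.

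In 4 of 51 groups of libraries tested gene by gene, a single library lay apart from the rest of its group by Dixon's criterion, and chance does this in about 1 in 20 groups. For Clec2h, library 1 labelled Setd8-LKO had 2 normalized counts where the others had 0. Among untreated wild type libraries, Gm45225 had 1 in library 5, Sult2a1 had 3 in library 3 and Saa-ps had 2 in library 4, each against 0 in the others. All of these are at or under 3 counts, where single reads decide the value, and no biological explanation was tested. Without the library concerned, its group had 0 counts, so the size of the change then rests on the fit and only its direction can be read. The fitted log2 fold change was -11.78 for Clec2h, 12.62 for Gm45225, 12.04 for Sult2a1 and 10.96 for Saa-ps (in TCPOBOP-treated against untreated wild type). No direction changed.

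Several genes that the paper does not discuss were far above their level in untreated wild type. In the libraries labelled Setd8-LKO the mean normalized counts were 719 for Gm45225, 47140 for Cyp2b10, 484 for Sult2a1 and 1021 for Sprr1a. In TCPOBOP-treated wild type they were 807 for Gm45225, 57542 for Cyp2b10, 86.2 for Gm26911, 290 for Saa-ps and 68.6 for Pnliprp1. The run does not account for the set as a whole: with the run as a term, 3213 of the 3455 genes still counted as changed for Setd8-LKO, and 530 of 535 for TCPOBOP-treated wild type. The Reporting Summary states that all mice were male. Of the Y-linked genes looked for and Xist, only Eif2s3y is among the listed genes, and it was lower in the libraries labelled Setd8-LKO (213 to 489 normalized counts, against 714 to 938; log2 fold change -1.04). As its lowest count in any library was 213, a group of female mice is excluded, and why it was lower was not tested. Of 100 splits of the 9 libraries into groups of the same sizes, 1, the real one, gave as many changed genes, and likewise 1 of 100 for the 10 wild type libraries. The authors selected the listed genes on the real split, so these splits decide nothing, and chance cannot be told apart from an effect by them. TCPOBOP treatment is the difference that both comparisons share, and the direct comparison of the treated groups found no change past the threshold in Cyp2b10 (log2 fold change -0.29), Gm45225 (-0.17) or Pnliprp1 (-0.01), but lower levels of Saa-ps (-3.61) and Gm26911 (-2.79) in the libraries labelled Setd8-LKO. Sult2a1 and Sprr1a were not among the genes compared. Whether the mixture of liver cells, which the paper describes as altered after TCPOBOP in Setd8-LKO, contributes to any of these genes was not tested.

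Gm45225 is a pseudogene next to Cyp2b10, and reads assigned to it may come from Cyp2b10 or a paralog. A constant share of Cyp2b10 reads is excluded, because the ratio of the 2 counts varied 3.67-fold across the TCPOBOP-treated wild type libraries, from 0.55 to 2.04%, and 1.85-fold across those labelled Setd8-LKO, while counting error was at most 5.6% of a count. Reads from other Cyp2b genes and transcription of Gm45225 itself stay open.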

How the results depend on the processing

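All alternatives were chosen before the data were examined, apart from 2 chosen after: TMM scaling over the listed genes and adjustment over the listed genes alone. A fit with all 3 RNA-seq groups and the pseudocounts were not run, since no table holds all groups and the tables hold counts. Over all comparisons, 104 alternative values stayed the same, 85 moved and 2 reversed. The labels rate each share alone, and the order of kept and gained CTCF peaks at wild type H3K27ac peaks (35.1% and 47.5%) also reversed, to 22.1% and 19.2% under reciprocal overlap. For the 22 pairs of a named gene and a comparison, 381 of 383 alternatives kept direction and side of the threshold, and 2 were weaker, Kmt5a and Lmna under DESeq2's size factors.

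Changed genes for Setd8-LKO numbered 3455, and between 2343 (DESeq2's size factors) and 3674 (DESeq2's Wald test) across scaling, test, filter, run term and adjustment. At an adjusted p under 0.01 there were 3017, and at an absolute log2 fold change of at least 2 there were 1324, by construction fewer. For TCPOBOP-treated wild type the 535 genes became 179 at an absolute log2 fold change of at least 2. They became 282 with DESeq2's size factors and 278 with TMM over the listed genes. Both scalings shifted the log2 fold changes (-1.17 and -1.25), which brought their median from 1.34 to 0.16 and 0.07. Such scalings take most genes as unchanged, while all listed genes were selected for a change and 494 of 719 are listed as higher. The shift can thus come from the selection alone. The share of higher genes fell from 73.8% to 26.6% and 25.5% under these scalings, and for Setd8-LKO from 59.5% to 36.1% under DESeq2's size factors. TMM over the listed genes shifted the log2 fold changes for Setd8-LKO little, by a median of -0.0127. The 358 genes changed in both comparisons became 267 at an adjusted p under 0.01 and 113 at an absolute log2 fold change of at least 2. Across fits that each left out one library, the counts ranged from 3114 to 3464 and from 468 to 539.

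A replicate block, with libraries of the same number treated as paired, gave 2943 and 364 genes, and for Kmt5a a log2 fold change of 1.13. The numbers do not pair the mice: the correlations of deviations within a number lay between -0.14 and 0.07 for Setd8-LKO and between -0.41 and 0.22 for TCPOBOP-treated wild type.

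For gained peaks per wild type peak, overlap of at least 50% of the peak gave 3.25 for CTCF and 1.50 for Smc3, reciprocal overlap 3.25 and 1.50, a -log10 p of at least 20 gave 2.75 and 1.35, peaks extended by 500 bp gave 2.91 and 1.21, and merged regions gave 1.30 for Smc3. Equal numbers of peaks gave 0.54 and 0.69, by construction, since the longer list was shortened.

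The share of wild type H3K27ac peaks kept was 74.1%, 62.4%, 78.3%, 85.7% and 76.3% under overlap of 50%, reciprocal overlap, -log10 p of at least 20, extension and merging. For ATAC-seq, overlap of 50%, reciprocal overlap, -log10 p of at least 20, equal numbers and extension gave 68.4%, 67.3%, 70.2%, 78.5% and 74.9%. Lamin A/C islands kept were 72.3% and 68.6% under overlap of 50% and reciprocal overlap, 88.8% in the upper 50% by score, 79.7% with equal numbers and 85.5% in base pairs. Gained Lamin A/C islands were 403 under reciprocal overlap and 24 in the upper 50%. For H4K20Me3, 69.9% and 62.1% of islands were kept under these overlaps, 84.4% after merging, 85.9% in the upper 50% and 74.6% with equal numbers. Its gained islands were 1090, 278 and 298 under reciprocal overlap, the upper 50% and equal numbers. Counted in base pairs, 53.2 Mb of the list labelled Setd8-LKO lay outside wild type islands, edges of kept islands included. The cause was not tested beyond the construction of each rule.

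The kept CTCF peak was the higher one in 78.3% and 78.4% of pairs under overlap of 50% and reciprocal overlap, in 86.5% at a -log10 p of at least 20, in 72.7% with equal numbers, in 89.4% by -log10 p and in 65.5% by length. For Smc3 the order reversed under overlap of 50% (47.9%) and reciprocal overlap (48.4%), which count long peaks over short wild type peaks as gained. The values were 70.5% at a -log10 p of at least 20, 76.6% with equal numbers and 64.4% by length.

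For CTCF peaks at wild type features, overlap of 50%, reciprocal overlap, a -log10 p of at least 20 and equal numbers gave 23.7%, 21.0%, 35.0% and 44.4% of kept and 13.1%, 8.83%, 21.9% and 39.3% of gained peaks at accessible regions. At Smc3 peaks they gave 14.8%, 13.4%, 20.3% and 54.9% of gained peaks, and the first 2 rules 67.7% and 64.6% of kept peaks. At H3K27ac peaks, overlap of 50%, reciprocal overlap and equal numbers gave 28.9%, 22.1% and 43.0% of kept and 44.9%, 19.2% and 57.4% of gained peaks. The share with the CTCF consensus was 26.1%, 29.6%, 22.3% and 3.68% in wild type, lost, kept and gained peaks without a mismatch, 92.6%, 95.3%, 88.2% and 45.5% with up to 2, and 64.7%, 72.5%, 58.6% and 35.8% in the upper 25% by -log10 p. Anywhere in the peak it was 66.2% of kept and 17.1% of gained peaks. The cause was not tested where the rule itself does not set the direction.

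Results on the overlap of Lamin A/C with H4K20Me3, on active chromatin inside Lamin A/C islands and on Smc3 at CTCF peaks kept their direction and side of the threshold under every alternative run for them, with 49.4 to 82.3% for the first and 25.9 to 53.4% of gained and 59.3 to 89.1% of kept Smc3 peaks for the last. The absence of counts per library limits all peak and island results, whose spread between mice is unknown.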

Differences from the paper's values

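No test in this part was chosen after the result was seen. The paper's values in it were read by eye from figures.

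In the list labelled Setd8-LKO, 54 Lamin A/C islands were gained, while the paper's Venn diagram gives about 130 in Fig. 7c. The diagram holds a single number of shared islands, about 1000. Here kept islands were counted per list, 900 in wild type and 1099 in the list labelled Setd8-LKO. Gained and lost islands here are thus not the same kind of count as in the diagram. None of the alternatives set before the data were examined closed the gap: overlap of at least 50% of the island gave 69, reciprocal overlap 403, merging of islands within 100 kb 38, the upper 50% of each list by score 24, equal numbers of islands 38 and autosomes 49.

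Of the wild type Lamin A/C islands 194 were lost, against the paper's about 74 in Fig. 7c. Among the alternatives set before the data were examined, only the upper 50% of each list by score gave a number near it, 61, but this setting leaves fewer islands to lose by construction. Under it 486 islands were kept, against the paper's about 1000 in Fig. 7c, read by eye, so it does not close the gap for the diagram as a whole. Overlap of 50% (303), reciprocal overlap (344), merging (117), equal numbers (222) and autosomes (182) did not close the gap either.

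The CTCF consensus was found in 14.0% of gained CTCF peaks, against the paper's about 27% in Supplementary Fig. 9c. Of the alternatives set before the data were examined, the 25% of peaks with the highest -log10 p of each list gave 35.8%, within the range of the paper's value, and the paper's methods name the best peaks as the input of its motif search. No mismatch (3.68%), up to 2 mismatches (45.5%) and a match anywhere in the peak (17.1%) did not close the gap either. The paper's motifs come from a de novo search, and the values here from one consensus.

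The paper states that gained Smc3 peaks accumulate little near CTCF locations. Here 52.5% of them overlapped a CTCF peak of the same list, against 88.2% of kept Smc3 peaks, but 1.41% overlapped a CTCF peak of wild type and 1.44% a kept CTCF peak, shares that the definition of gained peaks partly sets.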

Other observations

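Chosen after the result was seen were the test of swapped labels by Cyp2b10, the count of libraries nearest to wild type, the Fisher test on genes that left a Lamin A/C island, and the final form of the shifts for gained H4K20Me3 islands. The other tests were set before.

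Kmt5a, the gene of Setd8, had 1364 ± 68.3 normalized counts (SD, n = 4) in the libraries labelled Setd8-LKO and 644 ± 89.7 (SD, n = 5) in untreated wild type. With DESeq2's size factors, which take the typical listed gene as unchanged though all were selected for a change, the difference was 0.27 on the log2 scale. A swap of labels with untreated wild type is excluded by Cyp2b10, which TCPOBOP induced in wild type and which had 31592 to 66038 normalized counts in the libraries labelled Setd8-LKO and 25 to 106 in untreated wild type. A swap with TCPOBOP-treated wild type was not tested, nor were transcripts that lack an exon, since the tables hold one count per gene.

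Of the 3455 changed genes, library 3 labelled Setd8-LKO was the closest of its group to the wild type mean in 1545 (44.7%) and library 4 in 1103 (31.9%), against 371 and 436 for libraries 1 and 2. Libraries 1, 2 and 3 belong to run B and library 4 to run A. Leaving out library 3 gave 3464 changed genes and leaving out library 1 gave 3114. No explanation was tested.

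The greater number of CTCF peaks in the list labelled Setd8-LKO was set against 2 technical explanations. The first, wild type sites missed by a weak wild type enrichment, was tested by the wild type Smc3 peaks, which 19.6% of gained and 83.7% of kept CTCF peaks overlapped. Kept sites are those detected in wild type, and at kept sites the median fold enrichment of wild type was low for both proteins, 12.7 against 39.6 in the list labelled Setd8-LKO for CTCF and 13.0 against 65.5 for Smc3. Sites missed for CTCF may thus be missed for Smc3 too, and missed and new sites cannot be told apart by this test. If the signal arose at accessible promoters without a CTCF motif, gained peaks without the consensus would lie there more often than kept ones. There lay 15.4% of them, against 17.5% of kept peaks and 9.01% of gained peaks with the consensus. Kept peaks lay there in 12.9% of cases with and in 24.9% without the consensus. Peaks without the consensus were thus more frequent there among kept and gained peaks alike, so the comparison does not decide. Most gained peaks without the consensus lay elsewhere. At promoters of any accessibility lay 60.7% of gained peaks without the consensus, against 39.6% of kept peaks and 36.6% of gained peaks with it, so a signal at promoters in general stays open.

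Gained CTCF and gained Smc3 peaks coincided. Of the gained CTCF peaks without the consensus, 57.0% overlapped a gained Smc3 peak, against 27.5% of gained peaks with it and 0.76% after shifting. With any Smc3 peak of the list labelled Setd8-LKO the overlap was 74.4%, close to the 71.5% of kept peaks without the consensus, so that the coincidence is not particular to gained peaks. It is consistent with an enrichment shared by both immunoprecipitations at sites without the consensus. A general rise of every immunoprecipitation is not seen in the H3K27ac lists, which hold 27983 peaks in wild type and 27752 in the list labelled Setd8-LKO, with a median fold enrichment of 11.5 in each. Of the gained CTCF peaks without the consensus, 60.0% overlapped an H3K27ac peak of the list labelled Setd8-LKO, against 50.2% of kept peaks without it and 30.0% of gained peaks with it. Whether the shared enrichment is binding of both proteins or a property of chromatin at such sites stays open, since H3K27ac marks active promoters itself and no list of the input was used here.

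The direction of expression went with the change of H3K27ac at the promoter. A gained H3K27ac peak lay there in 11.7% of the 2056 higher and 3.29% of the 1399 lower genes (Fisher's exact test over genes, p = 4.77e-20 adjusted over 10 tests), and a lost one in 1.17% and 11.6% (adjusted p = 6.62e-41). A gained CTCF peak lay at the promoter of 36.1% of higher and 28.9% of lower genes (adjusted p = 1.24e-05), and a gained Smc3 peak at 48.6% and 30.0% (adjusted p = 1.36e-27). For ATAC-seq the shares were 3.65% and 2.22% for gained (adjusted p = 0.0178) and 7.59% and 12.4% for lost peaks (adjusted p = 4.13e-06). Promoters of higher genes carried a wild type H3K27ac peak in 53.2% and of lower genes in 63.0% of cases (adjusted p = 1.83e-08). Genes are not independent replicates, and the listed genes are a selection. Part of the gained peaks thus lay at genes with higher expression, and the values do not show which comes first. RNA and chromatin both come from the whole liver, where the paper reports hepatocyte loss and more small mononuclear cells. Whether the mixture of liver cells moves both together was not tested.

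Genes inside Lamin A/C islands of wild type were more frequent among higher (8.03%) than among lower genes (3.07%, adjusted p = 1.39e-09), as were genes inside the islands labelled Setd8-LKO (5.54% and 2.22%, adjusted p = 1.59e-06) and, less so, inside H4K20Me3 islands of wild type (4.09% and 2.79%, adjusted p = 0.0492). A gene can count as lower only if it has counts in wild type. Active chromatin was rare inside the wild type Lamin A/C islands, with 1.70% of H3K27ac peaks. The contrast between higher and lower genes may thus be set in part by the wild type level of expression. A release from the islands was tested as a candidate explanation. Of 165 higher genes inside a wild type island, 55 (33.3%) lay outside the islands labelled Setd8-LKO, and of 43 lower genes 12 (27.9%; Fisher's exact test, p = 0.584). With so few lower genes, release and no release cannot be told apart.

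The H4K20Me3 islands of the list labelled Setd8-LKO were shorter, and 224 wild type islands held several of them. A splitting of long wild type islands was considered as the source of the 549 gained islands. Pieces of a split island overlap it and count among the 1557 kept islands, while gained islands overlap no wild type island. Of the gained islands, 87 (15.8%) lay within 100 kb of a wild type island, and their median distance was 500.0 kb. This distance does not test splitting, because the definition of gained islands already leaves such pieces out. Shifts of the gained islands do not bear on splitting either, and their form was changed after the first result was seen. When all were shifted, 37.8 ± 2.20% (mean and SD) lay within 100 kb. When those that overlap a wild type island were left out, 11.2 ± 1.60% did, which reversed the comparison with 15.8%. No biological explanation of the gained islands was tested.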
